# A Novel Dual Eigen-Analysis of Mouse Multi-Tissues’ Expression Profiles Unveils New Perspectives into Type 2 Diabetes

**DOI:** 10.1038/s41598-017-05405-x

**Published:** 2017-07-11

**Authors:** Lei M. Li, Xiuxiu Liu, Lin Wang, Yong Wang, Xiuqin Liu, Xue Tian, Fuzhou Gong, Li Shen, Xiao-ding Peng

## Abstract

Type 2 diabetes (T2D) is a complex and polygenic disease yet in need of a complete picture of its development mechanisms. To better understand the mechanisms, we examined gene expression profiles of multi-tissues from outbred mice fed with a high-fat diet (HFD) or regular chow at weeks 1, 9, and 18. To analyze such complex data, we proposed a novel dual eigen-analysis, in which the sample- and gene-eigenvectors correspond respectively to the macro- and micro-biology information. The dual eigen-analysis identified the HFD eigenvectors as well as the endogenous eigenvectors for each tissue. The results imply that HFD influences the hepatic function or the pancreatic development as an exogenous factor, while in adipose HFD’s impact roughly coincides with the endogenous eigenvector driven by aging. The enrichment analysis of the eigenvectors revealed diverse HFD impact on the three tissues over time. The diversity includes: inflammation, degradation of branched chain amino acids (BCAA), and regulation of peroxisome proliferator activated receptor gamma (PPARγ). We reported that in the pancreas remarkable up-regulation of angiogenesis as downstream of the HIF signaling pathway precedes hyperinsulinemia. The dual eigen-analysis and discoveries provide new evaluations/guidance in T2D prevention and therapy, and will also promote new thinking in biology and medicine.

## Introduction

Type 2 diabetes (T2D) is a complex and polygenic disease usually associated with obesity. Its pathological status is characterized by insulin resistance and pancreatic dysfunction, causing the loss of metabolic fuel homeostasis. Various measures have been applied to treat T2D, but as of now none of them can completely cure or reverse this progressive disease^1^. Many efforts have been made to elucidate the mechanisms of insulin resistance and aberrant insulin production/secretion at the molecular level^2, 3^. However, in order to identify early warning signals of this disease along its progression and to provide clues to cure this disease^4, 5^, we need more complete and comprehensive pictures of the systematic and longitudinal impacts of genetic or environmental adverse factors such as chronic overnutrition. It is of significant challenges in designing pharmacological interventions of this disease that some molecular and cellular impacts are more tissue-specific^4^. Also the timing of these impacts is crucial for early diagnosis and treatment. Such systematic picture of the disease progression is almost impossible to draw using only molecular biology approaches. With the help of high throughput technology that can generate big omic data, scientists can study major complex diseases such as T2D using the approaches of computational biology and bioinformatics.

In this study, we focused on the tissue specific characteristics of the gene expression profiles during the development and progresses of T2D among three tissues, two of which are insulin responsive ones, the adipose and the liver; and one of which is the pancreas containing insulin producing part pancreatic islets. We collected data of gene expression profiles obtained from a high fat diet (HFD) induced T2D model generated from an outbred mouse strain which, unlike the knockout approach commonly seen in other literatures, more closely mimics natural human polygenic population^6^, at different time points. We preprocessed the raw microarray data using a statistical method that we developed and tested over the past decade^7–10^ to obtain unbiased and accurate gene expression values. Moreover, we proposed a novel computational methodology – a dual eigen-analysis –in order to extract biological insights from the big data of expression profiles. The usage of computational biology and bioinformatics enabled us for the first time to identify certain diverse impact the HFD had on the three different tissues at different time points. The diversity or tissue specific characteristics includes: inflammation, the degradation of branched chain amino acids (BCAA), and the regulation of peroxisome proliferator activated receptor gamma (PPARγ). Interestingly, we discovered that in the pancreas remarkable up-regulation of angiogenic genes, which are downstream of the HIF (hypoxia-inducible factor) signaling pathway, precedes hyperinsulinemia. These findings may provide new guidance in evaluating and designing pharmacological interventions for T2D prevention and therapy.

## Results

### Tissue-specific expression data of mouse samples

The sample selection is at the heart of the design of mRNA expression experiments. Three factors: diet, tissue, and time/age, were taken into consideration. The diet factor has two levels: HFD and RC; the tissue factor has three levels: adipose (A), pancreas (P) and liver (L); and the time/age factor has three levels: weeks 1, 9, and 18 from the initiation of the diet treatment. All combinations of these factorial levels lead to 18 cases. The sample size of each group was taken to be three. Figure 1A illustrates the experiment design. Hereafter these groups will be referred to by their factorial level combinations. For example, RC-L-W9 represents the group of regular chow, the liver tissues collected at week 9 when the animals were terminated by sacrifice. Samples are named similarly. For examples, R17P-W9 indicates the pancreas tissue of the RC mouse labeled #17, terminated at week 9; and H4A-W18 indicates the adipose tissue of the HFD mouse labeled #4, terminated at week 18. The sorted glucose tolerance test (GTT) and insulin tolerance test (ITT) results of the samples from week 18 are shown in Fig. 2A-B. Those mice fed with HFD were further divided into two subgroups according to the GTT/ITT results: HFD-W18-Gw (worse GTT/ITT results), and HFD-W18-Gb (better GTT/ITT results). The comparison between these two sub-groups will provide further information regarding the progression of T2D.

**Figure 1:**
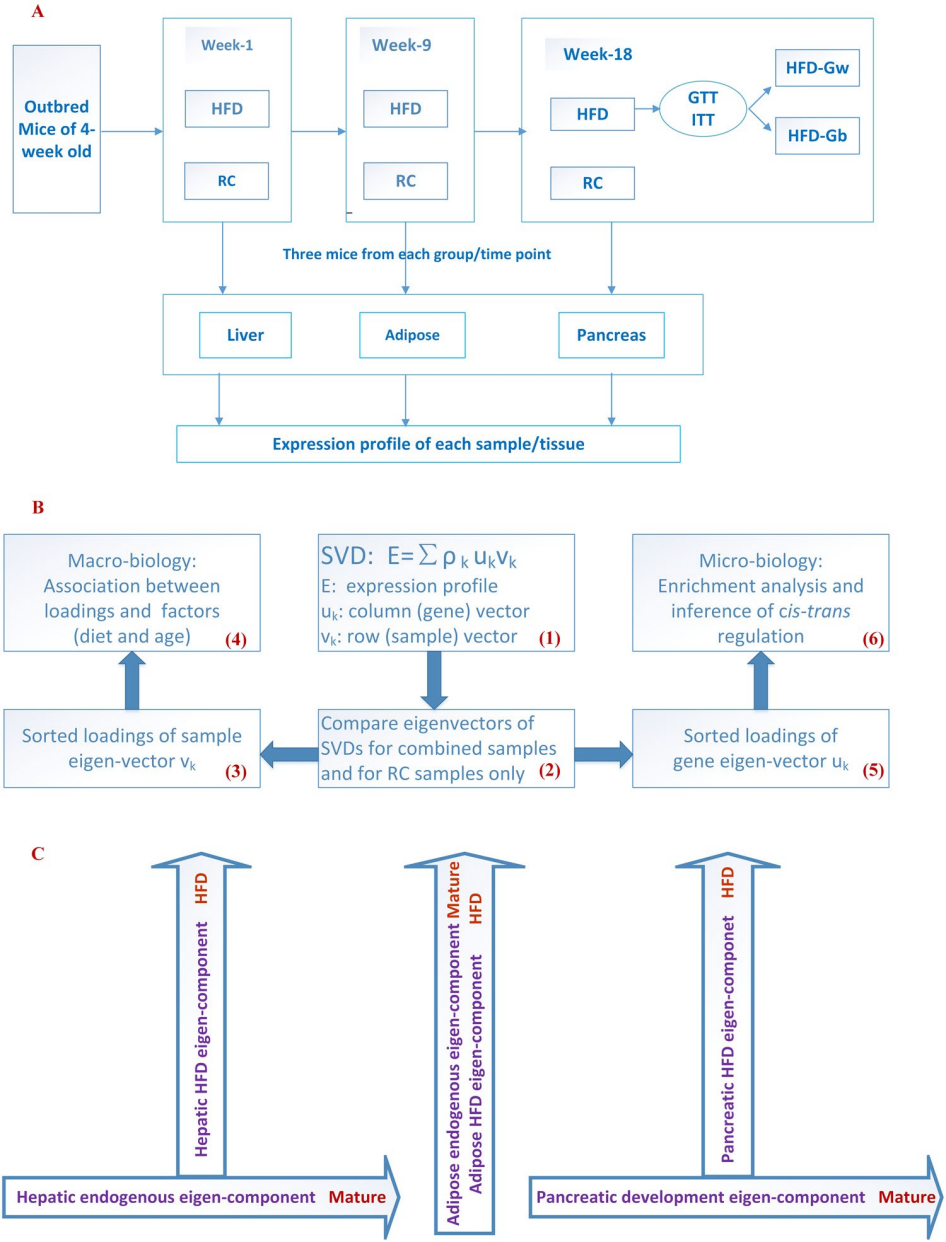
Schemes of the experiment design, dual eigen-analysis and structure of the top eigen-components of the three tissues. (**A**) The outbred mice were fed with RC or HFD. Three mice were randomly selected from each diet group at week 1, 9, and 18. At week 18, the HFD group was further divided into two subgroups, HFD-Gw and HFD-Gb, according to the GTT/ITT results. The expression profiles of their liver, adipose, and pancreas tissues were measured. (**B**) The dual eigen-analysis has several steps. (1) According to the SVD structure, for each tissue, compute the SVD of the expression profile of the HFD and RC samples as well as that for the RC samples only; (2) compare the eigenvectors of the two SVDs and identify the similar and different eigen-components; (3) sort the loadings of each principal sample eigenvector, followed by (4) identifying the associated factor; and (5) sort the loadings of the coupling gene eigenvector, followed by (6) identifying the molecular pathways enriched at its two ends. (**C**) The first and second hepatic eigen-components correspond to the endogenous functional state and the driving impact due to HFD, respectively. Only one meaningful eigen-component was identified for the adipose. The first and second pancreatic eigen-components correspond to the response to the HFD impact and the developmental state respectively.

**Figure 2:**
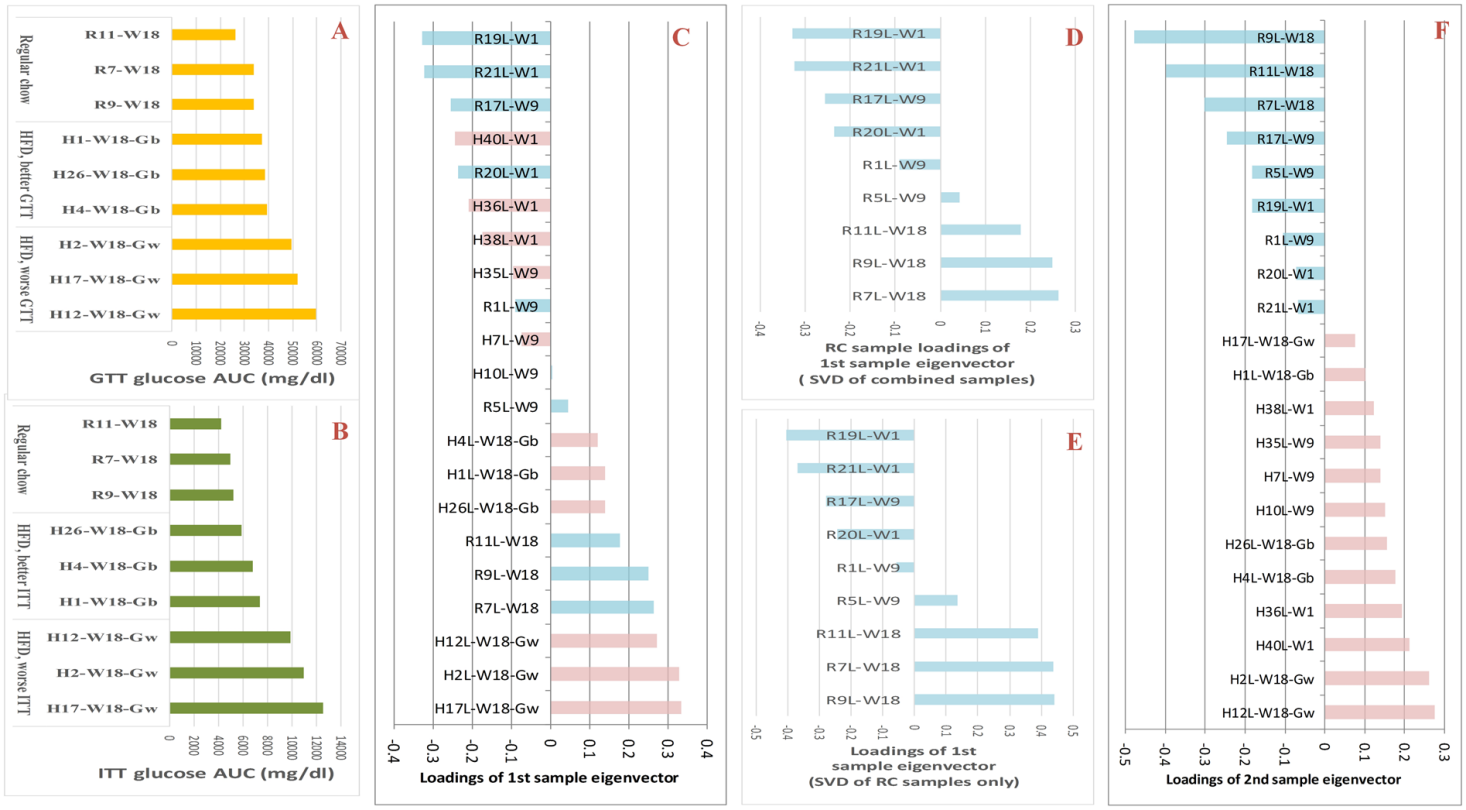
The sorted loadings of the top hepatic sample eigenvectors and their interpretations. (**A**,**B**) The AUC (area under curve) results of GTT and ITT of mouse samples from week 18 were respectively sorted in the ascending order. Shown from top to bottom are the sub-groups of RC, HFD-W18-Gb, and HFD-W18-Gw accordingly. (**C**) The sorted loadings of the hepatic first sample eigenvector from the SVD of the HFD and RC samples. The samples from week 18 were at the bottom. Similar to the ITT (**B**) and GTT (**A**) sorting, the HFD-W18-Gb subgroup located on top of the HFD-W18-Gw subgroup, and even further, on top of the RC samples at week 18. (**D**) Derived from (**C**) by keeping only RC samples. (**E**) When SVD was carried out only for the RC hepatic samples, the sorted loading of its first sample eigenvector displayed a chronological order. The consistency between (**D**) and (**E**) indicates that the first eigen-component reflected an endogenous state of the liver. (**F**) the sorted loadings of the second sample eigenvector from the SVD of the combined samples. The clear-cut separation of the RC and HFD samples indicates that the second hepatic eigen-component reflected the driving impact from HFD.

The selected samples and their groupings are shown in Table S1. 

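Epididymal adipose tissue, liver and pancreas were profiled on Affymetrix Mouse430-2.0 arrays, on which the brightness of a set of short probes rises with the amount of the transcript it binds. The mice, males of the outbred CD-1 stock, received regular chow (RC, 17% fat) or a high-fat diet (HFD, 42% fat) for 1, 9 or 18 weeks, from 4 weeks of age by the methods and from 5 weeks of age by the series text and the results. In each tissue 3 arrays of different mice were mapped to each of 7 groups, RC and HFD at weeks 1 and 9, and RC, HFD-W18-Gw and HFD-W18-Gb at week 18, except for 2 pancreas arrays of HFD at week 1. The paper used 59 of these 62 arrays, leaving out H38 and R7 in the pancreas and H2 in the adipose tissue because of their quality. This left 1 HFD pancreas array at week 1 (H40), 2 RC pancreas arrays at week 18 and 2 Gw adipose arrays. Values are given over the paper's arrays and, where stated, over all 62. The adipose and liver arrays taken as mouse H1 carry mouse number 11 in their titles, but their array names give H1, and Table S1 lists H1 and no HFD mouse 11.
The value table held intensities on a linear scale, from 2.29 to 21273, for 45101 probe sets. The submitters' notes name RMA and MAS5, the methods name these and the sub-sub normalization followed by the probe-treatment-reference summarization, and no source used here says which of them made the table. Log2 values were taken and no further normalization was added. Within the paper's arrays, the array medians ran from 19.68 to 20.57 in the adipose tissue, from 19.79 to 21.64 in the liver and from 22.14 to 24.01 in the pancreas. Exactly 1 gene symbol was given for 34958 probe sets, and the brightest such probe set on average stood for each of 18194 genes. In each tissue limma fitted the 7 groups together, so that they shared 1 estimate of the spread, and adjusted p-values are Benjamini-Hochberg values over all genes. HFD was compared with RC at each week and averaged over the weeks (weeks 9 and 18 in the pancreas), and RC mice of week 18 with RC mice of week 1. Gene lists of pathways and cell type markers, 35 in all, were fixed before the data were examined, and their shift against the other genes was tested with camera at a preset correlation of 0.01. The values of Tables S12, S14 and S16 had been seen by then. The prefixes of the array names form 2 series, here called runs: all week-18 arrays and those of the week-9 RC mouse R17 carry one, and the others carry the other, so that age and run are told apart only through R17. The small number of arrays per group limits the precision.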

After normalization and summarization of the microarray data, we obtained the expression values of all the mouse genes included in the Affymetrix Mouse430–2.0 Array for each sample. Then we performed typical global analyses on the expression profiles such as hierarchical clustering. 

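In the liver, the most similar other array came from the same week for 19 of 21 arrays and from the same diet for 16. For the adipose tissue these counts were 12 and 9 of 20 arrays, and in the pancreas 11 and 12 of 18. Similarity was Pearson's correlation across the 10000 genes with the largest median absolute deviation, each centred on its median, and the counts describe these arrays without a test. With the arrays grouped by average linkage into 3 clusters per tissue, all livers of week 1 shared a cluster with the week-9 mice R17 and H35, and the HFD livers H2, H4, H17 and H26 of week 18 formed another. In the adipose tissue all arrays of week 1 clustered with R17, and the RC mouse R9 of week 18 clustered with H1, H4, H7, H10, H12, H17 and H26, all on HFD. In the pancreas R17 clustered with the week-1 RC mice R19 and R21, and the week-9 HFD mice H7 and H35 clustered with H1, H2, H4, H40 and R20. The acinar cell markers, genes of pancreatic digestive enzymes, averaged a log2 value of 7.49 in the adipose array of H7 and 7.61 in that of H17, against 3.79 to 5.24 in RC adipose tissue.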

The clustering results of the three tissues are quite different (Fig. S1).

### Singular value decompositions (SVD) of expression profiles and dual eigen-analysis

Like clustering, SVD is another approach to summarizing the tissue-specific expression profiles^11^. The top or principal eigenvectors of SVDs are expected to capture the major information in the expression profiles. Table 1 shows the top three singular values of the issue-specific expression profiles and the percentages of their contributions.

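After the first component of the uncentred matrix, which holds the mean level of each gene, was set aside as the baseline, the next 3 singular values of the liver were 80.05, 65.24 and 56.05. They made up 10.28%, 8.381% and 7.2% of the sum of the remaining singular values. For the adipose tissue the shares were 14.01%, 9.588% and 7.742%, and in the pancreas 11.9%, 9.246% and 7.457%. The decomposition used the log2 values of 1 probe set for each of the 18194 genes.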

**Table 1:** The top three singular values of the three tissue-specific expression profiles and their percentages.

Singular value ranking	Liver		Adipose		Pancreas	
	value	Cumulative percentage	value	Cumulative percentage	value	Cumulative percentage
ρ_1_	1.404	11.46%	2.147	16.06%	1.482	14.77%
ρ_2_	1.092	20.38%	1.165	24.77%	1.244	27.17%
ρ_3_	0.990	28.45%	1.070	32.77%	0.856	35.70%

Each eigen-value/eigen-component is associated with a pair of eigenvectors: one for the samples together with their attributes such as diet and age, and the other for the genes. Each sample eigenvector, denoted by ***ν***, is composed of the weights of all samples, which are referred to as the sample loadings, whereas each gene eigenvector, denoted by ***u***, is composed of the weights of all genes, which are referred to as gene loadings. We proposed a dual eigen-analysis consisting of several parts. First, for a specific tissue, we compute the SVD of the expression profiles of the HFD and RC samples as well as the SVD of the profiles of the RC samples only; second, compare the sample and gene eigenvectors from the two SVDs and identify the similar and different eigen-component; third, sort the loadings of each principal sample eigenvector, and identify the factor of diet or age that is associated with the eigen-component; finally, sort the loadings of the coupling gene eigenvector, and identify the molecular pathways enriched at its two ends. In other words, the sample eigenvectors correspond to the macro-biology information while the gene eigenvectors correspond to the micro-biology information in the dual eigen-analysis. The scheme of the dual eigen-analysis is illustrated in Fig. 1B.

### Sample eigenvectors of tissue-specific expression profiles

Following the framework of the dual eigen-analysis, we evaluated statistical associations between the loadings of the principal sample eigenvectors and the factors of diet, age and diabetic phenotypes, see Figs 2–3, and see Supplementary Materials for details. Consequently, we identified the macro-biology meanings of the principal eigen-components of the three tissues, whose structures are illustrated in Fig. 1C.

**Figure 3:**
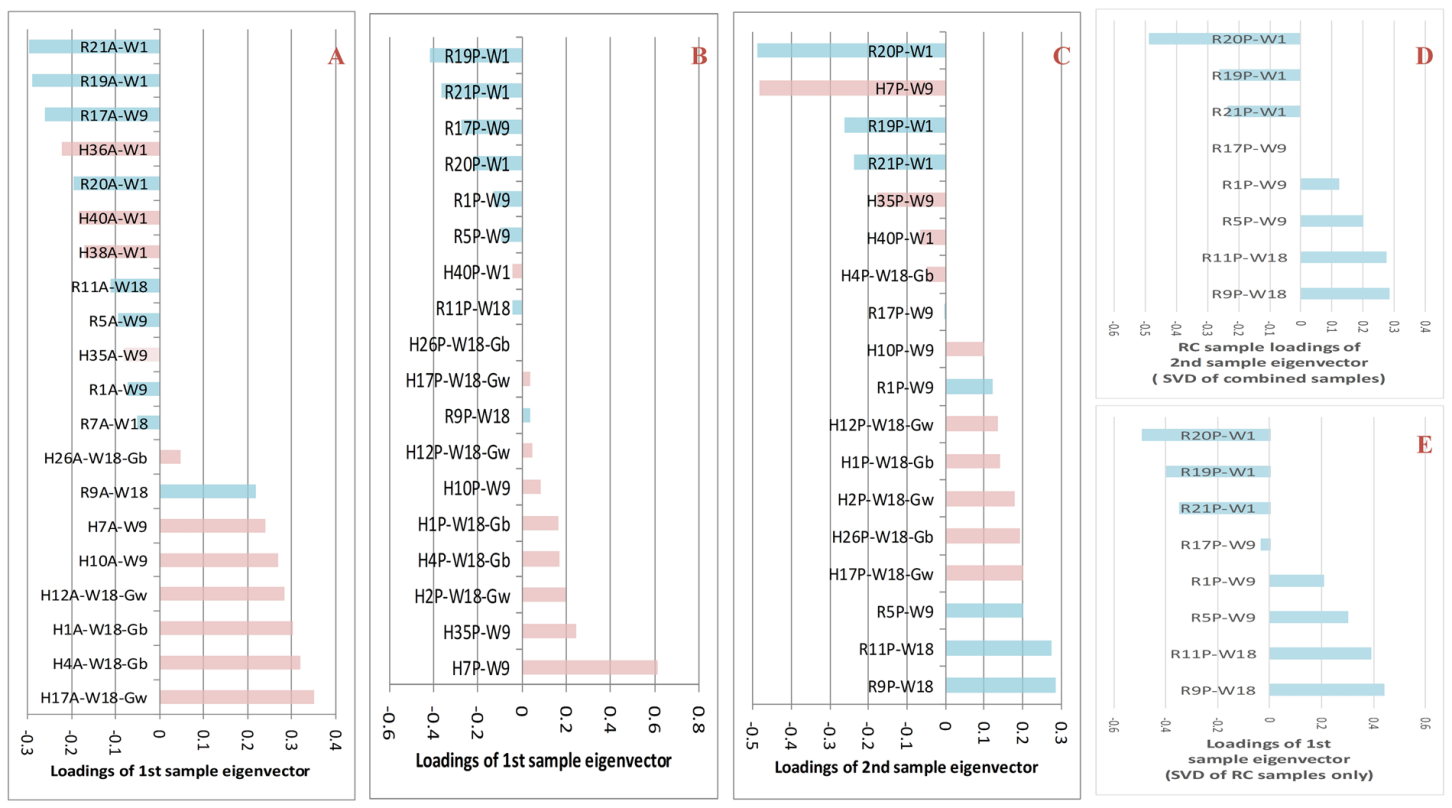
The sorted loadings of the top sample eigenvectors from the adipose and the pancreas and their interpretations. (**A**) The adipose top sample eigenvector $${{\rm{v}}}_{1}$$ were highly correlated with the age factor, and after week 9 its correlation with the diet factor becomes more significant. (**B**) The pancreatic first eigenvector $${{\rm{v}}}_{1}$$ from the SVD of all RC and HFD samples. Most RC samples were at the top half whereas most HFD samples were at the bottom half. It indicates that the pancreatic first eigen-component reflected predominantly the HFD impact. (**C**) The sorted loading of the pancreatic second eigenvector from the SVD of all RC and HFD samples. (**D**) Derived from (**C**) by keeping only RC samples. (**E**) When SVD was carried out only for the RC pancreatic samples, the sorted loadings of its first sample eigenvector displayed a chronological order. The exact consistency between (**D**) and (**E**) indicates that the pancreatic second eigen-component reflected predominantly the pancreatic development over time.

It is both interesting and intriguing that two significant eigen-components were identified in the expression profiles of the liver and pancreas tissues. 

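In livers of RC mice, 468 genes were higher and 1256 were lower at week 18 than at week 1 (n = 3 mice each, limma). Elovl3, which elongates very long chain fatty acids, rose by 6.20 on the log2 scale (SE 0.926, adjusted p = 0.00147), and Ighm, the heavy chain of immunoglobulin M, by 2.69 (SE 0.513, adjusted p = 0.00514). The odorant-binding protein gene Obp2a, Igfbp1, which binds insulin-like growth factors, and Cdc42ep5 rose by 4.65, 3.15 and 2.63. Hao2, a peroxisomal hydroxy acid oxidase, fell by 5.40 (SE 1.13, adjusted p = 0.00748) and Cyp4a14, a fatty acid hydroxylase, fell by 3.32 (SE 0.324, adjusted p = 5.76e-05). Vnn1, a pantetheinase, fell by 3.43, Angptl8, a regulator of lipoprotein lipase, fell by 2.77, and the clock output gene Dbp fell by 3.61. Along the first sample eigenvector of the liver, week-18 mice lay 0.484 above week-1 mice (exact permutation test within diet, p = 7.41e-07) and HFD mice -0.0497 from RC mice (exact permutation test within week, p = 0.352), by 0.0393, 0.033 and -0.222 at weeks 1, 9 and 18.
With quantile normalization, 522 genes were higher and 488 lower. With the array run as a block 1257 genes were called, though run and age are separated by R17 alone. With the clock phase in the model, an alternative chosen after seeing the data, 37 genes were called in all and the difference of Dbp was 0.28. The 1724 genes then kept a median of 0.942 of their log2 difference (quartiles 0.759 and 1.15). Without R19, R20, R21, R11 or R9 the count of 1724 genes was 742, 1122, 737, 604 or 999, and the calls of Dbp, Obp2a, Igfbp1 and Vnn1 were lost in 4, 3, 2 and 1 of the 21 refits that each left out 1 array.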

In the liver, the first eigen-component represents the hepatic endogenous functional state while the second represents the HFD impact. In the pancreas, the first eigen-component represents the HFD impact while the second represents the stage of the pancreas development. 

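In the pancreas, averaged over weeks 9 and 18, 48 genes were higher and 6 lower on HFD (limma, 9 HFD and 5 RC mice). Among the largest rises, Jchain, which joins the chains of polymeric antibodies, rose by 4.38 on the log2 scale (SE 0.759, adjusted p = 0.0262), Igkv8-30, a light chain segment, by 3.21 (SE 0.51, adjusted p = 0.0262) and Ighm by 3.18 (SE 0.549, adjusted p = 0.0262). Gal, the neuropeptide galanin, fell by 2.16 (SE 0.414, adjusted p = 0.042) and Prss3, a trypsinogen, fell by 1.37 (SE 0.244, adjusted p = 0.0289). Tmem184c, Tdrd5 and 9330175E14Rik fell by 1.01, 0.75 and 0.70. When H38 and R7 were included, limma called 1 gene, Pcsk6, named here after its value was seen, and 2589 at an unadjusted p under 0.05. The adjusted p over all arrays was 0.195 for Jchain and Ighm, 0.19 for Gal and 0.176 for Prss3. Along the first sample eigenvector HFD mice lay 0.251 above RC mice (exact permutation test within week, p = 0.0308), by -0.0364 at week 1, 0.522 at week 9 and 0.267 at week 18. H7 of week 9 had the highest loading, 0.639, and without it the difference was 0.132 (p = 0.216 by exact permutation). From the order of the sample loadings, with support from decompositions of the RC arrays alone, the paper postulates that the first component of the pancreas and the second of the liver represent, by and large, the impact of the HFD, and the others development and the endogenous state.
With the adipocyte score as a covariate limma called 0 genes averaged over weeks 9 and 18 (1033 at an unadjusted p under 0.05), and with the clock phase, an alternative chosen after seeing the data, also 0 (2152 unadjusted). The 54 genes kept a median of 0.614 of their log2 difference with the adipocyte score (quartiles 0.473 and 0.77). With the clock phase this median was 0.938 (0.896 and 0.969). All mapped arrays with array quality weights raised the count of called genes. The count of 54 genes became 17 with the mean of all probe sets, 13 with trended and robust eBayes, 25 with the array run as a block and 8 over weeks 1, 9 and 18. It became 104, 30, 16, 22, 552, 6 and 2 without H26, H4, H12, H2, H10, H35 and H7, and 27, 86, 30, 1, 0, 23, 25 and 3 without R19, R20, R21, R11, R9, R1, R17 and R5. The calls of Jchain, Igkv8-30, Ighm, Gal, Prss3, Tmem184c, Tdrd5 and 9330175E14Rik were lost in 7, 5, 8, 13, 7, 8, 5 and 14 of the 18 refits that each left out 1 array.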

The two orthogonal components were all defined by data themselves. We do need, in this context, a reasonable biological interpretation of orthogonality, which is a general mathematical notion. Under certain technical settings, orthogonality can be interpreted as being uncorrelated. In fact, when expression profiles only from the RC samples were considered, the HFD eigen-component in both liver and pancreas disappeared in the SVD. Hence, the impact imposed by HFD, represented by the HFD eigenvector, can be thought as an exogenous factor that is roughly uncorrelated with the tissue-specific endogenous state represented by their functional or developmental eigen-component respectively in the liver and the pancreas. 

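The decomposition of the RC arrays alone placed the livers of the week-1 mice R19, R21 and R20 at one end, then R17, R1 and R5 of week 9, then R7, R9 and R11 of week 18. Across genes, its first eigenvector correlated at r = 0.938 with the first eigenvector of all liver arrays, at -0.141 with the second and at 0.0973 with the third. In the pancreas the order was R20, R19 and R21 of week 1, R17, R1 and R5 of week 9 and R11 and R9 of week 18. Here r was -0.595 with the first eigenvector of all arrays, 0.739 with the second and -0.000705 with the third. With R7 and H38 added, r with the second was 0.903. These are correlations across genes, which are not independent replicates. The value of 0.739 was 0.287 without H7, and over the 18 pancreas refits the highest was 0.898, without R20.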

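Of the 1724 genes that differed with age in RC livers, 1006 (58.4%) had the same sign in the comparison of HFD with RC livers at week 9, and of 102 such genes in the pancreas 64 (62.7%) did. These comparisons share no array. Across 18194 genes the correlation of the age difference with the diet difference was r = 0.0654 in the liver, where the other splits of the 6 week-9 arrays gave values of up to 0.346 in size (exact permutation test, two-sided, p = 1), and r = -0.157 in the pancreas, where they gave up to 0.423 (exact permutation test, p = 0.6). Such 10 splits allow no p under 0.1, and genes are not independent replicates. The RC mice of week 9 include R17, which lay beside the RC mice of week 1 in both tissues, and these values were not computed without it.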

In short, HFD, as an exogenous factor to the hepatic function or to the pancreatic development, made its impacts on the two tissues indirectly.

In contrast, only one meaningful eigen-component was observed in the adipose expression profiles, of either the pooled samples or the RC samples only. 

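In the adipose tissue 29 genes were higher and 33 lower on HFD averaged over the weeks (limma, 11 HFD and 9 RC mice). Ncan, a proteoglycan, rose by 2.38 on the log2 scale (SE 0.419, adjusted p = 0.0299), Mest, a gene linked to adipocyte enlargement, by 1.42 (SE 0.22, adjusted p = 0.0237), and Col12a1, a collagen, by 1.34 (SE 0.273, adjusted p = 0.0479). Dusp9, a MAP kinase phosphatase, and Mrc2, a collagen receptor, rose by 1.34 and 1.14. Acsm3, a medium-chain acyl-CoA synthetase, fell by 2.08 (SE 0.428, adjusted p = 0.0486), Prodh, which degrades proline, fell by 1.37 (SE 0.197, adjusted p = 0.0217), and Pon1, Tst and Gsta3 fell by 1.41, 1.31 and 1.06. With age on RC, 91 genes were higher and 435 lower at week 18 (n = 3 mice each). Egr1, an immediate early gene, rose by 1.84 (SE 0.226, adjusted p = 0.00254), and Ighm, Thbs1, Fos and Myh14 rose by 2.80, 2.14, 2.10 and 1.83. Eln, the gene of elastin, fell by 3.00 (SE 0.32, adjusted p = 0.00104), the clock gene Dbp by 2.73 (SE 0.432, adjusted p = 0.00805), and Nrk, Masp1 and Col5a3 fell by 2.63, 2.36 and 2.23. Along the first sample eigenvector HFD mice lay 0.197 above RC mice (exact permutation test within week, p = 0.00866), by 0.0175, 0.33 and 0.244 at weeks 1, 9 and 18, and week-18 mice 0.332 above week-1 mice (exact permutation test within diet, p = 0.000468). For the second eigenvector these differences were -0.122 (p = 0.292) and 0.0731 (p = 0.596) by the same permutations. The first eigenvector of the RC arrays alone correlated across genes at r = 0.567 with the first of all arrays and at 0.748 with the second. Its sample loadings were not in the order of age. R17 of week 9 lay at one end (-0.684), beyond all RC mice of week 1, and R7 of week 18 at the other (0.436). R11 and R9 of week 18 (0.08 and 0.235) lay below R1 and R5 of week 9 (0.246 and 0.271). At week 1 the diet changed 0 genes (642 at an unadjusted p under 0.05, limma), at week 9 also 0 (1900 unadjusted), and at week 18 it raised 6 and lowered 5. Over all arrays, with H2, the diet raised 36 and lowered 37 genes on average and 13 and 9 at week 18, and age raised 70 and lowered 405.
The clock phase of RC adipose tissue was -1.17 ± 0.131 (SD, n = 3) at week 18 and 0.766 ± 0.476 (SD, n = 3) at week 1, and with it in the model, an alternative chosen after seeing the data, limma called 0 genes with age (2047 at an unadjusted p under 0.05), 0 for the diet at week 18 (2081 unadjusted) and 13 for its average. The 526 genes of age then kept a median of 0.96 of their log2 difference (quartiles 0.807 and 1.13) and the 11 of week 18 one of 0.959 (0.751 and 1.1), while the median standard errors rose from 0.157 to 0.233 and from 0.198 to 0.316. With only the groups compared 30 genes were called with age and 1 for the diet at week 18. More genes were called for the diet average with only genes above the median of mean log2. The same held with array quality weights over all mapped arrays, where genes were also called for the diet at week 9. Without the arrays with acinar transcripts, also chosen after seeing the data, the diet changed 1 gene at week 18 and 1 on average, and without those with hepatocyte transcripts 1 on average.
With the array run as a block 2026 genes were called with age, 351 of them among the 526, and 23 for the diet average. Run and age are separated by R17 alone, so that this rise cannot be told from a difference of that mouse. Quantile normalization called 93 higher and 194 lower with age. Without R19, R20, R21, R11, R7, R9 or R17 the 526 genes of age became 131, 173, 260, 240, 158, 348 or 901. The 62 genes of the diet average became 0, 0, 7, 36, 138, 14, 4, 0, 356 and 6 without H36, H38, H40, H1, H26, H4, H17, H10, H35 and H7, and 0, 2, 1, 36, 578, 23 and 1 without R19, R21, R11, R7, R9, R17 and R5. The 11 genes of week 18 became 5, 4, 2, 0, 37, 2, 4, 1, 27 and 6 without H36, H38, H40, H1, H26, H4, H12, H17, H35 and H7, and 6, 0, 0, 720 and 0 without R19, R11, R7, R9 and R1, and the 0 of week 9 became 53 without H35. Of the 20 refits that each left out 1 array, the calls of Ncan, Mest, Dusp9, Col12a1, Mrc2, Acsm3, Pon1, Prodh, Tst and Gsta3 were lost in 11, 8, 14, 15, 12, 15, 14, 6, 14 and 10, and without H7, H1 or H10 another probe set was the brightest of Dusp9, with a difference of 0.439 without H7. The same refits lost the calls of Fos, Ighm, Masp1 and Thbs1 with age in 3, 5, 2 and 3.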

As shown later, down-regulated insulin signaling pathway was significantly indicated in the adipose top gene eigenvector. This suggests that the adipose tissue exhibits, along the age axis, a higher susceptibility to insulin resistance. HFD simply accelerates the progress of this susceptibility.

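In adipose tissue 370 of the 526 genes that differed with age on RC (70.3%) had the same sign in the comparison of HFD with RC at week 9. Across genes the age difference correlated with the diet difference at r = 0.241, against up to 0.252 in size under the other splits of the week-9 arrays (exact permutation test, two-sided, p = 0.3, where 0.1 is the smallest p possible). The RC mice of week 9 include R17, at -0.37 along the first sample eigenvector. The mean was -0.217 for RC mice of week 1 and -0.0574 for the other RC mice of week 9. A control so near to week 1 can by itself make the diet difference resemble that of age. The overlap and r were not computed without R17.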

It is noted that the above results are limited to the mouse samples up to age 23-week-old (5 weeks plus 18-week HFD/RC treatment), and the SVD structure may evolve over a longer time horizon.

### Enrichment analysis of the tissue-specific gene eigenvectors by Wilcoxon scoring

Next we examined the micro-biology embedded in the gene eigenvector ***u*** coupled with each sample eigenvector ***v***. In accordance with a given sample eigenvector, we sorted the loadings of its coupling gene eigenvector and tested what gene subsets were enriched at the two ends. The enrichment analysis was based on the Wilcoxon scoring method that uses the ranks of the gene loadings. It is noted that if a gene subset is up-enriched at one end of an eigenvector, then equivalently it is down-enriched at the other end of the same vector because the ranks of the loadings are just reversed when we change the order of sorting from ascending to descending. Occasionally, we simply use “enriched” instead of “up-enriched” without confusion.

We compiled the enrichment analysis in Tables S2–S11 for the hepatic first/endogenous, hepatic second/HFD, the adipose first, and the pancreatic first/HFD as well as its second/development eigenvectors accordingly. We organized the most significant subsets from KEGG^12–14^, Gene Ontology (GO) and REACTOME database into groups. The highlights and details of these enrichment analyses can be found in the section “Details of the enrichment analysis of the tissue-specific gene-eigenvectors by Wilcoxon scoring” of Supplementary Materials. A summary of these enrichment results of the five gene eigenvectors are illustrated in Fig. 4.

**Figure 4:**
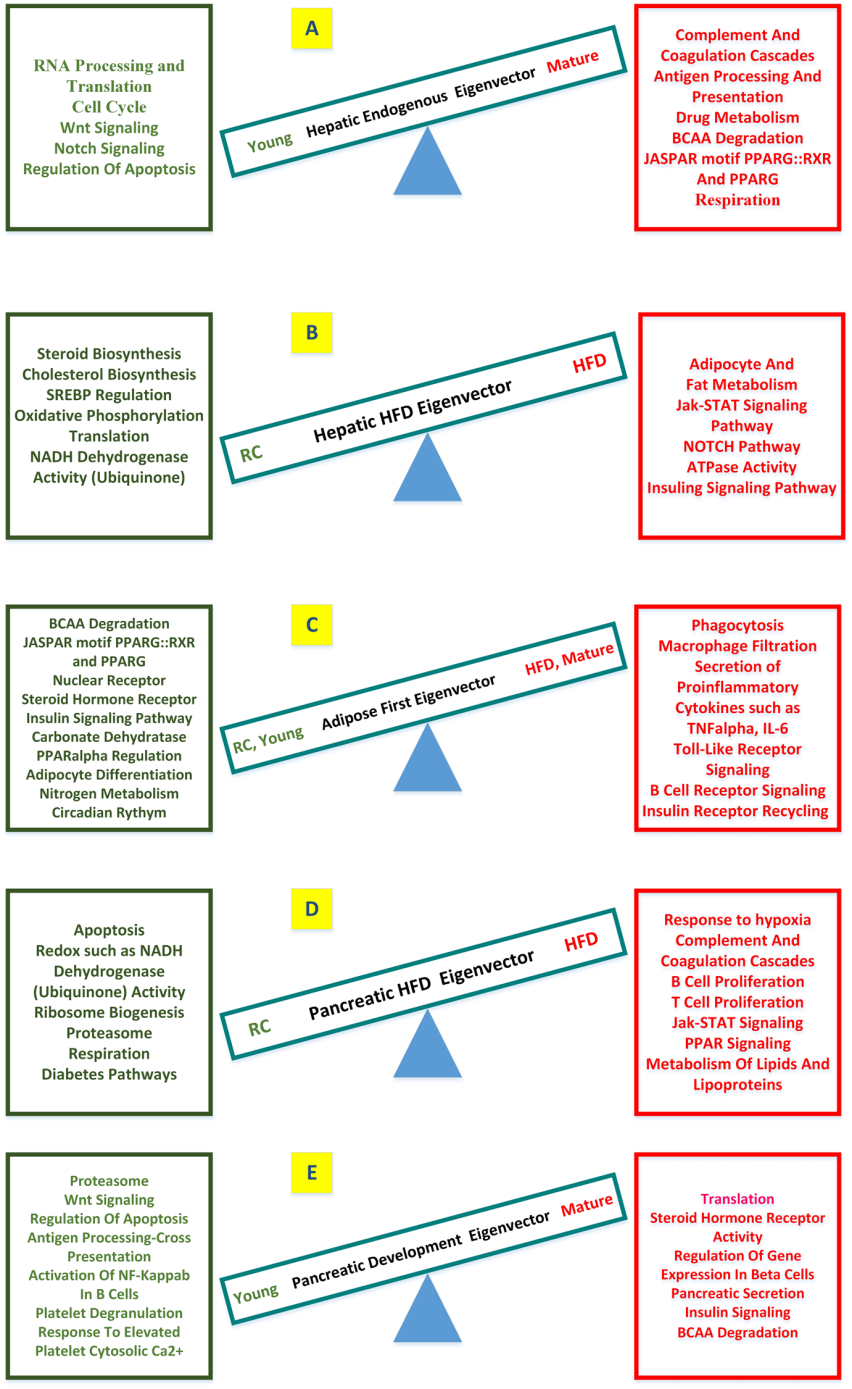
Summarization of the biological processes and molecular functions enriched at the two ends of the top gene eigenvectors. The up-enriched categories are shown on the right in red, whereas the down-enriched ones are shown on the left in green. (**A**) The hepatic first or endogenous gene eigenvector $${{\rm{u}}}_{1}\,$$coupled with v_1_ in Fig. 2C. (**B**) The hepatic HFD, or second gene eigenvector $${{\rm{u}}}_{2}\,$$coupled with v_2_ in Fig. 2F. (**C**) The adipose first gene eigenvector $${{\rm{u}}}_{1}\,$$coupled with v_1_ in Fig. 3A. (**D**) The pancreatic HFD, or first gene eigenvector $${{\rm{u}}}_{1}\,$$coupled with v_1_ in Fig. 3B. (**E**) The pancreatic development, or second gene eigenvector $${{\rm{u}}}_{2}\,\,$$couplded with v_2_ in Fig. 3C. Notably, the KEGG pathway of valine, leucine and isoleucine degradation were down-enriched at the HFD and mature end of the top adipose eigenvector (**C**) while up-enriched at both the mature end of the hepatic first/endogenous eigenvector (**A**) and the mature end of the pancreatic second/development eigenvector (**E**). The JASPAR motif PPARG::RXR was down-enriched (p-value = 0.0082) at the HFD and mature end of the top adipose eigenvector (**C**) while up-enriched (p-value = 0.013) at the mature end of the hepatic first/endogenous eigenvector (**A**).

### Different patterns of inflammation- and macrophage-related gene expression in adipose and pancreatic tissues

HFD can induce a chronic low-grade inflammatory state associated with obesity^15^. In the process of such inflammation development, macrophage infiltration plays an important role^16^. We observed different patterns of inflammation- and macrophage-related gene expressions in adipose and pancreas in the HFD gene expression eigenvectors of adipose and pancreas, see Supplementary Materials (Table S12–13).

### Down-enriched insulin signaling pathway in the adipose top gene eigenvector

One of the important pathologic characteristics of T2D is insulin resistance, which is resulted from impairment of insulin signaling pathway. The loadings of the adipose first gene eigenvector were mapped on the KEGG insulin signaling pathway as shown in Fig. 5A, where down-regulation was marked in blue and up-regulation was marked in red. Many critical genes in this pathway were significantly changed. Notably, *Insr* (insulin receptor) and *Irs1* (insulin receptor substrate 1), the two key genes at the top of the cascade were down-regulated. In addition, the expression of three downstream genes: *Hk2* (Hexokinase 2), *Glut4* (Glucose transporter type 4,) and *PGC-1α* (peroxisome proliferative activated receptor gamma, coactivator 1 alpha), which are directly linked to insulin effects, were significantly down-regulated too. 

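In adipose tissue, Insr, the insulin receptor, had a log2 difference of -0.22 between HFD and RC averaged over the weeks (SE 0.111, adjusted p = 0.394 in limma, 11 HFD and 9 RC mice). Irs1, which passes the signal of the receptor on, had a difference of -0.43 (SE 0.219, adjusted p = 0.397). Along the first gene eigenvector, counted from the end opposite to HFD, they ranked 1883 and 1031 of 18194 genes. Of 81 genes of insulin signaling, 1 was lower (2 adjusted over the list alone) and none was higher, with a median of -0.05. With 1 array left out this median ran from -0.0824 (without H38) to -0.0382 (without H36). The difference of Insr then ran from -0.285 (without H35) to -0.146 (without R11). Pik3r1, a regulatory subunit of phosphoinositide 3-kinase, stood at -0.61 (adjusted p = 0.052) and Prkaa2, a catalytic subunit of AMP-activated kinase, at -0.36 (adjusted p = 0.142). The adjusted p of the list was 0.00567 in camera and 0.316 with an estimated correlation. Along the eigenvector its mean percentile was 38 (adjusted p = 0.00042, two-sided Wilcoxon rank-sum test with genes as units). Macrophage, acinar cell and mesothelial markers stood at 94.9, 90 and 4.38 along it. With H2 added, Insr was at -0.23 (adjusted p = 0.349), Irs1 at -0.49 (adjusted p = 0.347), and 2 genes of the list were lower (2 adjusted over the list alone).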

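Slc2a4, the insulin-responsive glucose transporter Glut4, fell by 0.69 on the log2 scale in HFD adipose tissue averaged over the weeks (SE 0.132, adjusted p = 0.0352, limma), and by 0.66 over all arrays with H2 (adjusted p = 0.0362). Ppargc1a, which encodes PGC-1α, a coactivator of mitochondrial genes, had a difference of -0.54 (SE 0.223, adjusted p = 0.285), and of -0.50 over all arrays (adjusted p = 0.311). Hk2, which phosphorylates glucose, had a difference of -0.20 (SE 0.102, adjusted p = 0.408). With age on RC, Hk2 fell by 1.06 between weeks 1 and 18 (SE 0.182, adjusted p = 0.011). From the end opposite to HFD, the ranks of Ppargc1a, Slc2a4 and Hk2 along the first gene eigenvector were 184, 355 and 1214. The call of Slc2a4 was lost in 15 of the 20 refits that each left out 1 array.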

The adipose first eigenvector captured the most distinguished pattern of impairment in the insulin signaling pathway at the transcriptional level. In contrast, the hepatic HFD eigenvector did not show much transcriptional down-regulation in the insulin signaling pathway (Fig. 5B and Tables S4–S5).

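In the liver at week 18, 10 of 81 genes of insulin signaling were higher on HFD and none was lower (limma, 6 HFD and 3 RC mice), or 16 higher and 2 lower adjusted over the list alone. Gys2, the glycogen synthase of the liver, rose by 0.82 on the log2 scale (SE 0.135, adjusted p = 0.00335), Flot2, a membrane scaffold protein, by 0.70 (SE 0.12, adjusted p = 0.0044) and Grb2, an adaptor of growth factor receptors, by 0.48 (SE 0.12, adjusted p = 0.028). Insr had a difference of 0.59 (SE 0.187, adjusted p = 0.0746) and Irs1 of 0.02 (adjusted p = 0.961). The list had a median of 0.19 and an adjusted p of 0.000156 in camera, or 0.392 with an estimated correlation. Averaged over the weeks 2 of its genes were higher and none was lower, or 6 and 0 adjusted over the list alone.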

**Figure 5:**
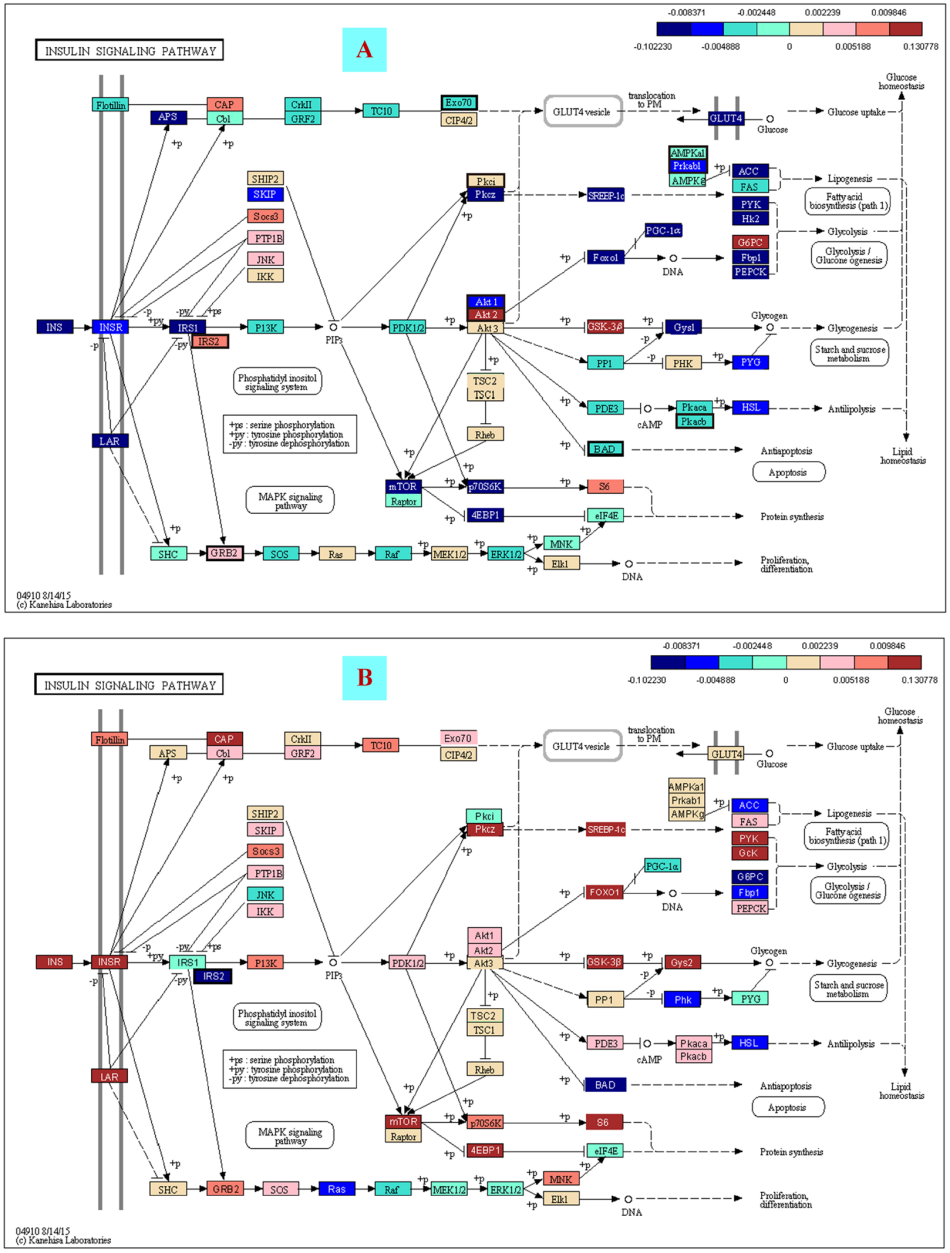
The loadings of the top gene eigenvectors on the KEGG insulin signaling pathway^12^. (**A**) The adipose first gene eigenvector. The down-regulated genes at the HFD and mature end are marked in blue and up-regulated ones are marked in red. The most down-regulated critical genes included *Insr, Irs1, Glut4*, and *PGC-1*. The top gene eigenvector captured the most distinguished pattern of insulin resistance in the adipose induced by HFD. (**B**) The hepatic HFD or second gene eigenvector. In contrast, the hepatic HFD eigenvector did not show an obvious down-regulation pattern.

### Profound down-regulation of cholesterol/steroid biogenesis in the hepatic HFD gene eigenvector

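Genes of cholesterol synthesis fell together in the HFD liver. Of 17 measured genes of the pathway, 16 were lower and none was higher on HFD averaged over the weeks (limma, 12 HFD and 9 RC mice), and all 17 were lower adjusted over the list alone. Sqle, which makes squalene epoxide, fell by 4.17 on the log2 scale (SE 0.259, adjusted p = 2.4e-08). Its mean log2 intensity at week 9 was 5.44 ± 0.14 (SD, n = 3) on HFD and 10.61 ± 0.51 (SD, n = 3) on RC. Fdps, which makes farnesyl pyrophosphate, fell by 2.27 (SE 0.19, adjusted p = 2.21e-06), Idi1, an isomerase of the same branch, by 2.35 (SE 0.246, adjusted p = 3.69e-05), and the sterol demethylase Cyp51 by 2.08 (SE 0.2, adjusted p = 1.56e-05). Msmo1, the sterol oxidase once named Sc4mol, and Dhcr7, the last enzyme before cholesterol, fell by 2.17 and 1.40. The median of the list was -0.92 at week 1, -2.0 at week 9 and -1.16 at week 18, with 0, 12 and 11 genes lower over all genes and 9, 17 and 17 adjusted over the list alone. The adjusted p of the average was 2.81e-51 in camera and 0.00459 with an estimated correlation, and with the estimate it was 0.116, 0.00109 and 0.208 at weeks 1, 9 and 18. HFD arrays had the pathway lower than RC arrays in 8 of 9 pairs at week 1, 9 of 9 at week 9 and 18 of 18 at week 18. The list was written with the ranks of Table S14 in view.

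**Figure D1:**
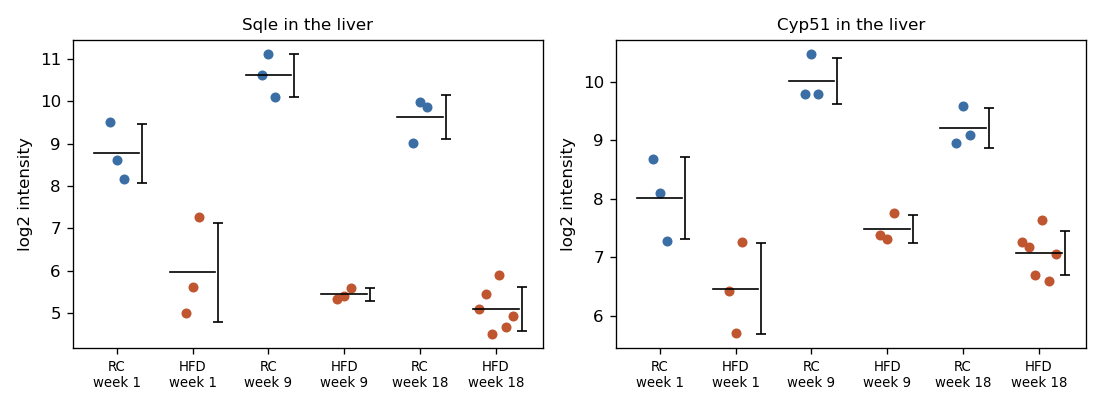
Log2 intensity of Sqle and Cyp51 in each liver array by diet (RC blue, HFD orange) and week. Lines are group means, bars are the SD, and each panel has its own axis. The HFD arrays lie between 4.50 and 7.26 for Sqle, below all RC arrays (8.17 to 11.11). For Cyp51 the HFD arrays (5.71 to 7.75) overlap the lowest RC array (7.28, R21 of week 1).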

When we checked the hepatic HFD gene eigenvector in details, it turned out that almost all the genes of the cholesterol biogenesis pathway were at the very end of down-regulation. The details of these genes and their *cis-trans* regulation can be found in Supplementary Materials (Table S14 and Figs S4–S5).

### Diverse expression patterns of BCAA degradation pathway and diverse patterns of the PPARγ regulation in the adipose, the liver, and the pancreas

BCAA (leucine, isoleucine and valine) are among nine essential amino acids and have to be supplied from food. The role of BCAA has been implicated in the insulin resistance and insulin secretion. Two definitions of BCAA degradation for comparative analysis were considered in the present study. The Affymetrix microarray includes probe sets corresponding to 39 genes in the valine, leucine and isoleucine degradation pathway provided by KEGG. A core subset of 16 genes comprises the BCAA catabolism pathway of REACTOME.

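In the HFD adipose tissue, 2 of 18 core genes of the catabolism of branched-chain amino acids (BCAA) were lower averaged over the weeks and none was higher (limma, 11 HFD and 9 RC mice), and 15 were lower adjusted over the list alone. Dbt, the E2 subunit of the branched-chain ketoacid dehydrogenase, fell by 0.57 on the log2 scale (SE 0.09, adjusted p = 0.0237). Aldh6a1, of the valine branch, and Ivd, of the leucine branch, had differences of -0.48 (adjusted p = 0.052) and -0.52 (adjusted p = 0.0801). In a wider list of 43 genes modelled on the KEGG pathway, 2 were lower and none was higher, or 18 and 2 adjusted over the list alone. The medians were -0.28 for the core list and -0.18 for the wider one, with adjusted p-values of 1.13e-12 and 8.37e-07 in camera and of 0.19 for both with an estimated correlation. Their mean percentiles along the first gene eigenvector were 17.7 (adjusted p = 7.71e-06) and 39.2 (adjusted p = 0.0209, two-sided Wilcoxon rank-sum test). When H2 was included, 3 genes were lower in each list, and 14 and 18 adjusted over the list alone. The call of Dbt was lost in 9 of the 20 refits that each left out 1 array.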

In the first gene eigenvector of the adipose tissue, the pathway of BCAA degradation was down-enriched at the HFD end. 

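Bcat2, the mitochondrial aminotransferase that opens BCAA breakdown, fell by 0.56 on the log2 scale in HFD adipose tissue averaged over the weeks (SE 0.103, adjusted p = 0.0299, limma), and by 0.55 over all arrays with H2 (adjusted p = 0.0268). Bckdha and Bckdhb, the E1 subunits of the dehydrogenase that takes the next step, had differences of -0.29 (adjusted p = 0.158) and -0.18 (adjusted p = 0.299). Bcat1, the cytosolic aminotransferase, had a difference of 0.57 (adjusted p = 0.499), which ran from 0.373 without R1 to 0.836 without R17. Their ranks along the first gene eigenvector, from the end opposite to HFD, were 310 for Bcat2, 1073 for Bckdha, 5597 for Bcat1 and 6125 for Bckdhb. The call of Bcat2 was lost in 13 of the 20 refits.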

The loadings of adipose first gene eigenvector were mapped on the KEGG BCAA degradation pathway as shown in Fig. S6, where the down-regulated genes were marked in blue, including the important genes Bcat1/2 (branched chain aminotransferase 1 or 2) and Bckdha/b (branched chain ketoacid dehydrogenase E1, α or β polypeptide), and up-regulation was marked in red.

The results were subtler in the liver and pancreas tissue, since we identified two pairs of eigenvectors for each. 

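With age on RC, no core BCAA gene was higher in the liver, and Bcat2 fell by 0.75 on the log2 scale between weeks 1 and 18 (SE 0.226, adjusted p = 0.0424, limma, n = 3 mice each). Hadha, a subunit of the mitochondrial trifunctional protein, fell by 0.60 (SE 0.178, adjusted p = 0.0389). Adjusted over the list alone, 0 genes of the core list and 0 of the wider list were lower with age. The wider BCAA list of 43 genes had a median of -0.03 with age (adjusted p = 0.628 in camera). On HFD averaged over the weeks, 3 of its genes were higher and 1 lower, or 9 and 1 adjusted over the list alone. Aldh3a2, a fatty aldehyde dehydrogenase, rose by 0.99 (SE 0.116, adjusted p = 0.000117), Acaa1b, a peroxisomal thiolase, by 0.41 (SE 0.0646, adjusted p = 0.00208) and Hadh by 0.25 (SE 0.0561, adjusted p = 0.034), while Hmgcs1, also a gene of cholesterol synthesis, fell by 1.19 (SE 0.216, adjusted p = 0.00813). Its adjusted p for the diet was 3.84e-05 in camera and 0.298 with an estimated correlation. Along the first gene eigenvector of the liver the wider list had a mean percentile of 49.1 (adjusted p = 0.889) and the core list 49.5 (adjusted p = 0.947), and along the second, towards HFD, 66.2 (adjusted p = 0.000795) and 67.1 (adjusted p = 0.022), by two-sided Wilcoxon rank-sum tests.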

In the hepatic endogenous eigenvector, the pathway of BCAA degradation was significantly up-enriched at the mature-age end whereas no enrichment pattern was found in the hepatic second/HFD gene eigenvector. In the pancreatic second/development gene eigenvector, the pathway of BCAA degradation was up-enriched at the mature-age end whereas no enrichment pattern was found in the first/HFD gene eigenvector. These results showed different regulation patterns of BCAA degradation in the gene eigenvectors of the three tissues.

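The wider BCAA list had a median of -0.06 between RC pancreases of weeks 18 and 1 (43 genes, adjusted p = 0.657 in camera). Along the second gene eigenvector of the pancreas its mean percentile was 55.1 (adjusted p = 0.379) and that of the core list 50.4 (adjusted p = 0.957). Along the first, counted towards HFD, they were 55.3 (adjusted p = 0.305) and 43.7 (adjusted p = 0.457), by two-sided Wilcoxon rank-sum tests with genes as units.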

The direct comparisons of the HFD and RC groups for different tissues along the time course of the experiments can be found in Table S15. 

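In 17 mice with both tissues measured, the mean log2 value of the wider BCAA list in the pancreas minus that in the adipose tissue was 0.26 higher on HFD than on RC (exact permutation test within week, two-sided, p = 0.000595, over 1680 relabelings). By week this difference was 0.0794, 0.29 and 0.409 at weeks 1, 9 and 18. The adipose part was -0.109 (p = 0.028) and the pancreas part 0.151 (p = 0.00179; by week 0.0944, 0.143 and 0.216), both by the same exact permutation. For the core genes the difference between the tissues was 0.34 (p = 0.00119), with an adipose part of -0.253 (p = 0.00655) and a pancreas part of 0.087 (p = 0.0744; by week 0.147, -0.0939 and 0.208) by the same exact permutation. The lowest adipose values of the wider list, 8.75 each, were those of H7 and H17, whose adipose arrays carried acinar cell markers (7.49 and 7.61, RC 3.79 to 5.24), and the difference between the tissues was not computed without both. Without the arrays with acinar transcripts, a setting chosen after seeing the data, the adipose medians for HFD on average were -0.149 for BCAA degradation (KEGG-like), the wider list, and -0.233 for BCAA catabolism (core). The list did not pass a single gene in the pancreas: 0 of 43 genes were called averaged over weeks 9 and 18 in limma, 0 adjusted over the list alone, and 0 over all arrays. Its median there was 0.16, with an adjusted p of 0.00533 in camera and 0.242 with an estimated correlation. With the adipocyte markers in the model the median was 0.11 and the list lost its call. Most adipocyte markers were higher in the same comparison adjusted over their list alone. With quantile normalization it was 0.0347 (adjusted p = 0.206, camera), and with only genes above the median of mean log2 0.132 (adjusted p = 0.177, camera).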

We observed opposite regulations of the BCAA degradation pathway in the adipose and pancreas tissues, namely, down-regulation in the adipose tissue while up-regulation in the pancreas.

Impaired glucose tolerance and insulin resistance as measured by GTT/ITT results were associated with the HFD (Fig. 2A-B), and thus associated with BCAA degradation in the adipose tissue. This association between GTT and down-regulated BCAA degradation pathway in the adipose tissue was further validated by comparing the samples from the HFD-W18-Gw and the HFD-W18-Gb subgroups (Table S15). In comparison, most pairwise comparisons between the two diet groups in the pancreas showed up-regulation at week 18.

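Between Gw and Gb mice, 0 adipose genes differed in limma (590 at an unadjusted p under 0.05), and over all arrays, with H2, also 0 (770 unadjusted). Without H26, 1 gene was called. Compared array by array, the wider BCAA list was lower in the Gw mouse in 4 of 6 pairs and the core list in 4, with 1 pair higher, at p under 0.05 (two-sided Wilcoxon rank-sum test with genes as units). Against RC, the wider list was lower in 6 of 6 pairs for Gw and in 8 of 9 for Gb. With H2, the Gw mouse was lower than the Gb mouse in 4 of 9 pairs for the wider list and in 5 for the core list, with 1 higher, and the wider list was lower than in RC in 9 of 9 pairs. The Gw arrays were those of H12 and H17, and H17 carried acinar cell markers: for the wider list H17 stood at 8.75 and H12 at 8.94, beside 8.93 to 9.01 in Gb mice, and for the core list at 8.96 and 9.28, beside 9.11 to 9.44. Such pairs share arrays and are not independent.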

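In the pancreas at week 18, the wider BCAA list was higher in the HFD array in 9 of 12 pairs and the core list in 6 (two-sided Wilcoxon rank-sum test, p under 0.05). All 6 pairs of Gw and 3 of the 6 pairs of Gb with RC were among the 9, and for the core list all 6 of Gw and 0 of Gb. With R7 the wider list was higher in 15 of 18 pairs, 9 of 9 for Gw and 6 of 9 for Gb, and the core list in 12 of 18, 9 for Gw and 3 for Gb. Bckdha had a log2 difference of 0.62 (SE 0.179, adjusted p = 0.446), Hadhb, the thiolase of the trifunctional protein, of 0.68 (SE 0.221, adjusted p = 0.447) and Ivd of 0.65 (SE 0.223, adjusted p = 0.457) in limma, with 6 HFD and 2 RC mice. None of the 43 genes passed adjusted over the list alone. The median was 0.22, with an adjusted p of 0.00273 in camera and 0.481 with an estimated correlation. Over all arrays, with R7, the median was 0.41, and 3 genes were higher adjusted over the list alone. The pairs share arrays and are not independent.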

The BCAA degradation pathway is associated with PPARγ regulation as it has been reported that the treatment with PPARγ agonist ligand to obese rat modulated BCAA degradation pathway in the adipose tissue. PPARγ, a homolog of PPARα, is a well-known key regulator of adipocyte differentiation both *in vitro* and *in vivo*. According to the transcriptional inference of BASE2.0, see METHODS, the JASPAR motif PPARG composed of a consensus sequence 5′-AGGTCA-3′ followed by its reverse complement as shown in Fig. S7, was enriched (p-value = 0.029) at the down-regulation end of adipose gene eigenvector. The JASPAR motif PPARG::RXRA, which is roughly composed of two consensus sequences 5′-AGGTCA-3′, was enriched (p-value = 0.0082) at the same end. See Fig. S7 for their sequence logos. Its TRANSFAC counterpart PPARDR1_Q2 was enriched as well. It is a binding motif of PPARγ that can form a heterodimer with the retinoid X receptor RXR-alpha.

However, along the hepatic first gene eigenvector, the JASPAR motif PPARG::RXRA was enriched (p-value = 0.013) at the mature-age end. A similar TRANSFAC motif DR1_Q3 was enriched (p-value = 0.0076) in the liver as well.

### A group of genes downstream of HIF-1 signaling pathway up-regulated along the pancreatic first/HFD gene eigenvector in concert with the unordinary expression of adiponectin

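Car3, a carbonic anhydrase that is abundant in adipocytes, rose by 3.96 on the log2 scale in the HFD pancreas averaged over weeks 9 and 18 (SE 0.77, adjusted p = 0.0434, limma, 9 HFD and 5 RC mice), with differences of 4.87 at week 9 and 3.06 at week 18. With H38 and R7 added, the difference was 3.31 (adjusted p = 0.195). Car3 ranked 3 from the HFD end of the first gene eigenvector, after Adipoq and Jchain, and 1 from the mature end of the second. The call of Car3 was lost in 12 of the 18 refits that each left out 1 array. Adipocyte markers moved with it: of 14, 2 were higher over all genes and 10 adjusted over the list alone, with Fabp4, a fatty acid carrier, up by 2.00 (adjusted p = 0.0411) and Lipe, the hormone-sensitive lipase, by 1.94 (adjusted p = 0.0449). Their median was 1.08, with an adjusted p of 3.15e-08 in camera and 0.201 with an estimated correlation. Those calls were lost in 13 of 18 refits for Fabp4 and in 13 for Lipe.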

With a close look at the sorted loadings of pancreatic HFD gene eigenvector, we found the top gene is *Car3* (carbonic anhydrase 3, see Table S16), which was reported to be a target gene of HIF-1 (hypoxia-inducible factor 1) signaling pathway^17^. Furthermore, a group of genes, which either stimulate or participate in angiogenesis, were identified as downstream of HIF-1 signaling pathway (http://www.kegg.jp/) in the sense that the loadings of either these genes or their homologs have high ranks at the HFD end. Specifically, *Ang* (angiogenin, ribonuclease, RNase A family, 5, rank 19) and *Angptl4* (angiopoietin-like 4, rank 194) correspond to the node ANGPT (angiopoietin) that stimulates angiogenesis. 

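Angptl4, a secreted inhibitor of lipoprotein lipase, had a log2 difference of 0.86 in the HFD pancreas averaged over weeks 9 and 18 (adjusted p = 0.358, limma). Ang, a ribonuclease that promotes vessel growth, had a difference of 0.10 (SE 0.587, adjusted p = 0.956), and of 0.16 over all arrays (adjusted p = 0.908). From the HFD end of the first gene eigenvector they ranked 575 and 1420 of 18194 genes. With the adipocyte markers in the model the differences were -0.30 for Angptl4 and -1.77 for Ang.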

The encoded proteins are involved in mediating reciprocal interactions between the endothelium and surrounding matrix, inhibit endothelial permeability, and are also involved in blood vessel maturation and stability. We also observed *Serpine2* (rank 157), the homolog of *Serpine1* (serine (or cysteine) peptidase inhibitor, clade E, member 1), homologs of *Timp1* (tissue inhibitor of metalloproteinase 1): *Timp4* (rank 25), *Timp2* (rank 130), and *Timp3* (rank 180), which are members of the tissue inhibitor of metalloproteinase family. 

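Timp2, Timp3 and Timp4 encode inhibitors of matrix metalloproteinases. Their log2 differences in the HFD pancreas averaged over weeks 9 and 18 were 1.22 (adjusted p = 0.0726), 1.03 (adjusted p = 0.167) and 1.35 (adjusted p = 0.184) in limma. They ranked 302, 407 and 89 from the HFD end of the first gene eigenvector. Timp4 stood at -0.29 with the adipocyte markers in the model. Serpine2 was not analysed here.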

*Flt1* (VEGFR-2, FMS-like tyrosine kinase 1, rank 946), acts as a cell-surface receptor for VEGFA (vascular endothelial growth factor A) and plays an essential role in the regulation of angiogenesis. *Egr1* (early growth response 1, rank 37) is a zinc finger transcription factor involved in a number of early responses to stimuli including hypoxia and epidermal growth factor (EGF), which plays a role of angiogenesis stimulation in the KEGG HIF-1 signaling pathway. Besides, *Efemp1* (epidermal growth factor-containing fibulin-like extracellular matrix protein 1) ranked 49 and *Eps15* (epidermal growth factor receptor pathway substrate 15) ranked 439. As a matter of fact, the GO biological processes – Positive Regulation of Angiogenesis and Vasculogenesis – were significantly up-enriched at the HFD end even after Bonferroni correction, See Table S8. Moreover, *Cav1* (caveolae protein 1, rank 62) is the primary negative regulatory protein for endothelial nitric oxide synthases (eNOS), and is directly activated by HIF-1^18, 19^. Another gene downstream of the KEGG HIF-1 signaling pathway, *Trf* (transferrin, rank 10) is an iron binding transport protein that is responsible for the transport of iron from sites of absorption and heme degradation, to those of storage and utilization. Related to iron metabolism, *Hp* (haploglobin) ranked 15, and hemoglobin adult chains *Hba-a1* (hemoglobin alpha, adult chain) and *Hba-b1* (hemoglobin, beta adult chain) ranked 48 and 109 respectively. 

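Fgf1, a growth factor of vessels and other tissues, had a log2 difference of 1.86 in the HFD pancreas averaged over weeks 9 and 18 (adjusted p = 0.125, limma), and of 1.72 over all arrays (adjusted p = 0.218). Its receptor gene Fgfrl1 had a difference of -0.01 (adjusted p = 0.991). Tgfbi, a matrix protein induced by TGF-β, and the receptors Tgfbr2 and Tgfbr3 had differences of 1.46 (adjusted p = 0.146), 1.03 (adjusted p = 0.108) and 1.60 (adjusted p = 0.0725). From the HFD end of the first gene eigenvector Fgf1 ranked 33, Tgfbi 84, Tgfbr3 99, Tgfbr2 276 and Fgfrl1 12403.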

Other high-ranking genes stimulating angiogenesis include *Fgf1* (fibroblast growth factor 1) and its receptor *Fgfrl1*, transforming growth factor *Tgfbi* (transforming growth factor, beta induced) and its receptors *Tgfbr2, Tgfbr3*. All these genes relating to HIF-1 signaling pathway and other genes relating hypoxia according to GO annotation, which are within top 1000 loadings, are listed in Table S16.

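Of the 40 measured genes of Table S16, 2 were higher in the HFD pancreas averaged over weeks 9 and 18 and none was lower (limma, 9 HFD and 5 RC mice), or 24 higher and 1 lower adjusted over the list alone. Cav1, the coat protein of caveolae, had a log2 difference of 1.76 (SE 0.378, adjusted p = 0.0587) and Hp, the hemoglobin-binding haptoglobin, of 2.30 (adjusted p = 0.0725). Egr1 had a difference of 1.82 (adjusted p = 0.131), Hif1a of 0.35 (adjusted p = 0.536), Epas1, the other hypoxia-inducible α subunit, of 0.75 (adjusted p = 0.205), and the receptors of vascular growth factors Flt1, Kdr and Tek of 0.18, 0.60 and 0.57 (adjusted p = 0.687, 0.108 and 0.322). The list was chosen by the study on these samples and is not independent evidence of its direction. Its median was 0.84, with an adjusted p of 5.68e-15 in camera and 0.201 with an estimated correlation. With the adipocyte markers in the model the median was 0.28 and the list lost its call. Along the first gene eigenvector 23 of the 40 genes lay among the first 1000. When H38 and R7 were included, the median was 0.77, and 24 genes were higher and 1 lower adjusted over the list alone. Of 26 other known targets of HIF-1, a list fixed separately that shares no gene with Table S16, none was called, and the median was 0.00 (adjusted p = 0.801 in camera). Endothelial markers had a mean percentile of 83 towards the HFD end (adjusted p = 6.13e-06, two-sided Wilcoxon rank-sum test).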

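Adipoq, the gene of adiponectin, a hormone that adipocytes secrete, rose by 4.89 on the log2 scale in the HFD pancreas averaged over weeks 9 and 18 (SE 0.928, adjusted p = 0.042, limma, 9 HFD and 5 RC mice). It ranked 1 from the HFD end of the first gene eigenvector, and 2 from the mature end of the second. Over all arrays, with H38 and R7, the difference was 4.03 (SE 1.02, adjusted p = 0.195). The call of Adipoq was lost in 11 of the 18 refits that each left out 1 array.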

Notably, the loading of adiponectin ranked 3 in the pancreatic HFD gene eigenvector. Our previous report confirmed that almost no expression of adiponectin was detectable in the pancreas of control mice fed with RC, but an aberrant expression of adiponectin was found from the pancreatic vascular endothelial cells (VECs) of mice fed with HFD^6^. Here the timing indicated from the loadings of the pancreatic first samples eigenvector, in which the HFD samples from week 9 stood at the bottom and the HFD samples from week 18 stood in the middle (Fig. 3B), was highly consistent with the previously reported timing of the unordinary adiponectin expression in pancreatic VECs of HFD-fed mice, namely, detectable as early as week 1 after starting the HFD, reached its highest level at week 9 and then declined at week 18. 

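The mean log2 intensity of Adipoq in the HFD pancreas was 10.37 ± 2.14 (SD, n = 3) at week 9 and 7.37 ± 2.27 (SD, n = 6) at week 18, and 9.21 in the 1 array of week 1. In RC mice it was 3.18 ± 0.34 (SD, n = 3), 4.36 ± 1.92 (SD, n = 3) and 3.61 ± 0.98 (SD, n = 2) at weeks 1, 9 and 18. The difference from RC was 6.01 at week 9 (adjusted p = 0.0593, limma) and 3.76 at week 18 (adjusted p = 0.457). Single mice ran from 12.20 (H7) and 10.89 (H35) to 5.44 (H26) and 3.93 (H17) on HFD, and R1 of week 9 had the highest RC value, 6.57. The 2 unused arrays had 12.68 (H38, HFD, week 1) and 8.76 (R7, RC, week 18). Adipocyte markers averaged 7.66 in H7 and 6.43 in H35, against 4.68 to 5.00 in the paper's RC arrays.

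**Figure D2:**
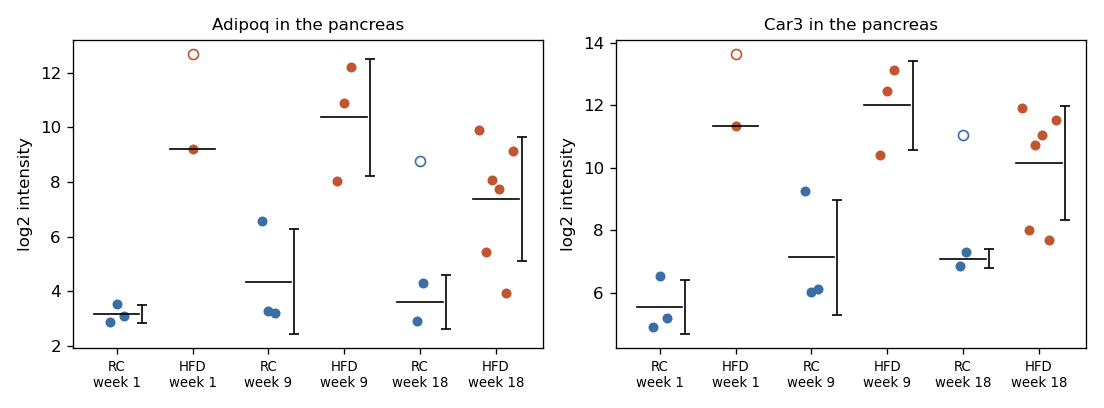
Log2 intensity of Adipoq and Car3 in each pancreas array by diet (RC blue, HFD orange) and week. Filled points are arrays the paper used, open points arrays it did not use, lines are means and bars the SD of the used arrays, and each panel has its own axis. The used HFD arrays reach 12.20 for Adipoq and 13.14 for Car3 (H7), and H17 and H26 of week 18 lie at 3.93 and 5.44 for Adipoq, within the range of the RC arrays (2.87 to 6.57).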

In the previous report, hyperinsulinemia was observed in HFD fed-mic at week 18. In this study with limited samples at week 18, a trend of hyperinsulinemia in HFD fed-mice existed (Fig. S8). The timing suggested that hyperinsulinemia is preceded by the regulation of HIF-1 signaling pathway and particularly its downstream angiogenic functions. All these observations are summarized in Fig. 6.

**Figure 6:**
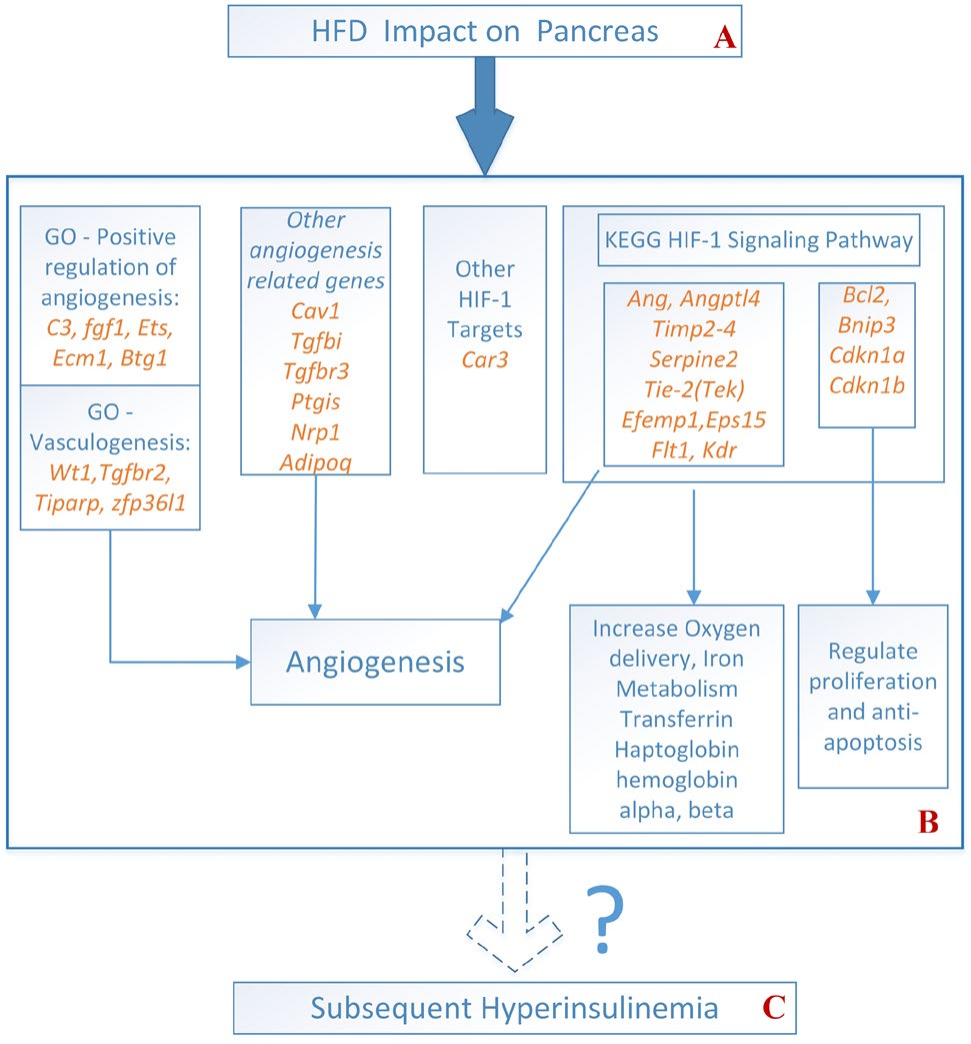
A number of genes including those downstream of HIF-1 signaling pathway were up-regulated in the pancreas in response to HFD. The sorted loadings of pancreatic HFD gene eigenvector demonstrated that the exposure to HFD (**A**) upregulated the genes downstream of the KEGG HIF-1 signaling pathway (**B**) Most of these genes are related to increasing oxygen delivery including angiogenesis whereas some others are related to regulation of proliferation and anti-apoptosis. Genes related to angiogenesis other than those in the KEGG HIF-1 signaling pathway such as *Ang* were also examined, including *Adipoq*, *Cav1* and *Ptgis*, and others from the Biological Processes of Gene Ontology (GO): Positive Regulation of Angiogenesis and Vasculogenesis. The top ranked gene *Car3* in the HFD gene eigenvector was reported to be a target of HIF-1signaling pathway^17^. (**C**) Whether this kind of up-regulation attributed, at least in part, to the subsequent over-secretion of insulin from the pancreas that results in hyperinsulinemia is worth of future investigations.

## Discussion

The primary analysis of this study is based on the strata resulted from the SVD structure of the expression profiles, even though some direct comparative results of samples stratified by diet or age levels were reported as well. The SVD analysis fits the outbred model, in which samples’ genetic backgrounds were not homogeneous and the sample size of each diet group at each time point is at most three. In the SVD, each sample eigenvector pairs up with a gene eigenvector. The macro-biological meaning of a component was identified by the association between the sample loadings and their attributes such as diet and age. The coupled micro-biology, namely, the molecular mechanisms, was identified by inferences such as enrichment analysis based on the gene loadings.

In this report, making use of the dual eigen-analysis, we identified diverse tissue specific characteristics of the expression profiles. BCAA degradation is such an example. It was reported that valine, leucine and isoleucine degradation pathway was up-regulated in the adipose tissue of Zucker Rats when treated with the PPARγ ligands^20^, which also improved insulin sensitivity. For human samples, Shah and colleagues^21^ used the mass spectrometry technique to profile 60 metabolites and found that a cluster of metabolites including BCAA can predict improvement of insulin resistance independent of weight loss. The connection between insulin resistance and BCAA metabolism has attracted much attention recently^22–24^. Using the dual eigen-analysis, we discovered different regulation patterns of BCAA degradation in the three tissues. On one hand, consistent with the earlier report^20^, this pathway was down-regulated at the HFD and mature-age end in the adipose tissue, implying less BCAAs were catabolized under HFD. On the other hand, in the liver and the pancreas, this pathway was up-regulated at the mature-age end along the endogenous gene eigenvector, implying more BCAAs were catabolized. To our knowledge, this is for the first time to report the diverse regulation patterns of BCAA degradation among these tissues. Its implication in the development of T2D needs further investigation.

Related to BCAA metabolism, insulin sensitivity has been reported to be associated with the regulatory role of PPARγ^20^. Thiazolidinediones (TZDs) are PPARγ agonists, which are used to treat T2D by improving insulin sensitivity. Interestingly, similar to the case of BCAA metabolism, in this study we found diverse patterns of PPARγ regulation in the adipose and liver tissues, in the context of HFD. The regulation of PPARγ appeared reduced in the adipose, yet increased in the liver. Such diversity was unveiled for the first time, and it depicts a more comprehensive picture for better evaluation of the effects and side-effects of therapeutic means including current as well as future ones. The side effects of TZD, such as the known hepatic toxicity^25^, are a complicated topic, and are not completely clear. The diversity of tissue-specific PPARγ regulation provides a new angle to evaluate TZD treatment of T2D, and it is worthwhile conducting further investigation in the future.

Increasing evidences reveal that a chronic low-grade inflammatory state plays an important role in the onset and development of T2D. The results from our dual eigen-analysis were consistent with this model. Moreover, from the results of significant up-enriched pathways relating to immune systems and inflammation, we found that following HFD treatment, inflammation occurred in the pancreas as well. Although the gene expression profiles from the adipose and the pancreas demonstrated that both had remarkable inflammatory responses, their mechanisms in the two tissues were somehow different as suggested by this study. In particular, the loading of *Mmd* ranked 28 in the pancreatic HFD gene eigenvector, whereas it was not significant in the adipose eigenvector. 

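Mmd, a gene linked to the maturation of macrophages, rose by 3.04 on the log2 scale in the HFD pancreas averaged over weeks 9 and 18 (SE 0.509, adjusted p = 0.0262, limma, 9 HFD and 5 RC mice) and ranked 8 from the HFD end of the first gene eigenvector. Over all arrays the difference was 2.67 (SE 0.617, adjusted p = 0.19), and the call of Mmd was lost in 6 of the 18 refits that each left out 1 array. Its difference in the adipose tissue was 0.25 (adjusted p = 0.271) with rank 1412. Whether the effect differed between the tissues was not tested.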

*Mmd* has been reported^26^ to be highly expressed in mature macrophages but absent in monocytes. It was also reported that overexpression of *Mmd* in macrophages will increase the production of TNF-α and NO upon lipopolysaccharide (LPS) stimulation^27^. Accumulating evidence has been in support of the concept of local pancreatic islet inflammation as a mechanism of β cell failure in T2D^28^. In this study we contributed one more support via the dual eigen-analysis of the pancreas and adipose expression profiles, even though our outbred mouse model of T2D appeared to still be in the β cell compensation state.

An interesting discovery of this study is that a group of angiogenic genes as downstream of HIF-1 signaling pathway were up-regulated along the pancreatic HFD gene eigenvector, and they were in concert with the unordinary expression of adiponectin. According to the sorted loadings of the gene eigenvector, a large portion of the top genes, which are downstream of HIF-1 signaling pathway, can serve as the readouts of the HIF-1 activity, and the majority of them are related to angiogenesis. A good number of the top loading genes are hypoxia-related as shown by the annotations of GO -biological process, even though it is unclear whether hypoxia really occurred or not. Gunton’s group^29^ has reported that HIF-1α is required for normal pancreatic β cell function, and its decreased level could contribute to β cell dysfunction of T2D. This led us to postulate that along the time course of HFD in this study, a compensatory mechanism may occur in the pancreas via the upregulated HIF-1 signaling pathway, mainly mediated by its downstream angiogenic genes, or in other words, it is very possible that the angiogenic consequences from this group of genes may play a mediator role between the effect of HIF-1 signaling pathway and insulinogenesis. This was not addressed in the report of Gunton’s group^29^. According to the sorted loadings of the sample eigenvector, the compensation was most prominent in samples from week 9, and the strength diminished in samples from week 18. This timing is highly consistent with our earlier report^6^ on the expression of adiponectin in the pancreatic VECs of HFD-fed mice, using quantitative real-time polymerase chain reaction (qPCR) and Western-Blot analyses. These results provided critical validation of the current results based on microarrays. In this study, the whole-genome expression profiles unveiled a more comprehensive picture of the compensatory mechanism.

It is noted that the models used by Gunton’s group and by us have some differences. First, in that study, they specifically deleted HIF-1α in β cells of C57BL/6 mice, and enhanced its regulation through iron chelation with deferoxamine or deferasirox. In contrast, in this study the regulation of HIF-1 activity was read out by its downstream gene expressions in the context of the whole pancreas tissue. Second, the Balb/c and C57BL/6 mice used by Gunton’s group were inbred strains while our CD1 mice were outbred strain which more closely mimicked the polygenic factors for T2D onset in human being. Third, our outbred mice were exposed to HFD for up to 18 weeks, and thereby progressive effects of HFD can be observed. The C57BL/6 mice with β cell–specific HIF-1α disruption exhibited glucose intolerance which developed more severe on a HFD. In our model, the glucose intolerance of HFD-treated mice as measured by GTT was more serious in week 18 than in week 9^6^. Meanwhile, the compensation from the HIF-1signaling pathway is more prominent in week 9 than that in week 18, as shown in this report. Gunton’s group reported that decreased HIF-1α levels in pancreatic islets of T2D could contribute to insufficient insulin secretion of β cells. In our previous and present studies, we observed hyperinsulinemia or a trend of hyperinsulinemia in the outbred mice fed with HFD for 18 weeks. Whether this is a result of the pancreas to counteract or compensate the impairing effects of the HFD at relatively early stage of T2D development, and the connection between this over-secretion of insulin and the upregulated HIF-1 signaling pathway particularly its downstream angiogenic functions, await further investigations.

Another discovery is the profound down-regulation of cholesterol/steroid biogenesis in the hepatic HFD gene eigenvector. This echoed the report that the KEGG pathway of steroid hormone biosynthesis was significantly dysregulated in the liver and adipose in the Goto-Kakizaki rat^5^. In fact, steroid hormones are derived from cholesterol. However, we did not further elaborated on the biological implications of this issue and other results obtained from the dual eigen-analysis. Rather, we provide these interesting computational insights from the dual eigen-analysis as clues for further investigations of T2D.

## Methods

### Experimental animals

Mouse procedures were the same as previously reported^6^. All experimental procedures were approved by the Animal Ethics Committee of Peking University Health Science Center, and all experiments were performed in accordance with the institutional guidelines and regulations. Male outbred CD-1 mice at 3 weeks of age were purchased from Charles River Laboratories via Vital River Laboratories (VRL, Beijing, China) and kept in a temperature-controlled environment. Food and water were available ad libitum unless otherwise indicated. They were used in this study at 4 weeks of age (weighing 15.3 ± 0.6 g) and this time was set as week 0 of the experiment that was then carried out for 18 weeks in total. All mice were randomly assigned to a control group fed on RC (approximately 17% fat, 19% protein, and 64% carbohydrate) and an HFD group fed on the HFD (approximately 42% fat, 19% protein, and 38% carbohydrate). Weeks 1, 9, and 18 were set as time points for performing GTT and ITT. D-gucolse (2 g/kg) for GTT and porcine insulin (1 unit/kg) for ITT were intraperitoneally injected, respectively.

### Sample collection and microarray experiment

Several mice from the RC and HFD groups at the three time points were randomly selected (Table S1) and sacrificed after saline perfusion. The epididymal fat pads, the liver, and the pancreas were collected immediately, and picked up by Capital Corporation http://www.capitalbio.com/ for mRNA extraction and microarray experiments following the standard protocol given by Affymetrix. The raw microarray data were deposited at http://www.ncbi.nlm.nih.gov/geo/ (accession number: GSE77943).

### Preprocessing of microarray data

Each probe set of the Affymetrix mouse430 microarray contains 11 probes, and thus we need to summarize their information into one value for each sample. From the microarray data we seek for differentially expressed genes among the samples. However, the information of gene expression differences is confounded with variations due to uncontrollable experiment factors. To reduce the unwanted variations, we need to normalize the data in one way or another. The microarray data in this study were preprocessed by several methods such as RMA^30^ and MAS 5.0 (http://www.affymetrix.com). It was shown that spatial variations of microarrays due to factors such as uneven hybridization and washing accounted for a large portion of unwanted variations. Thus we applied a more sophisticated preprocessing, namely, the sub-sub normalization^7^ followed by the probe-treatment-reference summarization^8^, to the microarray data of each tissue. Specifically, this procedure normalized each target microarray against a reference as follows. Each Mouse430–2.0 chip, consisting of 1002 by 1002 probes, was decomposed into subarrays of 50 by 50 probes. For each corresponding pair of subarrays on the reference and target chip, a piecewise (with one knot) linear relationship was estimated using least trimmed squares, and was used to adjust the target sub-array. We allowed adjacent subarrays to overlap by 25 probes both horizontally and vertically. Therefore, a probe belonging to multiple subarrays got multiple adjusted values, and we took their average. For each tissue, we selected several raw microarrays as references, and used the probe-treatment-reference model, to summarize the normalized microarrays.

### SVD of gene expression profiles

The log-scale gene expression profile from one tissue was denoted by a matrix $$E=[{E}_{ij}]$$, where $$i=1,\cdots \,g$$, and $$j=1,\cdots ,s$$, *g* is the total number of genes or probe sets, and *s* is the number of samples. The singular value decomposition has the following representation:

$$E=\sum _{{\rm{k}}=1}^{{\rm{s}}}{{\rm{\rho }}}_{{\rm{k}}}{{\rm{u}}}_{{\rm{k}}}{{\rm{v}}}_{{\rm{k}}}^{{\rm{T}}},$$

where $${{\rm{\rho }}}_{{\rm{k}}}$$ are nonnegative, decreasing singular values, and their corresponding gene eigenvector $${{\rm{u}}}_{{\rm{k}}}$$ and sample eigenvector $${{\rm{v}}}_{{\rm{k}}}$$ are respectively of size *g* and *s*, $${{\rm{u}}}_{{\rm{k}}}$$ are mutually orthogonal and so are $${{\rm{v}}}_{{\rm{k}}}$$. We note the SVD is not unique in the sense that we can change the signs of the components of both $${{\rm{u}}}_{{\rm{k}}}$$ and $${{\rm{v}}}_{{\rm{k}}}$$ simultaneously without changing the product $${{\rm{u}}}_{{\rm{k}}}{{\rm{v}}}_{{\rm{k}}}^{{\rm{T}}}$$. In our analysis, once we set the sign of the sample eigenvector $${{\rm{v}}}_{{\rm{k}}}$$ by a macro-biology interpretation, the sign of the gene eigenvector $${{\rm{u}}}_{{\rm{k}}}\,$$is determined accordingly.

### Inference of *cis-* and *trans-*regulation by BASE 2.0

The binding *of trans-*acting factors to their *cis-*acting DNA elements near the target genes controls the transcription from DNA to messenger RNA. In functional genomics, it is of great importance to identify the *cis-*elements and *trans-*factors that are involved in the transcriptional program of a given expression profile. In the current study we adopted the method BASE 2.0^31^ to infer the *cis-* and *trans-*regulation. The method searches the maximum association between a bind affinity profile of a certain *cis-*element and the expression difference profile along the direction of sorted expression differences. The bind affinity profile of a *cis-*element was determined computationally. That is, we considered those *cis-*elements whose position weight matrices were provided by the databases TRANSFAC and JASPAR. Then the occurrences of a *cis-*element were searched in the upstream region of each gene according to its position weight matrix using the software MAST and a transformed version of the significance was taken to be the binding strength. Details of the current version BASE 2.0 can be found in the earlier report^31^.

### Data Availability

The raw microarray data were deposited at http://www.ncbi.nlm.nih.gov/geo/ (accession number: GSE77943). A reviewer link has been generated as follows:

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=afwrmwuixtktbib&acc=GSE77943

## Electronic supplementary material

Supplementary Materials

# Supplementary material for: A Novel Dual Eigen-Analysis of Mouse Multi-Tissues’ Expression Profiles Unveils New Perspectives into Type 2 Diabetes
**Source:** Sci Rep. 2017 Jul 11;7:5044. doi: 10.1038/s41598-017-05405-x
**Supplement:** Supplementary file 1 — Supplementary Materials

## Supplementary Materials

### A Novel Dual Eigen-Analysis of Mouse Multi-Tissues' Expression Profiles Unveils New Perspectives into Type 2 Diabetes

**Authors:** Lei M Li, Xiuxiu Liu, Lin Wang, Yong Wang, Xiuqin Liu, Xue Tian, Fuzhou Gong, Li Shen, Xiao-ding Peng

#### Sample Selection

The selected samples are shown in Table S1. The sample H36P did not pass the quality check for the microarray experiments and was dropped. After the microarray experiments were finished, it turned out that the quality of H38P, R7P and H2A are not as good as others, and thus were excluded in the report.

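The pancreas array of H38 (HFD, week 1) carried transcripts of other cells at higher levels than the used arrays of RC mice. Its B cell markers averaged 7.32 against 3.93 to 4.33 in 8 RC arrays. Its adipocyte markers averaged 8.20 against 4.68 to 5.00, and its mesothelial markers 8.90 against 5.53 to 6.45. For R7 (RC, week 18) these scores were 4.85 for B cell markers, 5.66 for adipocyte markers and 6.02 for mesothelial markers. The adipose array of H2 (HFD-W18-Gw) had 9.82 for macrophage markers, where the used HFD arrays of week 18 ran from 8.96 to 10.10. The median intensity was 21.15 on the array of H38, 24.26 on that of R7 and 18.33 on that of H2.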

**Table S1: Mouse samples selected to the microarray experiments.**

#### Hierarchical clustering analysis of gene expression data

One routine analysis of microarray data is clustering. Since the expression profiles were substantially different across the three tissues, we carried out clustering for samples of each tissue as well as for all samples across tissues. Specifically, the median absolute deviation (MAD) of each gene was calculated and the genes with the largest 10000 MADs were chosen as the top 10000 most informative genes. Next we used TreeView and Cluster<sup>1,2</sup> to implement the bi-directional hierarchical clustering based on average linkage.

We clustered the expression profiles of each tissue separately and the tissue-specific clustering results of the samples are shown in Fig S1 A-C. First, in the liver tissue clustering, samples from week 1, week 9 and week 18 are roughly and respectively clustered together and then within each week the samples are clustered by the diet.

The sample H26L-W18, though from week 18, showed good GTT and ITT results, and were indeed clustered next to mice H35L-W9, H7L-W9 and H10L-W9, which are from week 9. Second, in the adipose tissue clustering, the samples of adipose tissue from week 1 are next to one another, but the HFD and RC group are not separated. After week 9, samples were clustered primarily by diet. Third, in the pancreas tissue clustering, R17P-W9 and R1P-W9, two RC samples from week 9 are next to the samples from week 1. Other samples after week 9 forms three clusters, one consisting of H4P-W18, H2P-W18, H1P-W18, H7P-W9, H35P-W9, one consisting of H26P-W18, H17P-W18, H10P-W9, H12P-W18 and one including R5P-W9, R11P-W18, R9P-W18. In summary, HFD makes different kinds of influences on the expression profiles of the three tissues.

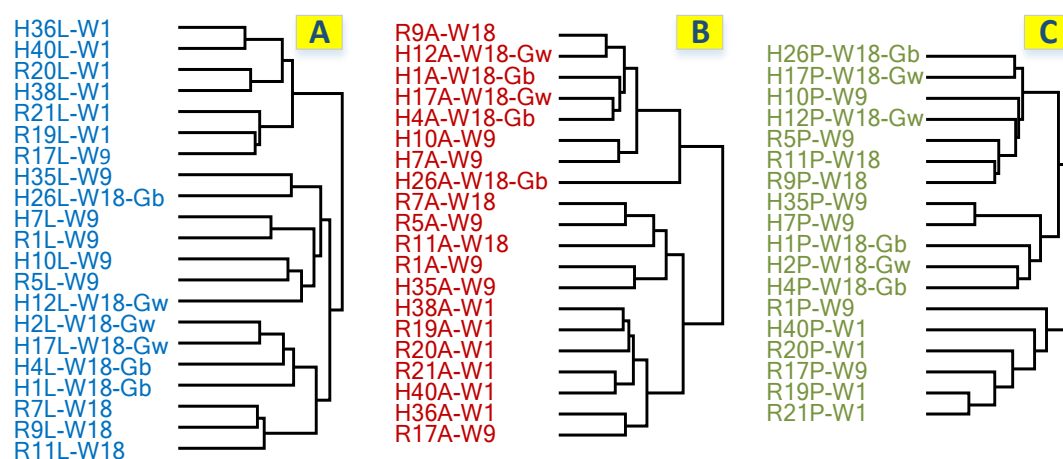

**Fig. S1: Hierarchical clustering of gene expression profiles of each tissue.** Only the sample clustering results are shown. (A) The clustering of the liver samples; (B) The clustering of the adipose samples; (C) The clustering of the pancreas samples. The expression data were centered by removing the median of each gene across all samples.

### SVD of expression profiles.

SVD is a powerful dimension-reduction method that enables us to extract useful information from the fairly large matrices of expression values. The top eigenvalue and eigenvectors of each tissue-specific SVD are essentially the adjusted averages, and these baselines provide no interesting biological explanation to the expression variations. Hence we exclude this baseline component when we refer to the first and second eigenvalues or eigenvectors.

### Sample eigenvectors of tissue-specific expression profiles.

**Liver:** The sorted loadings of the hepatic first sample eigenvector are shown in Fig. 2C. Age is the primary factor that is consistent with the sample sorting. Specifically, all samples from week 18 were at the bottom, while samples from week 1 and week 9 were mixed from top to middle. A close look at the samples from week 18 showed an interesting pattern: similar to the ITT (Fig. 2B) and the GTT (Fig. 2A) sorting, the HFD-W18-Gb subgroup located on top of the HFD-W18-Gw subgroup, and even further, on top of the RC-W18 group (Fig. 2C). Most samples at week 9 were in the middle except R17L-W9. The clustering of the loadings unraveled deeper and cleaner meanings than the hierarchical clustering pattern shown in Fig. S1 did.

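Averaged over the weeks, 129 genes were higher and 63 lower in HFD than in RC livers (limma, 12 HFD and 9 RC mice). Cyp2b13 and Cyp2b9, cytochromes P450, rose by 2.24 (SE 0.503, adjusted p = 0.0327) and 1.91 (SE 0.434, adjusted p = 0.0351). Chac1, which degrades glutathione, rose by 1.89 (SE 0.287, adjusted p = 0.00187), and Rad51b, a gene of DNA repair, by 1.74 (SE 0.328, adjusted p = 0.00999). At week 1 the diet changed 0 genes in limma (863 at an unadjusted p under 0.05), at week 9 it raised 4 and lowered 15, and at week 18 it raised 626 and lowered 189. Along the second sample eigenvector HFD livers lay 0.253 above RC livers (exact permutation test within week, p = 5.95e-05), by 0.131, 0.142 and 0.487 at weeks 1, 9 and 18, and week 18 lay 0.0826 from week 1 (p = 0.329 by exact permutation), by -0.0956 on RC and 0.261 on HFD. In 101 of 108 pairs the HFD array had the higher loading. The HFD mice H35, H7 and H40 lay at -0.084, -0.0825 and -0.0543, below the RC mouse R20 at -0.0498, and H10 lay at -0.045, above R20 and below the highest RC mouse, R7, at -0.0315.
The 815 genes of week 18 became 94 with the clock phase in the model, an alternative chosen after seeing the data, though they kept a median of 0.953 of their log2 difference (quartiles 0.808 and 1.11). They became 88 with only the groups compared, 426 with quantile normalization, 423 with the adipocyte score as a covariate, 524 with the mean of all probe sets and 493 with array quality weights, and 1 other split of the same arrays called 1332. The 19 genes of week 9 became 4 with the array run as a block. Left-out arrays also moved the counts by over 1.5 times: the 815 genes of week 18 became 447, 424, 509, 132, 1586 and 259 without H26, H4, H2, R11, R7 and R9, and the 192 genes of the average became 105, 116 and 352 without H36, R19 and R7. The 19 genes of week 9 became 7, 4, 8 and 4 without H35, H7, R1 and R17, the 0 of week 1 became 1 without H40 or H26, and the calls of Cyp2b13 and Cyp2b9 were each lost in 11 of the 21 refits.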

The hepatic second sample eigenvector, which is mathematically orthogonal to the first one, made a perfect cut between the HFD and the RC group, regardless the age and GTT factors (Fig. 2F). That is, in its sorted loadings, all negative values corresponded to the RC group, and all positive values corresponded to the HFD group. Such a perfect separation of the HFD and RC mice is almost impossible an event of chance. If we represent an RC sample by a white ball and a HFD sample by a black ball, then the above event is equivalent to drawing 9 balls from a box consisting of 9 white ones and 12 black ones. Under the random setting, the chance of the event that all selected balls are white is only  $3.4\text{E-}06$ .

The sorted loadings of the hepatic first and second sample eigenvectors led us to postulate that the first principal component represents, by and large, the endogenous metabolic and functional state of the liver tissue whereas the second component represents, by and large, the driving force from HFD. To test this hypothesis, we carried out SVD on the expression profiles consisting of the RC samples only. The sorted sample loadings of its first sample eigenvector are shown in Fig. 2E, which displayed a chronological order. Except for the swap of R7L-W18 and R9L-W18, the sorting was almost identical to that of the RC sample loadings of the first sample eigenvector of combined samples shown in Fig. 2D, which is derived from Fig. 2C. In fact, the loadings of R7L-W18 and R9L-W18 almost tied in both cases. Next we considered their corresponding gene eigenvectors. The scatter plots of the loadings of the first gene eigenvectors from the RC group only versus those from the combined group is shown in Fig. S2. Their Pearson correlation is 0.86. Put together, these results do support our hypothesis regarding the interpretation of the top two hepatic principal eigen-components. Hereafter the first eigen-component will be referred to as the hepatic endogenous eigen-component while the second will be referred to as the hepatic HFD eigen-component.

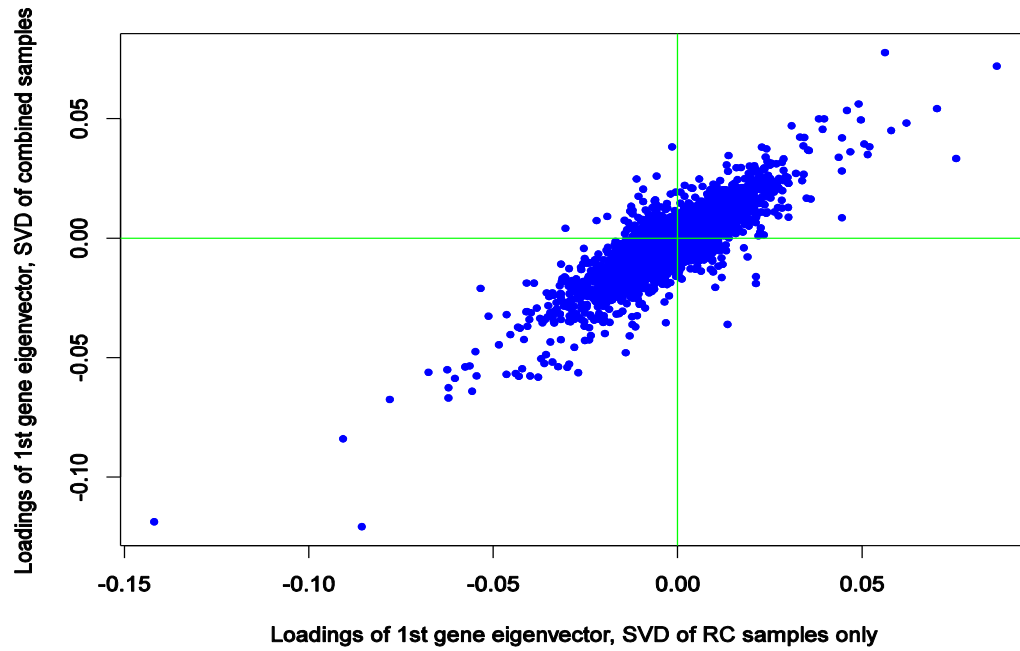

**Fig. S2: The scatter plot of the loadings of the first gene eigenvector from the SVD of the RC samples only versus the loadings of the first gene eigenvectors from the SVD of the combined samples (Liver tissue). The Pearson correlation between them is 0.86.**

**Adipose:** The adipose tissue expression profile, unlike the hepatic profile, was well approximated by its first eigen-component, whose singular value was 2.15 compared with the second value 1.17, which was close to the third one 1.07. The sorted loadings of the first sample eigenvector are shown in Fig. 3A. They were highly correlated with the age factor, and after week 9 the correlation with the diet factor becomes more noticeable. Nevertheless, the sorting pattern was somewhat different from that of the first hepatic sample eigenvector. In particular, an RC sample R9A-W18 from week 18 located on top of an HFD sample H35A-W9 from week 9. Moreover, the two HFD subgroups from week 18, respectively with worse and better GTT results, could not be separated by the adipose first sample eigenvector as by the first hepatic eigenvector.

**Pancreas:** The pancreas, whose islet cells produce and secrete insulin, is the tissue critical for the understanding of T2D development. Like the liver tissue, no dominating singular value stood out. In fact, the top two values 1.48 and 1.24 contributed to 27.2% of the total singular values, compared to 20.4% in the liver tissue. The sorted loadings of its first sample eigenvector  $v_1$  are shown in Fig. 3B. Most RC samples were at the top half whereas most HFD samples were at the bottom

half. When we excluded the HFD samples, the RC samples were well ordered by their ages except the swap of R20P-W1 and R17P-W9. However, the rankings of the HFD samples were subtler. The two samples standing at the very bottom were H7P-W9 and H35P-W9, which were from week 9. Meanwhile, the samples H17P-W18-Gw and H12P-W18-Gw from the week 18 located in the middle. Most other HFD samples were between them. This pattern was not similar to what have been observed in the liver and adipose tissue. One explanation to this phenomenon is that a compensatory mechanism initiated in the pancreas around week 9 when the stress of HFD reached to a certain point, and the compensation diminished over time.

While the first component primarily corresponded to the stress of HFD on pancreas, the RC sample standings spread out in the sorted loadings of the second sample eigenvector  $v_2$  as shown in Fig. 3C. Fig. 3D was derived from Fig. 3C by keeping only RC samples, which displayed a perfect chronological order. Similar to the analysis of the liver tissue, we carried SVD on the pancreatic expression profiles consisting of the RC group only. The sorted loading of its first sample eigenvector are shown in Fig. 3E. The exact consistency between Fig. 3D and Fig. 3E indicates that the pancreatic second eigen-component reflected predominantly the pancreatic development over time. Next we switched to their coupled gene eigenvectors. The scatter plot of the loadings of the first gene eigenvector from the RC group versus those of the second gene eigenvector from the combined group is shown in Fig. S3. The Pearson correlation is 0.80, and the results provide further support to the hypothesis that the second principal component represents, by and large, the development status of the pancreas tissue whereas the first represents the HFD impact.

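Pancreases of RC mice differed between weeks 18 and 1 in 102 genes, 10 higher and 92 lower (limma, 2 and 3 mice). Col3a1 and Col1a1, fibrillar collagens, fell by 2.92 (SE 0.428, adjusted p = 0.0235) and 2.91 (SE 0.432, adjusted p = 0.0235), and Postn, a matrix protein, by 3.13 (SE 0.677, adjusted p = 0.0497). Sparc and Col4a1 fell by 2.73 and 2.67. The largest rises were those of 1810007D17Rik (3.21), Nat8 (2.65), Smim38 (2.31), the substance P receptor gene Tacr1 (1.47) and Clec11a (1.42). Of 25 genes of the extracellular matrix 9 were lower over all genes and 22 adjusted over the list alone, and none was higher, with a median of -1.85. The adjusted p of this list was 6.33e-19 in camera and 0.576 with an estimated correlation. Along the second sample eigenvector week-18 mice lay 0.422 above week-1 mice (exact permutation test within diet, p = 0.00105), and HFD mice 0.154 above RC mice (exact permutation test within week, p = 0.0924), by 0.269, 0.322 and -0.129 at weeks 1, 9 and 18. Over all arrays, with R7 among the week-18 RC mice, 103 genes were higher and 882 lower, and Col3a1 fell by 2.79 (adjusted p = 0.00921).
With the clock phase in the model, an alternative chosen after seeing the data, limma called 0 genes (2439 at an unadjusted p under 0.05), while the 102 genes kept a median of 0.968 of their log2 difference (quartiles 0.91 and 1.03) and the median standard error rose from 0.271 to 0.316. With the array run as a block 298 genes were called, 33 of them among the 102. Run and age are separated by R17 alone, so that this rise cannot be told from a difference of that mouse. With only the groups compared 62 genes were called, and quantile normalization left 3 higher and 5 lower. Without H1, H26, H4, H12, H17, H2 or H35 the count was 4, 38, 220, 3, 3, 36 or 4. Without R19, R20, R21, R11, R9, R1, R17 or R5 it was 3, 0, 0, 11, 0, 61, 211 or 243. Of the 18 refits that each left out 1 array, 4 lost the calls of Col3a1 and of Col1a1, and 12 those of Postn, Nat8 and Clec11a. The calls of Sparc, 1810007D17Rik and Tacr1 were lost in 10, that of Col4a1 in 9 and that of Smim38 in 11. In several of these refits, as without H1, H4 or H7, another probe set was the brightest of Sparc. The count of 102 genes rose with trended and robust eBayes and with only genes above the median of mean log2. It also rose with array quality weights over all mapped arrays.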

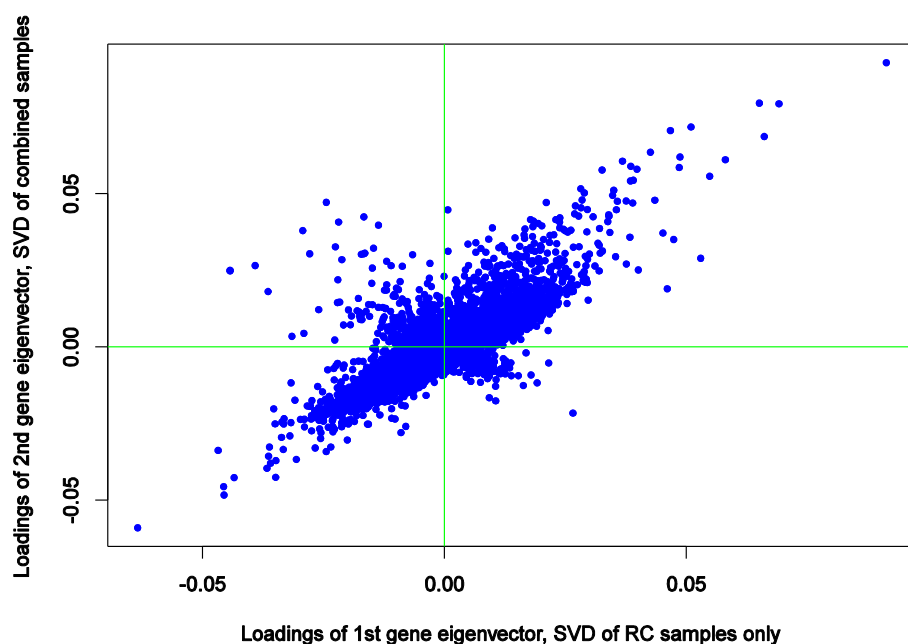

**Fig. S3:** The scatter plot of the loadings of the first gene eigenvector from the SVD of the RC samples only versus the loadings of the second gene eigenvector from the SVD of the combined samples, the RC and HFD group (pancreas tissue). The Pearson correlation between them is 0.80.

### **Wilcoxon rank sum scoring of the gene subsets defined by KEGG pathways, GO, and Reactome.**

One of our goals was to deduce the cellular activity changes in the mice fed with HFD from the expression profiles. After data preprocessing, we could directly calculate the vector of all gene expression differences between a specific pairs of samples to be compared, or could obtain the gene loadings of a principal eigenvector from the SVD of a tissue-specific expression profile. Sorting any one of these kinds of gene vectors in the ascending or descending order resulted in a gene spectrum. In this report a common theme of analyzing these spectra is the enrichment analysis based on gene subsets defined by bioinformatic database. In this study, we considered the following gene subsets: KEGG pathways (Release 58.0), GO annotation gene sets, classified according to biological processes, molecular functions, and cellular components, and the Reactome database (Version 40). Then we carried out the enrichment analysis using the Wilcoxon scoring method proposed earlier <sup>3</sup>.

Enrichment analysis of expressions is a typical computational method to interpret the data by functional gene subsets or annotations. In this report enrichment analysis of each gene eigenvector was carried out based on the gene loadings, but not directly on

the gene expression values. In consideration of robustness with respect to the scale issue, we took the rank-based Wilcoxon scoring method as the tool for enrichment analysis. The method was proposed in <sup>3</sup> and its applications to the yeast aging project have led to new biological discoveries <sup>4,5</sup>. A recent application of Wilcoxon scoring method has also been reported <sup>6</sup>. The functional modifications of the molecular landscape imposed by HFD are summarized in Fig. 4.

We compiled the enrichment analysis in Tables S2-S11 for the hepatic first/endogenous and its second /HFD, the adipose first, and the pancreatic first /HFD as well as its second /development eigenvectors accordingly. Both p-values and Bonferroni corrections for multiple testing were evaluated (see the last two columns of each table). We organized the most significant subsets from KEGG, Gene Ontology (GO) and REACTOME database into groups.

#### **Details of the enrichment analysis of the tissue-specific gene-eigenvectors by Wilcoxon scoring.**

***Hepatic first/endogenous gene eigenvector;*** First we considered the hepatic endogenous gene eigenvector  $u_1$  coupled with the sample eigenvector  $v_1$  in Fig 2C. In this eigenvector, the values of  $u_1$  roughly corresponded to the gene expressions of the samples at the bottom end in Fig 2C such as H17L-W18-Gw, H2L-W18-Gw, H12L-W18-Gw, weighted by their values in  $v_1$  due to the SVD structure. Similarly, the negative values of  $u_1$  roughly corresponded to the gene expressions of the samples at the top end in Fig 2C such as R19L-W1, R21L-W1, R17L-W9, weighted by their values in  $v_1$ .

We examined what gene subsets were enriched at the two ends of the hepatic endogenous eigenvector. The gene subsets enriched at the bottom end, namely, the mature age end, are shown in Table S2. 

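Among 9 genes of MHC class II in the liver, H2-Aa and Cd74 had log2 differences of 1.03 (adjusted p = 0.0919) and 0.88 (adjusted p = 0.125) between RC mice of weeks 18 and 1, and none of the 9 was called (limma, n = 3 mice each), nor adjusted over the list alone. They had a mean percentile of 81.3 towards the mature end of the first gene eigenvector (adjusted p = 0.004, two-sided permutation test). Of 35 genes of complement and coagulation, Masp1, a protease of the lectin pathway, fell by 0.71 (SE 0.166, adjusted p = 0.0128), and C6, of the membrane attack complex, had a difference of 1.16 (adjusted p = 0.0509). Their mean percentile was 56.6 (adjusted p = 0.272, two-sided Wilcoxon rank-sum test). Of 11 B cell markers 1 was higher, Blk, a B cell kinase, which rose by 0.52 (SE 0.15, adjusted p = 0.0367), and 2 were adjusted over the list alone. Acinar cell markers lay at a mean percentile of 86.8 along this eigenvector, and averaged 8.00 in the liver of H17, against 4.12 to 5.10 in RC livers.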

An obvious group was the immune system including the complement and coagulation cascades, antigen processing and presentation of exogenous peptide antigen via MHC class II, and MHC class I protein complex. 

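Of 39 genes of xenobiotic metabolism in the liver, 2 were higher and 2 lower between weeks 18 and 1 on RC, or 3 and 2 adjusted over the list alone (limma). Gstm6 and Gstp1, glutathione transferases, rose by 1.72 (SE 0.384, adjusted p = 0.0107) and 0.40 (SE 0.122, adjusted p = 0.0463). Cyp2c39, a cytochrome P450, and Fmo1, a flavin monooxygenase, fell by 2.76 (SE 0.539, adjusted p = 0.00563) and 1.03 (SE 0.192, adjusted p = 0.0044). The list had a mean percentile of 71.2 towards the mature end (adjusted p = 2.45e-05, two-sided Wilcoxon rank-sum test).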

A related group was the drug metabolism such as cytochrome P450. Respiration was enhanced along this direction too. 

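None of 68 genes of oxidative phosphorylation was called between livers of RC mice of weeks 18 and 1 in limma, nor adjusted over the list alone. Ndufa3, of complex I, had a log2 difference of 0.33 (adjusted p = 0.0582) and Atp5e, of the ATP synthase, of 0.38 (adjusted p = 0.0714). The median was 0.11, with an adjusted p of 0.00583 in camera and 0.714 with an estimated correlation. Their mean percentile towards the mature end was 60.3 (adjusted p = 0.00833, two-sided Wilcoxon rank-sum test with genes as units).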

Interestingly, the valine, leucine and isoleucine degradation was up-regulated.

**Table S2: In the sorted loadings of hepatic first/endogenous gene eigenvector  $u_1$  coupled with  $v_1$  in Fig 2C, gene subsets enriched at the bottom end, namely, the mature age end.**

The gene subsets enriched at the top end, namely, the young age end, are shown in Table S3. These groups included translation, cell cycle, and apoptosis. 

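Of 43 ribosomal protein genes in the liver, 1 was lower at week 18 than at week 1 on RC, Rpl4, which fell by 0.42 on the log2 scale (SE 0.104, adjusted p = 0.0171, limma), also 1 adjusted over the list alone. They had a mean percentile of 36.2 towards the mature end, thus nearer the young end (adjusted p = 0.00554, two-sided Wilcoxon rank-sum test). Of 40 proteasome genes 12 were lower and none higher, or 22 adjusted over the list alone, with Psmd2 and Psmd1, subunits of the regulatory particle, down by 0.87 (SE 0.136, adjusted p = 0.00161) and 0.83 (SE 0.144, adjusted p = 0.0029). Their adjusted p was 6.65e-10 in camera and 0.47 with an estimated correlation. Of 31 cell cycle genes none was called, nor adjusted over the list alone. Kif20a, a kinesin of cell division, had a difference of -0.45 (adjusted p = 0.0588) and Tpx2, a spindle protein, of 0.53 (adjusted p = 0.076), and the list had a mean percentile of 50.5 (adjusted p = 0.947). The list of apoptosis genes was not analysed here.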

The two most significant signaling pathways were the ones of Wnt and Notch.

**Table S3: In the sorted loadings of hepatic first/endogenous gene eigenvector  $u_1$  coupled with  $v_1$  in Fig 2C, gene subsets enriched at the top end, namely, the young age end.**

***Hepatic second/HFD gene eigenvector;*** In the same way, we analyzed the hepatic HFD gene eigenvector  $u_2$  coupled with  $v_2$  as shown in Fig 2F. The gene subsets enriched at the bottom end, namely, the HFD end, are shown in Table S4. We organized them into several groups. The group of fat metabolism included fatty acid, triacylglycerol, and ketone body metabolism, regulation of lipid metabolism by peroxisome proliferator-activated receptor alpha (PPAR $\alpha$ ), and long-chain fatty acid metabolic process. 

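Of 20 genes of fatty acid oxidation in the liver, 3 were higher on HFD averaged over the weeks and none was lower, or 8 adjusted over the list alone (limma, 12 HFD and 9 RC mice). Vnn1, which makes pantothenate and is a target of PPARα, rose by 2.20 on the log2 scale (SE 0.424, adjusted p = 0.0118), Slc25a20, the carnitine carrier of the mitochondrion, by 0.38 (SE 0.0759, adjusted p = 0.0168) and Cyp4a14 by 0.80 (SE 0.179, adjusted p = 0.0316). The median was 0.21, with an adjusted p of 6.87e-09 in camera and 0.298 with an estimated correlation. The mean percentile along the second gene eigenvector was 62 towards HFD (adjusted p = 0.0883, two-sided Wilcoxon rank-sum test). At week 18, 4 of 14 genes listed as adipocyte markers rose, and also adjusted over the list alone: the lipid droplet genes Cidea (3.14, adjusted p = 0.0349), Cidec (2.20, adjusted p = 0.00445) and Plin4 (1.69, adjusted p = 0.0168) and the fat regulator Pparg (1.54, adjusted p = 0.00515). That list had an adjusted p of 0.0269 in camera and 0.498 with an estimated correlation. The calls of Plin4 and Pparg were lost in 2 and 1 of the 21 refits that each left out 1 array.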

A closely related subset – the transcriptional regulation of white adipocyte differentiation – was also up-regulated. Structurally, the extracellular matrix related pathways were up-regulated. The activities of ATP-binding cassette transporters, which involve in the transmembrane movement of substances including

metabolic products, lipids and sterols, and drugs, were up-regulated too. Interestingly, the insulin signaling pathway was somewhat enriched at the HFD end.

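Genes of insulin signaling had a mean percentile of 60.9 along the second gene eigenvector of the liver, counted towards HFD (adjusted p = 0.0017, two-sided Wilcoxon rank-sum test over 81 genes as units). Along the first eigenvector their mean percentile was 45 (adjusted p = 0.212). Compared array by array at week 18, 12 of 18 pairs of an HFD and an RC liver had the list higher on HFD and 1 had it lower at p under 0.05. These pairs share arrays and are not independent.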

**Table S4: In the sorted loadings of hepatic second/HFD gene eigenvector  $u_2$  coupled with  $v_2$  in Fig 2F, gene subsets enriched at the bottom end, namely, the HFD end.**

The gene subsets enriched at the RC end, are shown in Table S5. Equivalently, the

down-enriched functional groups at the HFD end included respiration and translation. 

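None of 43 ribosomal protein genes was called in the liver on HFD averaged over the weeks in limma, nor adjusted over the list alone. Rpl8 and Rps3 had log2 differences of -0.19 (adjusted p = 0.294) and -0.18 (adjusted p = 0.323). The median was -0.08, with an adjusted p of 3.41e-05 in camera and 0.346 with an estimated correlation. Towards HFD along the second gene eigenvector they had a mean percentile of 15.2 (adjusted p = 9.04e-14, two-sided Wilcoxon rank-sum test). For oxidative phosphorylation the mean percentile was 40.1 (adjusted p = 0.00982). At week 18 none of its 68 genes was called, nor adjusted over the list alone, Uqcrh, of complex III, stood at -0.33 (adjusted p = 0.0975), and the median was -0.07 (adjusted p = 0.00763 in camera, adjusted p = 0.718 with an estimated correlation).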

Regarding the redox activities, “NADH dehydrogenase (ubiquinone) activity” and “hydrogen ion transmembrane transporter activity” were down-regulated in the HFD group. Strikingly, steroid biosynthesis, and cholesterol biosynthesis were down-regulated overwhelmingly at the HFD end.

**Table S5: The sorted loadings of hepatic second/HFD gene-eigenvector  $u_2$  coupled with  $v_2$  in Fig 2F, gene subsets up-enriched at the top end, namely, the RC end.**

**Adipose first gene eigenvector;** Next we analyzed the first adipose gene eigenvector  $u_1$  coupled with  $v_1$  in Fig 3A. The gene subsets enriched at the bottom end, namely, the HFD and mature age end, are shown in Table S6. Most enriched gene subsets in the up-regulated genes were related to inflammation. This can be seen from several views. First, gene subsets of phagocytosis defined in KEGG, GO-biological process, and REACTOME, were all up-regulated with great statistical significance. 

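None of 44 phagosome genes was called in the HFD adipose tissue averaged over the weeks in limma (11 HFD and 9 RC mice), nor adjusted over the list alone. Atp6v0d2, a subunit of the proton pump of lysosomes, had a log2 difference of 2.12 (SE 0.616, adjusted p = 0.136), Clec7a, a receptor for fungal glucans, of 1.09 (SE 0.318, adjusted p = 0.137) and Ctss, a lysosomal protease, of 0.88 (SE 0.265, adjusted p = 0.145). The median was 0.18, with an adjusted p of 4.24e-07 in camera and 0.275 with an estimated correlation, and it was 0.15 over all arrays with H2. Along the first gene eigenvector the mean percentile was 81.7 (adjusted p = 5.32e-12, two-sided Wilcoxon rank-sum test), beside 90 for acinar cell markers (adjusted p = 2.51e-10) and 4.38 for mesothelial markers (adjusted p = 0.000159, random draws). Of 20 macrophage markers, 0 were called over all genes and 12 were higher adjusted over the list alone, with Itgax, a marker of inflammatory macrophages, at 1.55 (adjusted p = 0.165). Their median was 0.62, with an adjusted p of 1.24e-09 in camera and 0.275 with an estimated correlation. The RC mouse R9 of week 18 had a mean of 9.95 for the macrophage markers, against 8.05 and 7.92 for R11 and R7, and without it the diet called 578 genes on average.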

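In HFD adipose tissue, 0 of 9 genes of MHC class II antigen presentation were called over all genes in limma and 6 were higher adjusted over the list alone. Ciita, the master regulator of the class, had a log2 difference of 0.28 (adjusted p = 0.106), H2-DMa, which loads peptides, of 0.67 (adjusted p = 0.144) and H2-Ab1 of 0.65 (adjusted p = 0.214). The median was 0.64, with an adjusted p of 5.01e-05 in camera and 0.236 with an estimated correlation. Over all arrays it was 0.57, and 2 genes were higher adjusted over the list alone. The mean percentile along the first gene eigenvector was 92.8 (adjusted p = 0.000159, two-sided permutation test).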

The GO biological process “antigen processing and presentation of exogenous peptide antigen via MHC class II” was significantly up-regulated. The KEGG signaling pathways relating to the immune system such as chemokine signaling pathway, B cell receptor signaling pathway, the cytokine-cytokine receptor interaction, and toll-like receptor signaling pathway were all up-enriched. 

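Of 27 chemokines and chemokine receptors, 0 were called in the HFD adipose tissue averaged over the weeks in limma and 5 were higher adjusted over the list alone. Ccr2 and its ligand Ccl2, which draw monocytes into tissue, had log2 differences of 1.20 (SE 0.281, adjusted p = 0.0801) and 1.40 (SE 0.354, adjusted p = 0.096). Cxcl2, which draws neutrophils, stood at 0.86 (SE 0.227, adjusted p = 0.106). Of 41 genes of Toll-like receptor signaling 0 were called and 2 were higher adjusted over the list alone, Tlr7 at 0.60 (adjusted p = 0.1) and Ctsk, a lysosomal protease, at 1.06 (adjusted p = 0.111). The adjusted p in camera was 8.37e-07 for chemokines and 0.000657 for Toll-like receptors, and with an estimated correlation the adjusted p-values were 0.191 and 0.19. Mean percentiles along the first gene eigenvector were 86.4 (adjusted p = 3.69e-10) and 73.5 (adjusted p = 8.56e-07), by two-sided Wilcoxon rank-sum tests. With H2 added, 5 and 2 genes were higher adjusted over the list alone.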

Regarding metabolisms, steroid and cholesterol biosynthesis were enriched at the HFD end. 

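In HFD adipose tissue, 0 of 17 genes of cholesterol synthesis were called averaged over the weeks in limma and 1 was lower adjusted over the list alone. Fdft1, which makes squalene, had a log2 difference of -0.35 (SE 0.0842, adjusted p = 0.0885), and Hmgcs1, an early enzyme, of 0.41 (SE 0.14, adjusted p = 0.2). The median was 0.21, with an adjusted p of 0.0199 in camera and 0.671 with an estimated correlation. Towards HFD along the first gene eigenvector the mean percentile was 72.6 (adjusted p = 0.0021, two-sided Wilcoxon rank-sum test).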

Interestingly, insulin receptor recycling was enriched too.

**Table S6: In the sorted loadings of adipose first gene-eigenvector  $u_1$  coupled with  $v_1$  in Fig 3A, gene subsets enriched at the bottom end, namely, the HFD end.**

We then examined the gene subsets up-enriched gene subsets at the top end or down-enriched at the HFD end of the gene-eigenvector for the adipose tissue, see Table S7. It is not a surprise that the insulin signaling pathway was down-regulated at the HFD or the mature age end, and this was an indicator of insulin resistance. Along the same direction, downstream of glucose intake, an REACTOME pathway, “carbohydrate-responsive element-binding protein (ChREBP) activation of metabolic gene” was down-regulated. Furthermore, other metabolisms such as fatty acid, triacylglycerol, and ketone body metabolism, regulation of lipid metabolism by PPAR, and branched-chain amino acid (BCAA) catabolism, were significantly down-regulated. From the angle of the cell differentiation, the transcriptional regulation of white adipocyte differentiation was down-regulated. Nuclear receptors belong to an important class of transcription factors that are responsible for sensing steroid and thyroid hormones and certain other molecules. It turns out their transcription pathway was down-regulated along with the insulin sensitivity. The steroid hormone receptor activity reduced correspondingly. The regulation of circadian rhythm was modified too.

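Clock genes of both phases differed between HFD and RC adipose tissue at week 18. The clock phase was then 0.977 ± 0.852 (SD, n = 5) on HFD and -1.17 ± 0.131 (SD, n = 3) on RC. On RC at week 1 it was 0.766 ± 0.476 (SD, n = 3), so that the RC mice of week 18 stood apart. At week 18, Arntl, the activator of the clock, fell by 1.65 on the log2 scale (SE 0.249, adjusted p = 0.0271, limma, 5 HFD and 3 RC mice) and Dbp rose by 2.52 (SE 0.389, adjusted p = 0.0271). When H2 was included, Arntl fell by 1.60 and Dbp rose by 2.53 (adjusted p = 0.0115 for both). Npas2, a partner of Arntl, stood at -1.56 (adjusted p = 0.0972) and Per3 at 1.11 (adjusted p = 0.107). Of 18 clock genes 1 was higher and 1 lower, or 3 and 2 adjusted over the list alone. Along the first gene eigenvector the list had a mean percentile of 26.3 towards HFD (adjusted p = 0.000884, two-sided Wilcoxon rank-sum test). The calls of Arntl and Dbp were lost in 5 and 9 of the 20 refits that each left out 1 array. The clock phase of week 18 was lower on RC in the other tissues too. In the liver it was 0.502 ± 1.55 (SD, n = 6) on HFD and -1.49 ± 0.146 (SD, n = 3) on RC. In the pancreas it was 1.62 ± 1.4 (SD, n = 6) and -0.225 ± 0.42 (SD, n = 2). A difference shared by the tissues of a mouse thus stays open beside an effect of the diet on adipose tissue. The time of day at sacrifice is not given in the sources used here.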

**Table S7: In the sorted loadings of adipose first gene eigenvector  $u_1$  coupled with  $v_1$  in Fig 3A, gene subsets enriched at the top end, namely, the RC end.**

***Pancreatic first/HFD gene eigenvector;*** The enriched gene subsets at the two end of the pancreatic first or HFD gene eigenvector  $u_1$  coupled with  $v_1$ , as shown in Fig 3B, were examined next. The up-regulated ones at the H7P-W9 and H35P-W9 end are shown in Table S8. Similar to the first hepatic gene eigenvector, the immune and drug metabolism was up-regulated together with the KEGG Chemokine signaling pathway, Jak-STAT signaling pathway, PPAR signaling pathway, cellular response to interferon-beta *et al*. The metabolism of fat and lipid was also modified, as evidenced in an REACTOME pathway: PPAR activated gene expression, fatty acid, triacylglycerol, and ketone body metabolism, and metabolism of lipids and lipoproteins. Notably, the up-regulation also included positive regulation of angiogenesis, vasculogenesis, palate development, etc. Along the structural dimension, caveola and stress fiber showed significant enrichment.

**Table S8: In the sorted loadings of the pancreatic first gene-eigenvector  $u_1$  coupled with  $v_1$  in Figure 3B, gene subsets enriched at the bottom end, namely, H7P-W9 and H35P-W9 end.**

The gene subsets up-enriched at the RC end or down-enriched at the H7P-W9 and H35P-W9 end for the pancreatic HFD eigenvector are shown in Table S9. Apoptosis was down-regulated significantly along with protein synthesis and proteolysis. Respiration was reduced. Regarding redox, GO molecular function gene subset of NADH dehydrogenase (ubiquinone) activity was reduced. 

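None of 22 islet markers was called in the HFD pancreas at week 9 in limma (n = 3 mice each), and 1 was lower adjusted over the list alone. Gcg, the gene of glucagon, had a log2 difference of -3.78 (SE 0.82, adjusted p = 0.0569), Sst, somatostatin, of -1.40 (SE 0.441, adjusted p = 0.168) and Ins2, insulin, of -1.29 (SE 0.433, adjusted p = 0.196). The median was -0.36, with an adjusted p of 6.03e-05 in camera and 0.338 with an estimated correlation. Over all arrays the adjusted p was 0.000127 in camera and 0.421 with an estimated correlation. Towards HFD along the first gene eigenvector the mean percentile was 24.7 (adjusted p = 0.000155, two-sided Wilcoxon rank-sum test). The islet markers averaged 4.80 in H7, 4.78 in H35 and 5.89 in H10. With the adipocyte and B cell markers in the model, an alternative chosen after seeing the data, Gcg stood at 1.49 and Ins2 at 0.82.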

Interestingly, the KEGG pathway – Maturity onset diabetes of the young (MOD), and insulin receptor recycling that are related to diabetes were also down-regulated at the end of H7P-W9 and H35P-W9.

**Table S9: In the sorted loadings of the pancreatic first gene-eigenvector  $u_1$  coupled with  $v_1$  in Figure 3B, gene subsets up-enriched at the top or RC end, namely, gene subsets down-enriched at the H7P-W9 and H35P-W9 end.**

***Pancreatic second/development gene eigenvector;*** Earlier we postulated that the second pancreatic sample eigen-component primarily corresponded to the pancreas development. This can further be verified by the gene eigenvector  $u_2$  coupled with  $v_2$  in Fig 3C. The enriched gene subsets at the mature age end are shown in Table S10. 

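None of 22 islet markers was called between RC pancreases of weeks 18 and 1 (limma, 2 and 3 mice), nor adjusted over the list alone. Pdx1, a regulator of beta cells, had a log2 difference of -0.95 (SE 0.374, adjusted p = 0.199), Slc2a2, their glucose transporter, of -1.37 (SE 0.563, adjusted p = 0.215) and Ucn3, a peptide of mature beta cells, of -0.97 (SE 0.4, adjusted p = 0.216). The median was -0.88, with an adjusted p of 0.00922 in camera and 0.747 with an estimated correlation. Over all arrays, with R7, it was -0.80, with an adjusted p of 0.0188 in camera and 0.745 with an estimated correlation. Along the second gene eigenvector the islet markers had a mean percentile of 14.4 towards the mature end (adjusted p = 6.08e-08, two-sided Wilcoxon rank-sum test). Adipocyte, hepatocyte and B cell markers stood at 95.3, 88.4 and 87.6 along it (adjusted p = 5.04e-08, 1.16e-05 and 7.77e-05 by the same test), with Car3, Adipoq and Jchain first. Of 23 acinar cell markers 0 were called and 1 was lower adjusted over the list alone, with a median of 0.02 (adjusted p = 0.847 in camera). Rbpjl, a regulator of acinar genes, stood at -1.26 (SE 0.286, adjusted p = 0.0533).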

An REACTOME pathway – Regulation of gene expression in beta cells, and a KEGG pathway – Pancreatic secretion, were up-regulated significantly even after Bonferroni correction. A related REACTOME gene subset – MOD pathway was also up-enriched. In terms of regulation, the REACTOME gene subset, the steroid hormone receptor activity, were enriched. 

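Of 43 ribosomal protein genes none was called between RC pancreases of weeks 18 and 1 in limma, nor adjusted over the list alone. Rplp0 had a log2 difference of -0.42 (adjusted p = 0.212) and Rps6 of -0.79 (adjusted p = 0.273). The median was -0.16, with an adjusted p of 0.0411 in camera and 0.747 with an estimated correlation, and over all arrays it was -0.40. Along the second gene eigenvector they had a mean percentile of 54.9 towards the mature end (adjusted p = 0.381, two-sided Wilcoxon rank-sum test).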

Another up-enriched group was translational activities including the KEGG ribosome pathways.

**Table S10: In the sorted loadings of the pancreatic second/development gene eigenvector  $u_2$  coupled with  $v_2$  in Figure 3C, gene subsets enriched at bottom or the mature age end.**

The gene subsets down-enriched at the mature age end or up-enriched at the young age end of the pancreatic second/development gene eigenvector  $u_2$  were shown in Table S11. The immune system group included a REACTOME pathway – Antigen processing – Cross presentation. The Platelet group included REACTOME pathways – Platelet degranulation and Response to elevated platelet cytosolic  $Ca^{2+}$ . Another REACTOME pathway – Signaling by Wnt – was down-enriched at the mature age end. 

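Of 40 proteasome genes in RC pancreases, 2 were lower and none higher at week 18 than at week 1 over all genes in limma, and 29 were lower adjusted over the list alone. Psma4, of the catalytic core, fell by 1.04 on the log2 scale (SE 0.2, adjusted p = 0.0431), and Psmd2 fell by 1.26 (SE 0.269, adjusted p = 0.0497). With R7 added, 28 genes fell over all genes and 33 adjusted over the list alone, with Psma4 down by 1.26 (adjusted p = 0.00921). The median over the paper's arrays was -0.75, with an adjusted p of 1.02e-16 in camera and 0.576 with an estimated correlation. Towards the mature end of the second gene eigenvector the mean percentile was 11.2 (adjusted p = 5.71e-16, two-sided Wilcoxon rank-sum test). The calls of Psma4 and Psmd2 were lost in 11 and 13 of the 18 refits that each left out 1 array.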

Like the first gene eigenvector  $u_1$ , proteasome and apoptosis were down-enriched at the mature age end.

**Table S11: In the sorted loadings of the pancreatic second gene-eigenvector  $u_2$  coupled with  $v_2$  in Figure 3C, gene subsets enriched at the top end, namely, the young age end.**

**Different patterns of inflammation- and macrophage-related gene expression in adipose and pancreatic tissues.** HFD can induce a chronic low-grade inflammatory state associated with obesity <sup>7</sup>. In the process of such inflammation development, macrophage infiltration plays an important role <sup>8</sup>. Macrophage is one kind of phagocytes involving phagocytosis. At the HFD end of the adipose first gene eigenvector, we observed the significant up-enrichment of phagocytosis activities such as the KEGG Phagosome pathway and the GO biological process of positive regulation of phagocytosis (Table S6). We further checked the loadings and ranks of the genes as reported by Chen's group <sup>9</sup> that are either macrophage-specific or possibly related to the macrophage recruitment in the adipose tissue (Table S12). They included: *Adam8* (a disintegrin and metallopeptidase domain 8), *MCP-1* (Ccl2, chemokine ligand 2), *Ccr2* (chemokine receptor 2), *F4/80* (a classical macrophage-restricted surface glycoprotein), *CD68* (CD68 antigen or macrosialin), *Mpeg1* (macrophage expressed gene 1), and *Msr1* (macrophage scavenger receptor 1). All these genes ranked high in the loadings of the adipose first gene eigenvector.

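Of the 10 genes of Table S12, Adam8, a protease of myeloid cells, had a log2 difference of 1.64 in HFD adipose tissue averaged over the weeks (SE 0.459, adjusted p = 0.122, limma), and of 1.63 over all arrays (adjusted p = 0.0965). Mpeg1, a pore protein of macrophages, stood at 1.25 (adjusted p = 0.169), Cd68, a lysosomal protein of macrophages, at 0.98 (adjusted p = 0.192), Adgre1, the surface marker F4/80, at 0.74 (adjusted p = 0.143) and Msr1, a scavenger receptor, at 0.60 (adjusted p = 0.415; 0.39 without R7). None was called over all genes, and 7 were higher adjusted over the list alone. The paper takes these genes from an earlier report. The ranks from the HFD end of the first gene eigenvector were 11 for Adam8, 18 for Ccl2, 22 for Mpeg1, 60 for Cd68, 62 for Csf2ra, 71 for Ccr2, 81 for Msr1, 127 for Adgre1, 293 for Cd14 and 10684 for Mif. The list had a median of 1.00, with an adjusted p of 6.26e-08 in camera and 0.19 with an estimated correlation.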

Moreover, the significance levels of the positive regulation of productions for pro-inflammatory cytokines including tumor necrosis factor (*TNF*), interferon-gamma, regulation of interleukin 6 (*IL-6*), and productions of several other factors were listed in Table S6. The toll receptor cascades, which have been proposed to mediate the inflammation process, were all significantly up-regulated along with the pro-

inflammatory factors.

More details of the phagocytosis activities were obtained by pairwise sample comparisons. That is, for a specific pathway, we compared the expression profiles of a pair of samples from different diet groups at a certain age/time by the Wilcoxon rank test. The fractions of up-regulated pairs were shown in Table S13, in which the significance level was taken to be 0.05. It is not surprising that the list included the KEGG pathways Leishmaniasis and Tuberculosis because these diseases are closely related to macrophage. 

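Compared array by array in the adipose tissue at week 9, the phagosome, Toll-like receptor and chemokine lists were higher in the HFD array in 9 of 9 pairs each (two-sided Wilcoxon rank-sum test, p under 0.05). Between Gw and RC mice of week 18 they were higher in 5, 6 and 5 of 6 pairs. Between Gb and RC mice the phagosome list was higher in 6 and lower in 2 of 9 pairs, the Toll-like receptor list was higher in 7, and the chemokine list was higher in 5 and lower in 1. Between Gw and Gb mice the phagosome list was higher in the Gw mouse in 6 of 6 pairs, the Toll-like receptor list in 4 and the chemokine list in 3. With H2, the 3 lists were higher in Gw than in RC mice in 7, 8 and 7 of 9 pairs, the phagosome list lower in 1, and higher in Gw than in Gb mice in 7, 4 and 6 of 9, the phagosome list lower in 1. In the pancreas at week 9, the phagosome and chemokine lists were higher on HFD in 9 of 9 pairs and the Toll-like receptor list in 4. The pairs share arrays and are not independent.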

Other than phagocytosis, Antigen processing and presentation (KEGG pathway) and Antigen processing and presentation of exogenous peptide antigen via MHC class II (GO biological process) were also significantly up-enriched. Thus the landscape of the immune system of the adipose tissue was indeed modified by the HFD stress.

For the pancreas, the up-enriched gene subsets at the HFD end along the first/HFD gene eigenvector were listed in Table S8. Similar to what were up-enriched at the HFD end in the adipose eigenvector, they included phagocytosis activities such as Phagosome (KEGG) and Leishmaniasis (KEGG), Chemokine Signaling Pathway, Antigen Processing and Presentation (GO biological process). 

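In the pancreas at week 9, of 64 genes called (limma, n = 3 mice each), 62 were higher on HFD. Ms4a1, the B cell antigen CD20, rose by 5.10 on the log2 scale (SE 0.494, adjusted p = 0.000223), Bank1, a B cell scaffold protein, by 2.85 (SE 0.349, adjusted p = 0.0019) and the antigen receptor subunits Cd79b and Cd79a by 2.31 (SE 0.255, adjusted p = 0.000759) and 1.71 (SE 0.234, adjusted p = 0.00506). Cxcl13, the chemokine that draws B cells, rose by 4.47 (SE 0.661, adjusted p = 0.00628), Cd74, a chaperone of MHC class II, by 2.72 (SE 0.511, adjusted p = 0.0285), and Cd36, a fatty acid transporter and scavenger receptor, by 3.60 (SE 0.667, adjusted p = 0.0272). The macrophage lysozyme Lyz2 and the GTPase Rac2 rose by 2.69 (adjusted p = 0.0428) and 1.96 (adjusted p = 0.0403). Of 11 B cell markers 6 were higher, also adjusted over the list alone, and this list kept its call with an estimated correlation (adjusted p = 3.11e-11 in camera, 0.0278 with the estimate). Higher over all genes and adjusted over the list alone were 1 and 8 of 20 macrophage markers, 3 and 13 of 44 phagosome genes, 2 and 9 of 27 chemokines and receptors, and 1 and 7 of 9 MHC class II genes. With an estimated correlation their adjusted p-values were 0.194, 0.194, 0.0818 and 0.0818. At week 18 limma called 0 genes (1755 at an unadjusted p under 0.05). The effect on B cell markers differed between the weeks (adjusted p = 0.0365 with the estimate, 0.414 over all arrays). When H38 and R7 were included, limma called 0 genes at week 9 (1724 at an unadjusted p under 0.05), with adjusted p-values of 0.291 for Ms4a1, 0.401 for Cd79b and 0.333 for Cxcl13, and 0 at week 18 (3042 unadjusted).
Adipocyte markers stood at 7.66 in H7 and 6.43 in H35 (RC 4.68 to 5.00), and with the adipocyte score as a covariate limma called 0 genes at week 9 (983 at an unadjusted p under 0.05) and the 64 genes kept a median of 0.661 of their log2 difference (quartiles 0.538 and 0.789). The count of 64 became 14 with only the groups compared, 22 with only genes above the median of mean log2, 35 with the array run as a block, 128 with quantile normalization, and 115 with the clock phase, an alternative chosen after seeing the data. It became 115, 588, 17 and 13 without H4, H10, H35 and H7, and 97, 42, 42, 18, 35 and 16 without R20, R11, R9, R1, R17 and R5. The calls of Cxcl13, Cd36, Cd74, Rac2 and Lyz2 were lost in 1, 4, 5, 9 and 12 of the 18 refits that each left out 1 array.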

The enrichment mainly came from samples of week 9. The pairwise sample comparisons of the RC and HFD groups at week 9 were shown in the last column of Table S13. However, the chemoattractant *MCP-1*, *F4/80*, and *Adam8* did not contribute significant loadings in

pancreatic HFD gene eigenvector. Instead, the loading of *Mmd* (the monocyte to macrophage differentiation-associated gene) ranked 28.

**Table S12: The macrophage-related inflammation genes, and their loadings and ranks in the adipose first gene eigenvector.**

**Table S13: Pairwise sample comparisons for the macrophage-related pathways, inflammation pathways, and their signaling pathways.** That is, at a certain time point, we compare a pair of samples from different groups, using the expressions from one specific pathway by the Wilcoxon rank test. The fractions of up-regulated pairs are shown, in which the significance level is taken to be 0.05.

**Profound down-regulation of cholesterol/steroid biogenesis in the hepatic HFD gene eigenvector.** When we checked the hepatic HFD gene eigenvector in details, it turned out that almost all the genes of the cholesterol biogenesis pathway were at the very end of down-regulation. They included the top six genes: *Sqle* (squalene epoxidase), *Idi1* (isopen-tenyl-diphosphate delta isomerase), *Fdps* (farnesyl diphosphate synthetase), *Cyp51* (cytochrome P450, family 51), *Sc4mol* (sterol-C4-methyl oxidase-like), and *Nsdhl* (NAD(P) dependent steroid dehydrogenase-like). 

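Counted from the end opposite to HFD along the second gene eigenvector of the liver, Sqle ranked 1 of 18194 genes, Idi1 2, Cyp51 4, Fdps 5, Msmo1 6 and Nsdhl 8. Cdh1, an adhesion protein of epithelial cells outside the pathway, ranked 3. The cholesterol list had 13 of its 17 genes among the first 35 ranks and 16 among the first 100. Its mean percentile was 0.59 (adjusted p = 2.91e-11, two-sided Wilcoxon rank-sum test with genes as units).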

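The ranks of Mvd, Lss, Dhcr7, Pmvk, Hmgcs1 and Fdft1, enzymes between acetoacetyl-CoA and cholesterol, were 9, 15, 16, 18, 20 and 31 from the end opposite to HFD. Sc5d ranked 47. Apoe, which carries lipids in plasma and is no enzyme of the pathway, ranked 10948, and its log2 difference on HFD averaged over the weeks was 0.07 (adjusted p = 0.66, limma).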

In the top-35 list, eight other genes were in the cholesterol biogenesis pathway: *Pmvk* (phosphomevalonate kinase), *Hmgcs1* (3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1), *Dhcr7* (7-dehydrocholesterol reductase), *Lss* (lanosterol synthase), *Mvd* (mevalonate decarboxylase), *Fdft1* (farnesyl diphosphate farnesyl transferase 1), *ApoE* (apolipoprotein E), and *Sc5d* (sterol-C5-desaturase). Fig. S4 and Table S14 showed the loadings of the hepatic HFD gene eigenvector on the KEGG steroid biosynthesis pathway, where down-regulation was marked in blue and up-regulation was marked in red. This pathway is upstream of bile acid, cholesterol, and steroid hormone biosynthesis. Dhcr24 (24-dehydrocholesterol reductase. EC:1.3.1.72), which is up-regulated substantially, is an exception in this KEGG pathway. Next we applied the BASE2.0 method to the hepatic HFD gene eigenvector to detect the enriched regulatory motifs around the gene regulatory regions. The most significantly enriched TRANSFAC motifs included those for Sterol Regulatory Element-Binding Proteins SREBP\_Q3 (p-value $\approx$ 0.001), SREBP1\_Q2 (p-value $\approx$ 0.0034), SREBP1\_Q5 (p-value $\approx$ 0.0064), and SREBP1\_Q6 (p-value $\approx$ 0.0068, see Fig. S5 for its logo). Their

binding transcription factors are SREBP1A/1C or SREBP2. 

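Srebf1, which activates genes of lipid synthesis, rose by 1.08 on the log2 scale in the HFD liver averaged over the weeks (SE 0.126, adjusted p = 0.000117, limma, 12 HFD and 9 RC mice), and by 1.41 at week 9 and 1.45 at week 18. Srebf2, its paralog, had a difference of -0.16 (SE 0.0647, adjusted p = 0.314). Among 18194 genes Srebf1 ranked 173 from the HFD end of the second gene eigenvector, and Srebf2 ranked 2570 from the other end.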

At the expression level, the loading of *Srebf1* (sterol regulatory element binding transcription factor 1) ranked 20 at the HFD end of the gene eigenvector, while that of *Srebf2* (sterol regulatory element binding factor 2) was near zero. SREBP2 controls cholesterol homeostasis by stimulating transcription of sterol-regulated genes<sup>10</sup>.

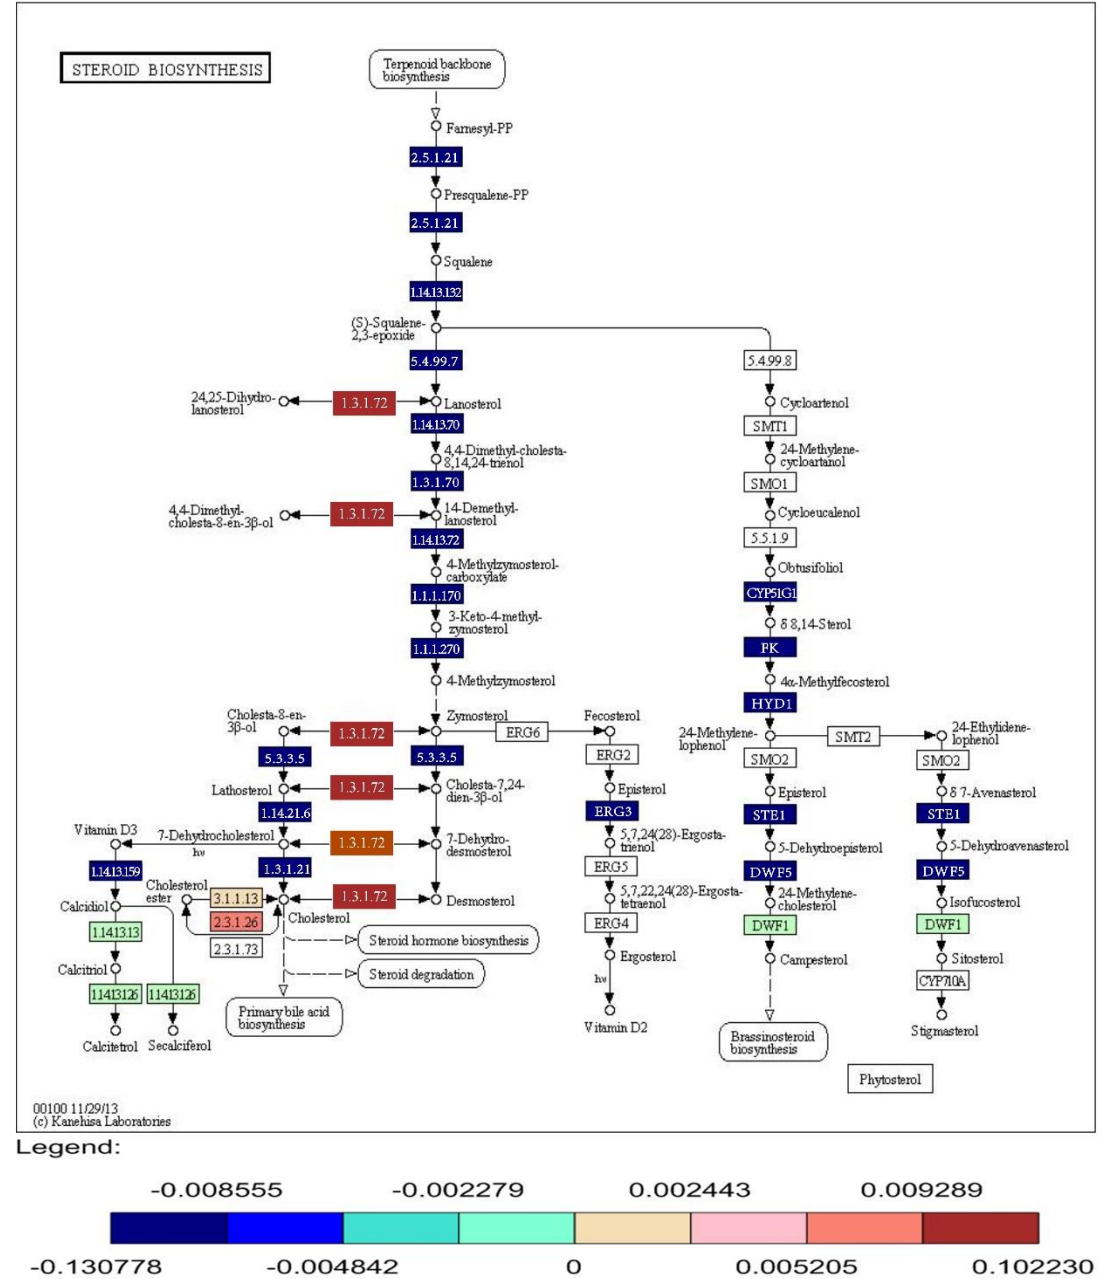

**Fig. S4: The loadings of hepatic second/HFD gene eigenvector on the Steroid Biogenesis pathway (KEGG<sup>11</sup>).** The down-regulation is marked in blue and up-regulation is marked in red. Some genes are represented by EC numbers<sup>12</sup>, whose

corresponding gene symbols can be found in Table S15.

**Table S14: The genes in the Steroid Biogenesis pathway (KEGG) shown in Fig. S4 and related pathways.** From left to right are their gene symbols, EC numbers, loadings in the hepatic second/HFD gene eigenvector, ranks (negative value means ranks from the negative end), and GenMAPP<sup>13</sup> pathways they belong to.

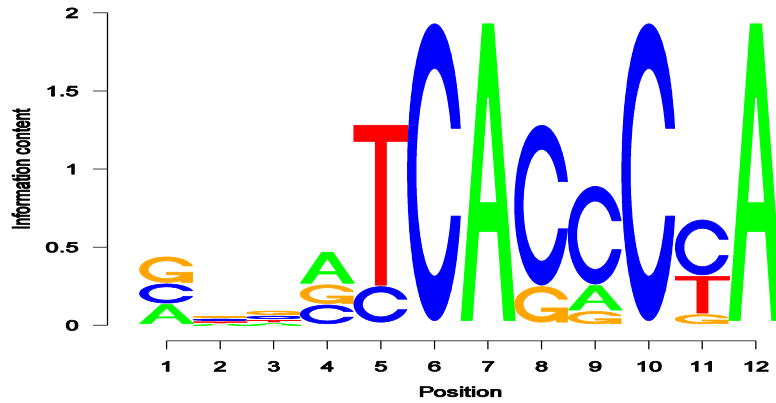

**Fig. S5: The logo of the Steroid Response Element, SREBP\_Q3 from TRANSFAC.**

**Diverse expression patterns of BCAA degradation pathway in the adipose, the liver, and the pancreas.** In the main text, we showed that the gene eigenvectors displayed different regulation patterns of BCAA degradation across tissues. Next we directly compared the HFD and RC groups for different tissues along the time course of the experiments (Table S15). We observed opposite regulations of BCAA degradation pathway in the adipose and pancreas tissues, namely, down-regulation in the adipose tissue while up-regulation in the pancreas. For the adipose tissue, at week 9, eight out of nine (8/9) pair-wise comparisons were significantly down-regulated for the KEGG pathway, and 9/9 comparisons were so for the REACTOME pathway. The comparison was regarded as significant if the p-value was less than 0.05. At week 18, the down-regulation was significant across the board. Impaired glucose tolerance and insulin resistance as measured by GTT/ITT results were associated with the HFD (Fig. 2A), and thus associated with BCAA degradation in the adipose tissue. This association between GTT and down-regulated BCAA degradation pathway in the adipose tissue was further validated by comparing the samples from the HFD-W18-Gw and the HFD-W18-Gb subgroups. Five out of six (5/6) pairs were significantly down-regulated for the KEGG pathway and 4/6 pairs were significant for the REACTOME pathway. In comparison, most pairwise comparisons between the two diet groups in the pancreas showed up-regulation at week 18: 5/6 for the KEGG pathway and 6/6 for the REACTOME pathway. At week 9, 6/9 pairs showed up-regulation for the KEGG pathway. 

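At week 9 the wider BCAA list was higher in the HFD pancreas array in 2 of 9 pairs, and the core list in 0, at p under 0.05 by two-sided Wilcoxon rank-sum tests. In the adipose tissue at this week the wider list was lower on HFD in 5 of 9 pairs and the core list in 9.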

The results of BCAA degradation in the liver samples were not as impressive as in the adipose and pancreas. At week 18, 6/9 pairs showed up-regulation for the KEGG pathway for the liver samples.

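In the liver at week 18 the wider BCAA list was higher on HFD in 6 of 9 pairs of Gb with RC and in 6 of 9 pairs of Gw with RC, and the core list in 10 of 18 (two-sided Wilcoxon rank-sum test, p under 0.05). Of 43 genes 7 were higher at this week over all genes in limma and none was lower, or 9 and 2 adjusted over the list alone. Acadm, the medium-chain acyl-CoA dehydrogenase, rose by 0.52 on the log2 scale (SE 0.124, adjusted p = 0.0233). The list had an adjusted p of 0.000345 in camera and 0.392 with an estimated correlation. At week 9, 4 of 9 pairs were higher.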

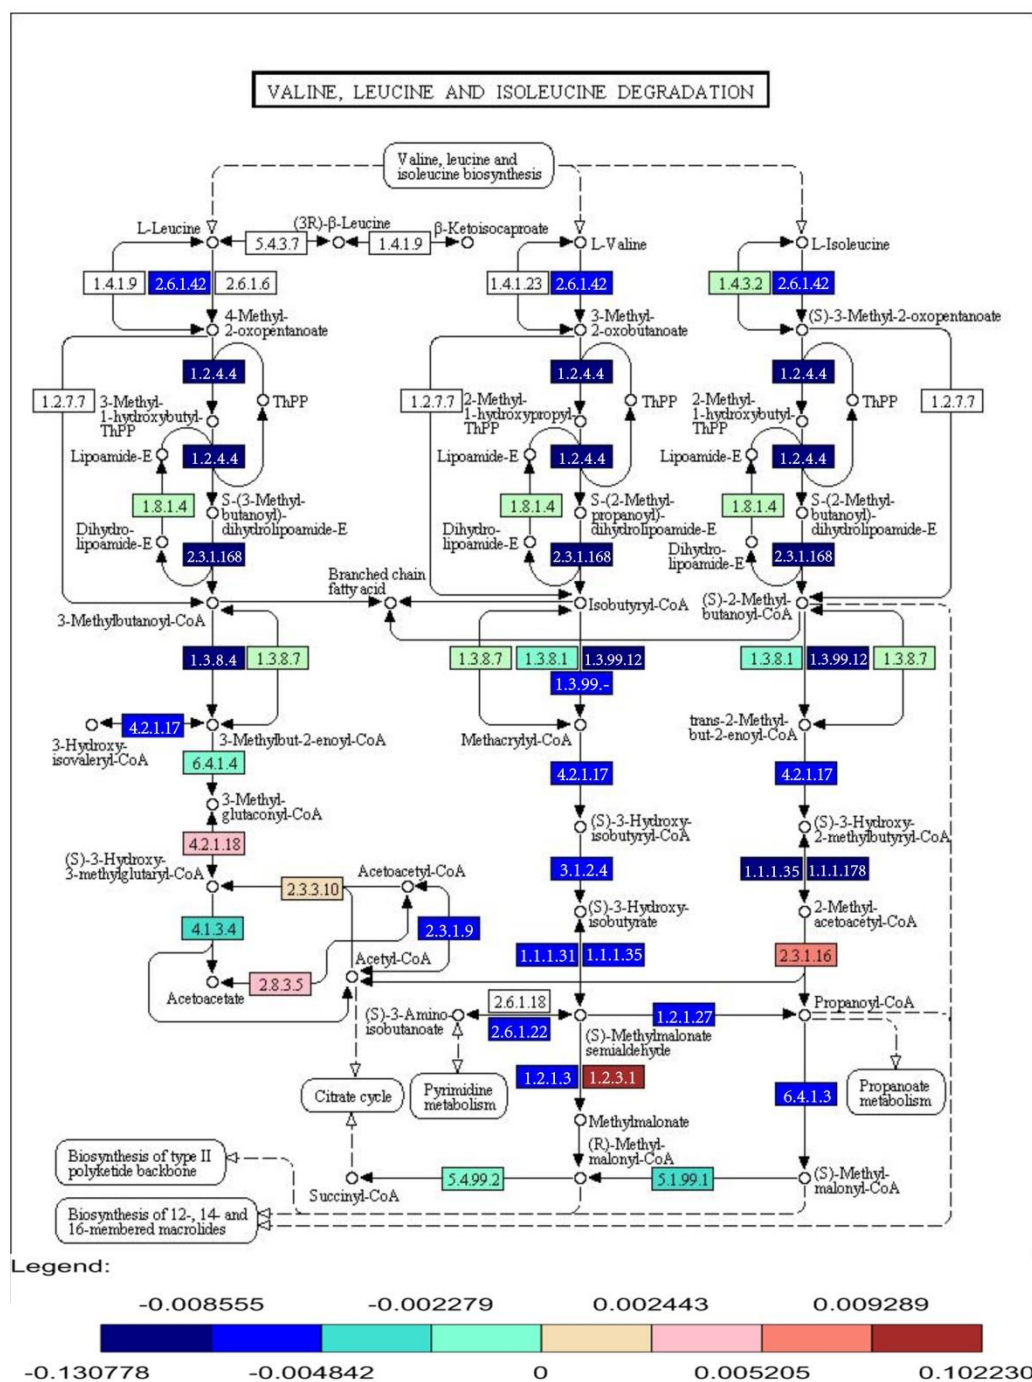

**Fig. S6: The loadings of adipose first gene eigenvector on the KEGG BCAA degradation pathway<sup>11</sup>.** The down-regulation is marked in blue and up-regulation is marked in red. The key genes Bcat1 and Bcat2 are represented by the node of EC: 2.6.1.42, and the genes Bckdha and Bckdhb are represented by the node of EC: 1.2.4.4.

**Table S15: The regulation of BCAA degradation shows opposite directions in the adipose, the pancreas, and the liver.** At a certain time point, we compare a pair of samples from different groups, using the expressions from the BCAA degradation pathway by the Wilcoxon rank test. The fractions of up- or down-regulated pairs are shown, in which the comparison is regarded as significant if the p-value is less than 0.05.

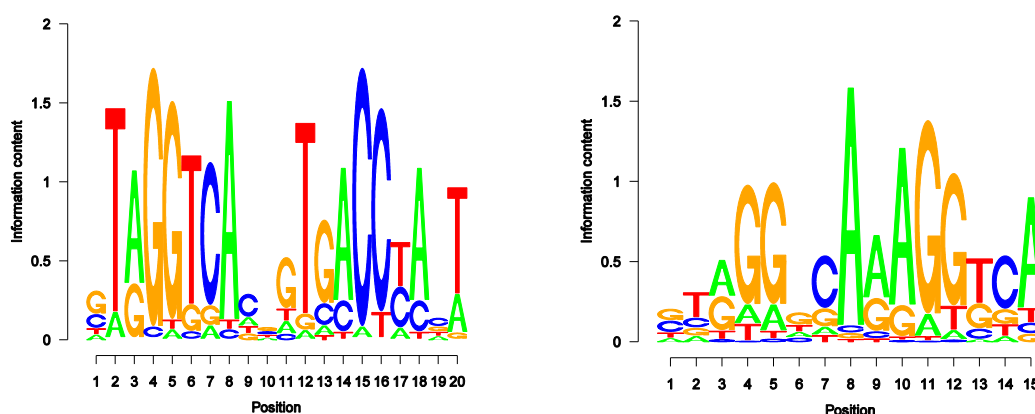

**Fig. S7: The JASPAR motif logos.** Left: PPARG; right: PPARG:RXR.

**Table S16: The loadings and ranks of the genes downstream of the HIF-1 signaling pathway, other genes that stimulate angiogenesis, and genes in response to hypoxia, from the HFD end in the pancreatic first gene eigenvector.**

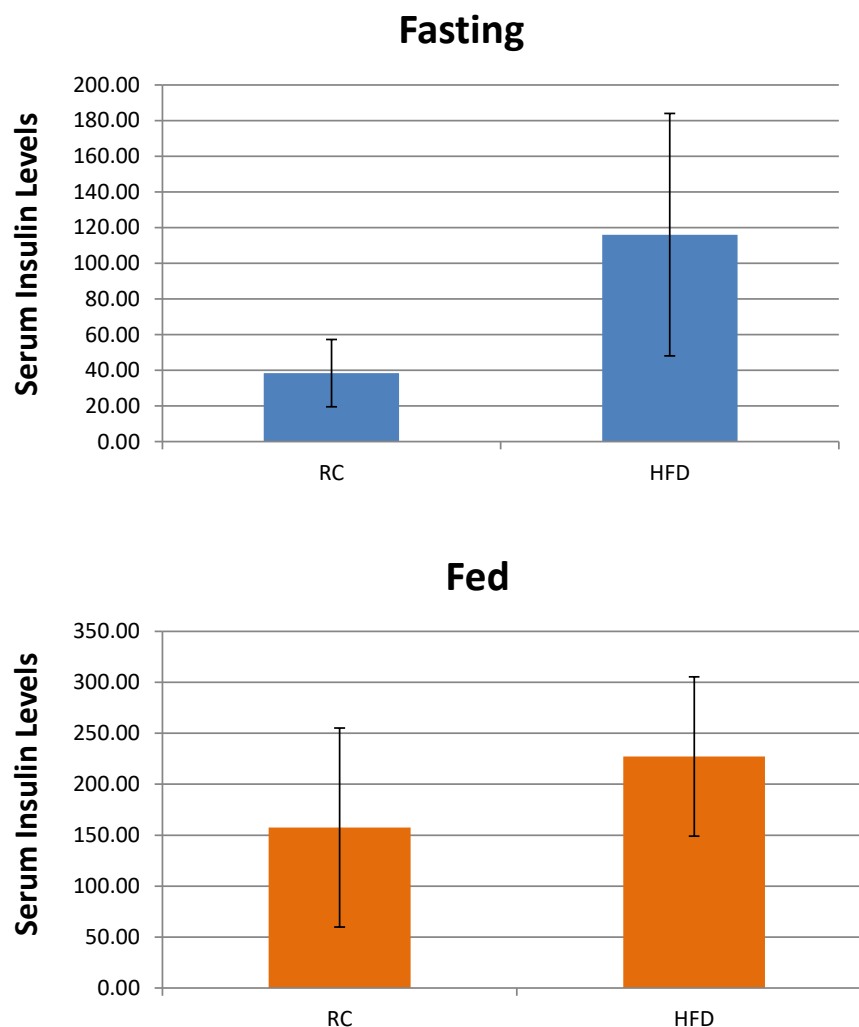

**Fig. S8. Fasting and fed serum insulin levels of the mice fed with RC or with the HFD at the 18-week.** The number of experimental mice was  $n = 3$  (RC-fed mice) and  $n = 5$  (HFD-fed mice).

## References

- 1 Cluster and TreeView.
- 2 Cluster3.0.
- 3 Cheng, C. et al. Significant and systematic expression differentiation in long-lived yeast strains. *PLoS One* 2, e1095, doi:10.1371/journal.pone.0001095 (2007).
- 4 Wei, M. et al. Tor1/Sch9-regulated carbon source substitution is as effective as calorie restriction in life span extension. *PLoS Genet* 5, e1000467, doi:10.1371/journal.pgen.1000467 (2009).
- 5 Ge, H. et al. Comparative analyses of time-course gene expression profiles of the long-lived sch9Delta mutant. *Nucleic Acids Res* 38, 143-158, doi:10.1093/nar/gkp849 (2010).
- 6 Wang, L. et al. Induction of apoptosis through ER stress and TP53 in MCF-7 cells by the nanoparticle [Gd@C82(OH)22]n: A systems biology study. *Methods* 67, 394-406, doi:10.1016/j.ymeth.2014.01.007 (2014).

- 7 Erridge, C., Attina, T., Spickett, C. M. & Webb, D. J. A high-fat meal induces low-grade endotoxemia: evidence of a novel mechanism of postprandial inflammation. *Am J Clin Nutr* 86, 1286-1292 (2007).
- 8 Heilbronn, L. K. & Campbell, L. V. Adipose tissue macrophages, low grade inflammation and insulin resistance in human obesity. *Curr Pharm Des* 14, 1225-1230 (2008).
- 9 Xu, H. et al. Chronic inflammation in fat plays a crucial role in the development of obesity-related insulin resistance. *J Clin Invest* 112, 1821-1830, doi:10.1172/JCI19451 (2003).
- 10 Pai, J. T., Guryev, O., Brown, M. S. & Goldstein, J. L. Differential stimulation of cholesterol and unsaturated fatty acid biosynthesis in cells expressing individual nuclear sterol regulatory element-binding proteins. *J Biol Chem* 273, 26138-26148 (1998).
- 11 Kanehisa, M., Furumichi, M., Tanabe, M., Sato, Y. & Morishima, K. KEGG: new perspectives on genomes, pathways, diseases and drugs. *Nucleic Acids Res* 45, D353-D361, doi:10.1093/nar/gkw1092 (2017).
- 12 International Union of Biochemistry and Molecular Biology. Nomenclature Committee & Webb, E. C. Enzyme nomenclature 1992 : recommendations of the Nomenclature Committee of the International Union of Biochemistry and Molecular Biology on the nomenclature and classification of enzymes. (Academic Press, 1992).
- 13 Dahlquist, K. D., Salomonis, N., Vranizan, K., Lawlor, S. C. & Conklin, B. R. GenMAPP, a new tool for viewing and analyzing microarray data on biological pathways. *Nat Genet* 31, 19-20, doi:10.1038/ng0502-19 (2002).

How the deposited data were processed for this re-analysis (not part of the article)

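Transcripts of epididymal adipose tissue, liver and pancreas of male CD-1 mice on RC or HFD were measured on Affymetrix Mouse430-2.0 arrays, 1 array per tissue and mouse. Each of the 62 arrays was mapped to a diet, a week (1, 9 or 18) and a mouse from the sample labels and Table S1, and no column of the value table was without a sample. The 59 arrays used in the paper gave the main values, and all 62 gave an alternative. The adipose and liver arrays taken as mouse H1 carry mouse number 11 in their titles, but their array names give H1, and Table S1 lists H1 and no HFD mouse 11. Replicates are different mice, and no mouse received both diets.

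The values the authors deposited are intensities on a linear scale. The submitters' processing notes name RMA and MAS5 without a version, and the methods name these methods, the sub-sub normalization of probes within blocks and the probe-treatment-reference summarization per tissue. Which of them made the deposited intensities is not given in the sources used here, and scanner files were not analysed here, so that another background correction could not be tried. The design had assumed log2 values. Since the table was linear, log2 of each intensity was taken with a floor of 1, which 0 values lay under. Array medians within a tissue differed by less than the limit set for adding a normalization, and none was added. The signal relative to background is not known from the table, and the number of arrays limits the precision.

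The platform annotation paired 34958 probe sets with 1 gene symbol, 932 with several and 9211 with none. Probe sets with several symbols or none were not used. No symbol was updated. For each of 18194 genes the probe set with the highest mean log2 value over the arrays of the tissue was kept. Some genes the paper names are not analysed here.

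In each tissue limma was fitted to the 7 groups together, with moderated statistics from eBayes and Benjamini-Hochberg adjustment over all genes, and a gene was called at an adjusted p under 0.05. A group of 1 array, HFD pancreas at week 1, is assumed to vary like the others. HFD was compared with RC at each week, with the Gw and Gb means averaged at week 18, and over the weeks with equal weight (weeks 9 and 18 in the pancreas), and RC mice of week 18 were compared with RC mice of week 1. For 35 gene lists, written from textbook knowledge and from the paper's Tables S12 and S16, members called higher and lower were counted over all genes and adjusted over the list alone, and the list was compared with the other genes by camera with a preset correlation of 0.01 and again with an estimated correlation. The log2 matrix of each tissue was decomposed into singular vectors without centring, and the first component was set aside as the baseline. Signs were set so that HFD or week 18 was positive. Loadings were compared between diets within weeks and between weeks within diets by exact permutation. Lists were tested along the gene eigenvectors with two-sided Wilcoxon rank-sum tests, and lists of under 10 genes with 20000 random draws. Single arrays were compared in pairs in the manner of Tables S13 and S15. The arrays were also clustered over the 10000 genes with the largest median absolute deviation.

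The genes named are those the paper names in its results and in Tables S12, S14 and S16, the 5 largest rises and 5 largest falls among called genes for HFD on average and for age on RC in each tissue, and the 2 to 4 members with the smallest p of each list described. The values of these tables had been seen when the lists were written. Tests of adipocyte RNA, HIF-1 activity and the array run as causes, and of the clock phase, were chosen after data or results were seen. The other tests, the lists and the rule for named genes were fixed before the data were examined. The alternatives fixed at that time were all mapped arrays, with and without array quality weights, the mean of all probe sets of a gene, all probe sets, quantile normalization, only genes above the median of mean log2, each gene centred on its mean, the array run as a block, leaving out R17, only the groups compared, trended and robust eBayes, the adipocyte score as a covariate, the mean of weeks 1, 9 and 18 in the pancreas, an estimated correlation in camera, one-sided tests of pairs, and leaving out each array in turn. The clock phase as a covariate, the arrays with acinar or with hepatocyte transcripts left out, and the adipocyte and B cell scores together were added after the data were seen.

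The limma fits were tested on simulated data with 200 changed genes planted among 18194, 67 of them at a log2 difference of 0.5, 67 at 1 and 66 at 2. In the liver averaged over the weeks 82.1%, 97% and 98.5% of these were called, at week 9 17.9%, 77.6% and 100%, at week 18 25.4%, 89.6% and 97%, and with age 20.9%, 82.1% and 100%. In the adipose tissue the shares were 70.1%, 94% and 98.5% averaged over the weeks, 23.9%, 73.1% and 97% at week 9, 26.9%, 85.1% and 97% at week 18, and 22.4%, 74.6% and 90.9% with age. In the pancreas they were 8.96%, 76.1% and 100% averaged over weeks 9 and 18, 1.49%, 44.8% and 89.4% at week 9, 0%, 40.3% and 92.4% at week 18, and 2.99%, 22.4% and 83.3% with age. A planted eigenvector correlated across genes with the recovered one at r = 0.639, 0.588 and 0.441 for diet and 0.822, 0.775 and 0.666 for age in the liver, adipose tissue and pancreas. The recovered one was the second component for diet and the first for age in each tissue. These shares and correlations describe the simulated data. How far they carry over to the real arrays, where genes of a list move together and some arrays carry transcripts of other tissues, was not tested. The computations used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.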

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

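The tests of adipocyte RNA, of HIF-1 activity and of the array run, for the age genes and for R17, were chosen after the result was seen, and the clock phase of the test of time of day after the data were seen.

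The genes of Table S16 had a median log2 difference of 0.837 in the HFD pancreas, and the median of adipocyte markers was higher too. Few genes of either list were called over all genes, and neither list kept its call with an estimated correlation. For this shift 2 explanations were examined. RNA of adipocytes in these samples is a candidate explanation: across the 40 genes the HFD difference rose with the difference between RC adipose tissue and RC pancreas of week 1 (Spearman's rho across genes 0.653, bootstrap interval 0.4 to 0.811, permutation p = 1e-05, the smallest the permutations can give), the 36 genes higher in adipose tissue had a median of 1.01 and the 4 others one of -0.0428, and this form of the test replaced one whose 2 differences shared RC pancreas arrays. Over all genes rho was 0.533. HIF-1 activity on HFD is not excluded either: the 26 other targets had a camera adjusted p of 0.801, with 13 of them higher and quartiles of -0.0927 and 0.273. Whether such adipocytes lay within the pancreas or beside it was not tested, and a diet effect on these genes in pancreatic cells stays open.

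In RC livers 1724 genes differed between weeks 18 and 1, and the clock phase, the mean of Dbp, Per3, Tef, Nr1d1, Nr1d2, Ciart and Per2 minus that of Arntl, Npas2, Clock and Nfil3, was -1.49 ± 0.146 (SD, n = 3) at week 18 and 1.28 ± 0.524 (SD, n = 3) at week 1. A shift along this clock phase is argued against as the whole cause. With the clock phase in the model the called genes had a median of 0.942 of their log2 difference (quartiles 0.759 and 1.15). The phase is a single linear score, so that an effect of the time of day at sacrifice that does not follow it stays open. The count fell to 37, of which 32 were among the 1724, as the median standard error rose from 0.169 to 0.242 and the median size changed from 0.682 to 0.643. With the array run in the model this ratio was 1.4 (quartiles 1.16 and 1.65) and 1257 genes were called, 763 of them among the 1724, but run and age are separated by R17 alone and cannot be told apart. Age itself stays open and was not tested apart from these.

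The RC mouse R17 of week 9 lay beside the RC mice of week 1 along the age component, at -0.22 in the liver (week-1 mean -0.291, the other week-9 mice 0.102), -0.37 in the adipose tissue (-0.217 and -0.0574) and -0.4 in the pancreas (-0.385 and 0.00235). A swap with a week-1 mouse is argued against, since 0 week-1 mice lay nearer to the other week-9 mice in all 3 tissues, though 1 did in the pancreas. An effect of the array run, which R17 shares with week 18, stays open: R17 lay nearer to the week-1 mean than to the week-18 mean in 3 tissues, which restates the pattern. A single wrong label and a difference of this mouse stay open too, and no biological explanation was tested.

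Single arrays lay far from the rest of their group in 23 of 221 groups tested, where chance gives about 1 in 20, and the gap to the nearest array divided by the range of the group is given for each. All are HFD mice of week 18, the groups with enough arrays for this test. In the liver, H17 was highest in acinar cell markers (0.854, mean log2 8.00 against 4.03 to 4.61) and in macrophage markers (0.649, 7.41 against 6.64 to 6.91). H12 was lowest in proteasome genes (0.667, 9.47 against 9.65 to 9.74) and Pdia3 (0.671, 10.68 against 11.23 to 11.50) and highest in Dhcr7 (0.646, 9.82 against 7.73 to 8.47). H26 was lowest in Plin4 (0.645, 5.82 against 7.13 to 7.85).

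In the adipose tissue, H17 was highest in acinar cell markers (0.955, 7.61 against 3.83 to 4.00). H26 was lowest in brown adipocyte markers (0.88, 5.46 against 6.27 to 6.38), in the genes of Table S12 (0.735, 7.99 against 9.07 to 9.46), in Adam8 (0.963, 6.85 against 8.95 to 9.03), Ighm (0.774, 10.59 against 11.79 to 12.14), Msr1 (0.722, 6.33 against 7.76 to 8.31) and Ube2c (0.75, 6.08 against 6.44 to 6.56). H12 was lowest in Col5a3 (0.801, 7.96 against 9.45 to 9.82) and Masp1 (0.719, 5.02 against 5.43 to 5.59).

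In the pancreas, H4 was highest in endothelial markers (0.75, 6.56 against 5.72 to 5.93), Psmd2 (0.653, 9.17 against 8.42 to 8.68), Tgfbr2 (0.733, 8.37 against 7.17 to 7.49) and Timp2 (0.737, 10.52 against 8.96 to 9.37). H17 was lowest in red blood cell markers (0.651, 4.12 against 4.53 to 4.75) and highest in Bank1 (0.747, 4.67 against 3.72 to 3.96) and Prss3 (0.724, 12.28 against 11.05 to 11.39). H2 was highest in Angptl4 (0.674, 8.59 against 5.92 to 6.79).

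The effect of HFD differed between weeks 18 and 9 for 1 gene in the liver and 1 in the pancreas by limma's test of the difference. In the liver it was 3930402G23Rik, with 0.31 at week 9 and -1.13 at week 18 (difference -1.45, SE 0.205, adjusted p = 0.0174). In the pancreas it was Ms4a1, with 5.10 at week 9 and -0.41 at week 18 (difference -5.51, SE 0.698, adjusted p = 0.00944), while over all arrays limma called 0 pancreas genes for this difference (1899 at an unadjusted p under 0.05, smallest adjusted p = 0.353). 3930402G23Rik lies outside the rule for named genes and is named after its value was seen. Among the lists, the B cell markers of the pancreas differed between these weeks with an estimated correlation (adjusted p = 0.0365), and not over all arrays (adjusted p = 0.414). The effect of HFD on the BCAA lists differed between pancreas and adipose tissue of the same mice, with p = 0.000595 for the wider list and p = 0.00119 for the core list (exact permutation within week). The lowest adipose values of both lists were those of H7 and H17, whose adipose arrays carried acinar cell markers. This difference was not computed without both. In the pancreas the median of adipocyte markers was higher on HFD, and its part in the difference was not tested.

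In arrays or genes the paper does not discuss, markers of other tissues exceeded the range of the RC arrays. The unused pancreas array H38 had mean log2 values of 8.20 for adipocyte markers (RC 4.68 to 5.00), 7.32 for B cell markers (3.93 to 4.33) and 8.90 for mesothelial markers (5.53 to 6.45). Acinar cell markers stood at 8.00 in the liver of H17 (RC 4.12 to 5.10) and at 7.49 and 7.61 in the adipose tissue of H7 and H17 (3.79 to 5.24). Epididymis and testis markers stood at 4.14 in the adipose tissue of H40 (3.24 to 3.51).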

How the results depend on the processing

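The clock phase, the combined adipocyte and B cell scores, and the sets without acinar or hepatocyte arrays were chosen after the data were seen, and the other alternatives before. Over 258 results and 19 alternatives, 2101 of 2678 values kept their direction and their side of the threshold (counts of genes: stayed within 1.5 times), 438 kept the direction and lost the call, 30 gained one, 86 moved and 23 reversed. Over the arrays left out one at a time, 4087 of 4879 values held, 564 lost the call, 46 gained one, 170 moved and 12 reversed. Quantile normalization left 227 of 250 values as they were, the mean of all probe sets 231 of 250, the array run as a block 184 of 236, only the groups compared 199 of 236, and the clock phase 143 of 236. Each cause below was not tested, except that only the groups compared fits fewer arrays, the sets with arrays left out test fewer arrays, and only genes above the median of mean log2 tests fewer genes. The signal over background is unknown here, which limits what can be said of dim genes. No paired analysis was possible because no mouse received both diets and the groups of diet and week share no mouse, while tissues of the same mice were compared for the BCAA lists and the clock phase. The background correction could not be varied.

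With camera and an estimated correlation 60 of 63 list calls were lost, with the same medians, among them the adipose BCAA core list (-0.279) and macrophage markers (0.617), and in the pancreas the wider BCAA list (0.162) and Table S16 (0.837). Pairs tested one-sided left all 8 values compared here as they were by the rule above, though some counts of pairs moved.

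With all mapped arrays, HFD changed 22 adipose genes at week 18, 0 pancreas genes at week 9 and 1 on average, 985 pancreas genes changed with age, and the pancreas correlation with the RC-only eigenvector was 0.903. With array quality weights added, HFD changed 47 adipose genes at week 18, 39 at week 9 and 511 on average, 3 liver genes at week 1, 493 at week 18, 29 at week 9 and 357 on average, and 119 pancreas genes on average, and 2229 pancreas genes changed with age. Over all probe sets the adipose correlation with the RC-only eigenvector was 0.62.

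With the array run as a block, HFD changed 23 adipose genes on average, 4 liver genes at week 9, and 35 pancreas genes at week 9 and 25 on average. With age 2026 adipose and 298 pancreas genes changed, counts that rest on R17 as the only mouse that separates run from age. Without R17, the adipose correlation was 0.489, 901 adipose and 211 pancreas genes changed with age, and HFD changed 4 liver and 35 pancreas genes at week 9.

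With the mean of all probe sets, HFD changed 524 liver genes at week 18 and 17 pancreas genes on average, and Fgfrl1 in the pancreas reversed to 0.407. With the mean of weeks 1, 9 and 18 the pancreas count was 8 and Fgfrl1 reversed to 0.204. With only the groups compared, HFD changed 1 adipose gene and 88 liver genes at week 18. At week 9 it changed 11 liver and 14 pancreas genes. With age 30 adipose, 797 liver and 62 pancreas genes changed under this setting. With quantile normalization, 287 adipose, 1010 liver and 8 pancreas genes changed with age, HFD changed 426 liver genes at week 18 and 128 pancreas genes at week 9, the wider BCAA list in the pancreas had a median of 0.0347 and lost its call, and the liver correlation with the RC-only eigenvector was 0.9. With trended and robust eBayes, HFD changed 13 pancreas genes on average and 292 changed with age. With only genes above the median of mean log2, HFD changed 25 adipose genes at week 18 and 155 on average, and 22 pancreas genes at week 9, 443 pancreas genes changed with age, the wider BCAA list in the pancreas lost its call at 0.132, and the liver correlation was 0.909.

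With the adipocyte score as a covariate, HFD changed 423 liver genes at week 18 and 126 on average, and 0 pancreas genes at week 9 and on average. In the pancreas the wider BCAA list (0.11) and Table S16 (0.28) lost their calls, and Ang (-1.77), Angptl4 (-0.304), Timp4 (-0.29) and the adipocyte markers themselves (-0.0123 on average, and 0.0419 at week 9, where the test's direction turned) reversed. In the liver the adipocyte markers at week 18 (-0.12) reversed, as did Irs1 (0.094) in a comparison other than week 18. With the adipocyte and B cell scores together, HFD changed 0 pancreas genes at week 9 and on average. Ang (-0.546), Angptl4 (-0.17), Egr1 (-0.464), Fgfrl1 (0.0272), Timp4 (-0.0665), Gcg (1.49), Ins2 (0.817) and islet markers (0.916) at week 9, and adipocyte markers (-0.151 at week 9, -0.0543 on average) reversed, and for the B cell markers the direction of the test turned with medians of 0.719 at week 9 and 0.223 on average. A score made from a list removes most of that list by construction.

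With the clock phase as a covariate, HFD changed 0 adipose genes at week 18 and 13 on average, 1 liver gene at week 1 and 94 at week 18, and 115 pancreas genes at week 9 and 0 on average, while 0 adipose, 37 liver and 0 pancreas genes changed with age, and Dbp in the liver with age (0.281), itself part of the phase, and Fgfrl1 in the pancreas (0.0223) reversed. Without the arrays with acinar transcripts, HFD changed 1 adipose gene at week 18 and 1 on average, 326 adipose genes changed with age, and the adipose correlation was 0.631. Without those with hepatocyte transcripts, HFD changed 1 adipose gene on average and 297 changed with age.

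Leaving out 1 array in turn gave these ranges. Adipose counts were 0 (without H36) to 1 (H26) between Gw and Gb, 0 to 53 (H35) for HFD at week 9, 0 to 720 (R9) at week 18 and 0 to 578 (R9) on average, and 131 (R19) to 901 (R17) for age. Liver counts were 0 to 1 at week 1, 4 (H7) to 19 at week 9, 132 (R11) to 1586 (R7) at week 18, 105 (H36) to 352 (R7) on average and 604 (R11) to 2319 (R7) for age. Pancreas counts were 13 (H7) to 588 (H10) at week 9, 0 (R9) to 552 (H10) on average and 0 (R20) to 243 (R5) for age. The correlation with the RC-only eigenvector was 0.46 (R9) to 0.648 (R7) in the adipose tissue, 0.845 (R11) to 0.956 (H12) in the liver and 0.287 (H7) to 0.898 (R20) in the pancreas. The diet difference along the first pancreas eigenvector was 0.132 (H7) to 0.396 (H40). Reversals occurred for Irs1 in the liver, -0.156 (R9) to 0.012 (R7), in a comparison other than week 18. In the pancreas they occurred for Fgfrl1, -0.0567 (R17) to 0.0448 (H26), and Ang, -0.246 (H7) to 0.397 (R1). Medians of lists moved by over 1.5 times as well. Adipose macrophage markers at week 18 ran from 0.688 (R7) to 1.63 (R9), and on average the phagosome list from 0.121 (R7) to 0.217 (R9) and insulin signaling from -0.0824 (H38) to -0.0382 (H36). In the liver at week 18 the core and wider BCAA lists ran from 0.0974 (R11) to 0.249 (H12) and from 0.0989 (R11) to 0.25 (R7), adipocyte markers from 0.102 (H1) to 0.278 (H17), ribosomal proteins from -0.211 (R11) to -0.0752 (R9), insulin signaling from 0.136 (R11) to 0.299 (R7) and the phagosome list from 0.122 (R11) to 0.218 (R9), the cholesterol list at week 1 from -1.22 (R21) to -0.578 (R19), and with age fatty acid oxidation from -0.45 (R19) to -0.126 (R21) and oxidative phosphorylation from 0.0739 (R9) to 0.172 (R11). In the pancreas at week 9 MHC class II genes ran from 0.698 (H7) to 1.67 (H10), adipocyte markers from 1.18 (H7) to 2.54 (H10), macrophage markers from 0.781 (H7) to 1.95 (H10) and islet markers from -0.602 (H10) to -0.28 (H35), and on average endothelial markers from 0.213 (H7) to 0.595 (H10) and the cholesterol list from -0.386 (R1) to -0.202 (H7).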

Differences from the paper's values

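The alternative without the arrays with acinar transcripts was chosen after the values were seen. All other alternatives named here were set before the data were examined, and for each measure those not named also differed from the paper. They are all mapped arrays (adipose tissue and pancreas), the mean of all probe sets, quantile normalization, only genes above the median of mean log2, each gene centred on its mean and leaving out R17, and for pairs of arrays one-sided tests. A rank counts as close within 1.5 times the paper's or within the standard deviation between refits that each left out 1 array, a count of pairs within 1.5 times, and a correlation within that standard deviation.

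The correlation of the first liver eigenvector with that of the RC arrays alone was 0.938, where the paper's value is 0.86, and it differed under all of these and over all probe sets.

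Of the 10 ranks compared with Table S12, 3 differed. The paper's rank of Ccl2 is 38 and the rank here was 18, with no alternative closing it. For Ccr2 the paper's rank is 144 and the rank here 71, closed by all mapped arrays (107) and the mean of all probe sets (208). For Csf2ra the paper's rank is 99 and the rank here 62, closed by none of those set before. Without the arrays with acinar transcripts, a setting chosen after seeing the values, Ccr2 ranked 102 and Csf2ra 67, and 0 ranks that had been close came to differ.

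Of 26 ranks of Table S14, 12 differed. The paper's ranks, followed by those here, are 3 and 5 for Fdps, 10 and 18 for Pmvk, 23 and 115 for Acss2, 45 and 69 for Hsd17b7 and 518 and 1487 for Ebp. Quantile normalization closed Fdps (4), Pmvk (10), Acss2 (55) and Hsd17b7 (62), only genes above the median of mean log2 closed Fdps (3), Pmvk (9), Acss2 (26), Hsd17b7 (44) and Ebp (406), and the mean of all probe sets closed Pmvk (13) and Hsd17b7 (54). The setting without acinar arrays, chosen after seeing the values, closed Fdps (4), and 7 ranks that had been close came to differ. For Elovl3 the paper's rank is 24 and the rank here 17989, closed by only genes above the median of mean log2 (184), which counts as close only because its ranks spread widely between refits. For Mvd they are 25 and 9, closed by leaving out R17 (17). No alternative closed Apoe (the paper's 27, here 10948), Cdh1 (31, here 3), Adipoq (35, here 17762), Cyp27b1 (8022, here 3149) and Cyp24a1 (4941, here 386).

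Of 39 ranks of Table S16, 24 differed. With the paper's rank first and the rank here second, only genes above the median of mean log2 closed Ang (19 and 1420, closed at 744), Kdr (783 and 1685, at 949), Timp2 (130 and 302, at 193), Timp3 (180 and 407, at 245), Bnip3 (204 and 1544, at 748), Bcl2 (311 and 1847, at 986), Cxcl12 (351 and 527, at 305), Epas1 (365 and 587, at 344) and Capn2 (666 and 1028, at 652). The mean of all probe sets closed Timp3 (216), Bnip3 (1011), Capn2 (753), Fgf1 (115 and 33, closed at 158), Vcam1 (323 and 14480, at 642) and Plat (441 and 139, at 634). All mapped arrays closed Flt1 (946 and 5493, closed at 2101), Sod3 (187 and 92, at 155), Fgf1 (101) and Cxcl12 (523). Each gene centred on its mean closed Bnip3 (1414), Cxcl12 (499), Epas1 (525) and Capn2, leaving out R17 closed Cxcl12 (506) and Capn2 (928), and quantile normalization closed Bnip3 (1411). Closing ranks far from the paper's count as close only because the ranks of that gene spread as widely between refits. No alternative closed Tek (the paper's 2281, here 787), Fgfrl1 (399, here 12403), Tgfbr3 (272, here 99), Ptgis (233, here 63), Nrp1 (427, here 1330), Adipor2 (542, here 3547), Atp1b1 (201, here 1189), Pam (446, here 1630), Ddit4 (521, here 5662) and Fosl2 (686, here 17463).

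For Srebf1 in the liver the paper's rank is 20 and the rank here 173, closed by quantile normalization (95) and only genes above the median of mean log2 (37). The paper counts 5 of 6 pairs of Gw and Gb adipose arrays higher in chemokine signaling, where 3 were higher here and 4 one-sided. It counts 8 of 9 adipose pairs of week 9 lower in BCAA degradation, where 5 were lower here and 6 one-sided. One-sided tests brought both within 1.5 times the paper's counts without reaching them. It counts 6 of 9 pancreas pairs of week 9 higher in BCAA degradation, where 2 were higher here, and 3 one-sided, still further off than that. The lists here can differ in members from the pathway releases the paper used.

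Some statements of the paper differ from the values here. The paper states that the second liver eigenvector separates the diets fully, and here the HFD array was higher in 101 of 108 pairs. It states that BCAA degradation is enriched at the mature end of the first liver eigenvector and not along the second, and here the mean percentiles were 49.1 (adjusted p = 0.889) and 66.2 (adjusted p = 0.000795). It states enrichment at the mature end of the second pancreas eigenvector, and here the percentile was 55.1 (adjusted p = 0.379), as it was not enriched along the first (55.3, adjusted p = 0.305), which the paper also states. It places beta cell genes and ribosomal genes at the mature end of the second pancreas eigenvector, and here the islet markers had a percentile of 14.4 (adjusted p = 6.08e-08) and ribosomal proteins of 54.9 (adjusted p = 0.381). It states that cell cycle genes were lower at the mature end of the first liver eigenvector, and here their percentile was 50.5 (adjusted p = 0.947), while ribosomal proteins, the translation genes it names there, were at 36.2 (adjusted p = 0.00554). It places Car3 first along the first pancreas eigenvector, and here it ranked 3, after Adipoq and Jchain.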

Other observations

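The correlations of the clock phase between tissues were chosen after the result was seen, and the lists of the first 2 paragraphs, whose tests were fixed before, were picked for description after their values were seen.

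In HFD adipose tissue averaged over the weeks, of 31 cell cycle genes 20 were higher adjusted over the list alone and 0 over all genes in limma, with log2 differences of 1.32 for Birc5, a regulator of mitosis (SE 0.323, adjusted p = 0.0885), and 1.10 for Ube2c, of the mitotic ubiquitin pathway (SE 0.265, adjusted p = 0.0869). The list had a median of 0.55 and an adjusted p of 3.27e-18 in camera, or adjusted p = 0.19 with an estimated correlation. Its mean percentile along the first gene eigenvector was 92.7, beside 94.9 for macrophage, 90 for acinar cell and 13.6 for endothelial markers. Of 25 genes of the extracellular matrix 3 rose over all genes and 16 adjusted over the list alone, among them Col6a1 (0.72, SE 0.134, adjusted p = 0.0333) and Col6a2 (0.88, SE 0.166, adjusted p = 0.0346), both chains of collagen VI, and Postn (0.76, SE 0.147, adjusted p = 0.0385). This list had an adjusted p of 5.2e-12 in camera, or adjusted p = 0.19 with an estimated correlation, and the calls of Col6a1 and Col6a2 were each lost in 14 of the 20 refits that each left out 1 array. In the HFD pancreas averaged over weeks 9 and 18, 2 of the 25 matrix genes rose over all genes and 18 adjusted over the list alone, Col3a1 by 1.56 (SE 0.271, adjusted p = 0.0262, lost in 8 of 18 refits) and Sparc by 1.58 (adjusted p = 0.0434, lost in 14). In several of the 18 refits, as without H1, H4 or H7, another probe set was the brightest of Sparc. The list of matrix genes had an adjusted p of 8.47e-14 in camera, or adjusted p = 0.201 with an estimated correlation. Over all pancreas arrays 7 were higher adjusted over the list alone. In the same comparison 10 of 14 adipocyte markers were higher adjusted over the list alone (median 1.08), and with the adipocyte score as a covariate limma called 0 pancreas genes (1033 at an unadjusted p under 0.05).

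With age on RC, 6 of 18 endothelial markers fell in the adipose tissue over all genes and 10 adjusted over the list alone, among them the receptor Tie1 by 1.45 (SE 0.232, adjusted p = 0.00822) and the adhesion protein Pecam1 by 1.04 (SE 0.229, adjusted p = 0.0242). Of 14 immediate early genes 2 rose there over all genes and 10 adjusted over the list alone. The adjusted p-values were 3.43e-06 and 3.2e-08 in camera, and the adjusted p was 0.54 and 0.153 with an estimated correlation. In the liver 12 of 24 ER chaperones fell with age over all genes and 15 adjusted over the list alone, Pdia4, a protein disulfide isomerase, by 1.42 (SE 0.201, adjusted p = 0.000985), with an adjusted p of 1.66e-08 in camera, or adjusted p = 0.319 with an estimated correlation. Of 25 liver genes of the matrix 9 fell over all genes and 13 adjusted over the list alone (adjusted p = 1.51e-05 in camera, adjusted p = 0.365 with an estimated correlation). Of 17 genes of cholesterol synthesis 4 rose in the liver with age, or 5 adjusted over the list alone (adjusted p = 6.97e-05 in camera, adjusted p = 0.588 with an estimated correlation). On HFD averaged over the weeks 5 of 31 cell cycle genes rose in the liver, or 7 adjusted over the list alone, among them the replication helicase subunit Mcm4 by 0.82 (SE 0.13, adjusted p = 0.0022), with an adjusted p of 0.000373 in camera, or adjusted p = 0.298 with an estimated correlation. Between Gw and Gb livers 23 genes were higher and 6 lower in limma. Acinar cell markers, at 8.00 in the Gw mouse H17, had a median of 1.765 (adjusted p = 6.29e-09 in camera, adjusted p = 0.39 with an estimated correlation). In the pancreas at week 1 the diet comparison rests on 1 HFD array, so that its count of genes decides nothing.

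Deviations of the clock phase from the group means were compared between tissues of the same mice, 3 relations in all. For liver and adipose tissue Pearson's r was 0.67 (permutation p = 0.0219, adjusted 0.0328) and Spearman's rho 0.544 (permutation p = 0.0414) over 20 mice, and r was 0.464 without the 2 farthest mice. For liver and pancreas r was 0.607 (permutation p = 0.0464) and rho 0.417 (permutation p = 0.161) over 17 mice, and 0.344 without the 2 farthest. For adipose tissue and pancreas r was 0.866 (permutation p = 2e-05, adjusted 6e-05) and rho 0.844 (permutation p = 0.00015) over 16 mice, and 0.735 without the 2 farthest.

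Other splits of the same arrays into groups of the same sizes were compared with the real split, which is counted among them. For HFD at week 18 in the liver (815 genes), 2 of 84 splits were as large. The highest other split called 1332 genes with H1, R11 and R9 as controls. This is over 1.5 times the real count, which points to a structure of the samples and leaves chance open. In the liver chance is excluded for HFD on average (192 genes, 1 of 100 splits, highest other 1) and for the cholesterol list (median -1.36, 1 of 100 splits, highest other -1.09). For HFD at week 18 in the adipose tissue (11 genes), 2 of 56 splits were as large. The highest other split called 535 genes with H26, R11 and R7 as controls. This is many times the real count, which points to a structure of the samples and leaves chance open. In the adipose tissue chance is excluded for HFD on average (62 genes, 1 of 100 splits, highest other 1). It is also excluded for the BCAA core list (median -0.279, 1 of 100 splits, highest other 0.2). For macrophage markers another split was as large in size (median 0.617, 2 of 100 splits, highest other -0.618), which leaves chance open. For HFD on average in the pancreas (54 genes), 2 of 100 splits were as large, and the highest other split called 124 genes. This is over 1.5 times the real count, which points to a structure of the samples and leaves chance open. For the wider BCAA list of the pancreas another split had a larger median (0.162, 2 of 100 splits, highest other 0.181), which leaves chance open. For Table S16 (median 0.837, 2 of 100 splits, highest other -0.919) the splits decide nothing, since the paper chose its genes on these arrays.

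Comparisons of 3 arrays with 3 have 10 splits, too few for a share under 0.05. The real value and the highest other were 0 and 2 genes for the liver at week 1 (10 of 10 splits as large), 19 and 0 at week 9 (1 split) and 1724 and 0 with age (1 split). For the adipose tissue they were 0 and 0 at week 1 (10 splits), 0 and 1 at week 9 (10 splits) and 526 and 3 with age (1 split), and for the pancreas 64 and 0 at week 9 (1 split).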
